# Wnt signaling mediates oncogenic synergy between Akt and Dlx5 in T-cell lymphomagenesis by enhancing cholesterol synthesis

**DOI:** 10.1038/s41598-020-72822-w

**Published:** 2020-09-28

**Authors:** Yinfei Tan, Eleonora Sementino, Zemin Liu, Kathy Q. Cai, Joseph R. Testa

**Keywords:** Cancer, Genetics

## Abstract

The *Dlx5* homeobox gene was first implicated as an oncogene in a T-ALL mouse model expressing myristoylated (Myr) Akt2. Furthermore, overexpression of Dlx5 was sufficient to drive T-ALL in mice by directly activating Akt and Notch signaling. These findings implied that Akt2 cooperates with Dlx5 in T-cell lymphomagenesis. To test this hypothesis, *Lck*-*Dlx5*;*Lck*-*MyrAkt2* transgenic mice were generated. MyrAkt2 synergized with Dlx5 to greatly accelerate and enhance the dissemination of T-lymphomagenesis. RNA-seq analysis performed on lymphomas from *Lck-Dlx5;Lck-MyrAkt* mice revealed upregulation of genes involved in the Wnt and cholesterol biosynthesis pathways. Combined RNA-seq and ChIP-seq analysis of lymphomas from *Lck-Dlx5;Lck-MyrAkt* mice demonstrated that β-catenin directly regulates genes involved in sterol regulatory element binding transcription factor 2 (Srebf2)-cholesterol synthesis. These lymphoma cells had high *Lef1* levels and were highly sensitive to β-catenin and Srebf2-cholesterol synthesis inhibitors. Similarly, human T-ALL cell lines with activated NOTCH and AKT and elevated *LEF1* levels were sensitive to inhibition of β-catenin and cholesterol pathways. Furthermore, *LEF1* expression positively correlated with expression of genes involved in the cholesterol synthesis pathway in primary human T-ALL specimens. Together, these data suggest that targeting β-catenin and/or cholesterol biosynthesis, together with AKT, could have therapeutic efficacy in a subset of T-ALL patients.

## Introduction

T-cell acute leukemia/lymphoma (T-ALL) is thought to be derived from the malignant transformation of immature thymic T cells^1^. Normal thymic T cells undergo development under the orchestrated and tight control of cellular pathways such as Notch and Wnt signaling. Disturbances of Notch and Wnt pathways result in T-ALL in mice and humans^2^. Human T-ALL samples frequently have activating *NOTCH1* mutations^3^. Mutant NOTCH1 has a 1- to threefold increase in HES1 reporter activity^4^. Dysregulation of homeobox genes such as HOXA and HOX11 is also a hallmark of human T-ALL^5,6^. In mice, up-regulated expression of active *Notch3* has been shown to cause T-ALL^7^. In some T-ALLs, recombination activating gene (Rag)-induced genomic instability that results in recurring T-cell receptor alpha (*Tcra*)-*Myc* translocations can underlie this process^8^. This same rearrangement has also been observed in some of our *Lck-MyrAkt2* transgenic mice, in which the Lck promoter was used to direct expression of myristoylated (Myr), constitutively active Akt2 in immature T lymphocytes^9^. Recently, ~ 85% of cases of childhood T-ALL have been shown to have upregulation of β-catenin and Wnt target genes^10^. Also, the active form of β-catenin is sufficient to induce T-ALL without the involvement of NOTCH, by stalling T-cell development at the double-positive (DP) stage^11^. A recent report demonstrated that leukemic stem cells in T-ALL require activated Wnt signaling^12^. Although β-catenin transactivates its target genes via binding to TCF and LEF, interestingly, the depletion of *Tcf7* causes T-ALL in mice through the upregulation of *Lef1*^13^. Moreover, a recent study demonstrated that the β-catenin pathway is critical to NOTCH1-initiated T-ALL by binding with NOTCH1 to the *MYC* enhancer^14^.

Activation of AKT signaling is another major driving force in T-ALL. *Pten*-null mice develop T-ALL which requires Rag-mediated V(D)J recombination^15^. β-catenin plays an essential role in Pten loss-induced T-ALL, as haploinsufficiency of the β-catenin gene, *Ctnnb1*, abolishes *Pten*-null-induced lymphomagenesis^16^. We found that expression of constitutively activated Akt2 (*MyrAkt2*) in immature T lymphocytes can induce T-ALL in mice via chromosome rearrangement-mediated upregulation of Dlx5 or Myc^17^. Human T-ALL cell lines lacking PTEN expression are highly sensitive to the PI3K pathway inhibitor LY294002^18^. One investigation uncovered alterations of *PI3K*, *AKT* and *PTEN* genes in about 48% of T-ALL patient samples^19^. Another study revealed that clinical T-ALL samples have constitutive AKT activity via posttranslational inactivation of PTEN, rather than by gene alteration^20^. The relationship between NOTCH and PTEN are intertwined. Although human T-ALL cell lines harboring *NOTCH1* and *PTEN* mutations failed to respond to NOTCH inhibitors, primary murine T-ALLs were sensitive to such inhibitors^21^. Moreover, in mice, Notch cooperates with Akt signaling, as Pten loss accelerates *Notch* mutation-induced T-ALL^21^. However, the mechanism of such cooperativity remains unknown.

We recently reported that thymocyte-specific overexpression of the homeobox gene *Dlx5* induces T-ALL in mice by directly activating *Notch1*, *Notch3* and *Irs2* transcription, which results in the upregulated Notch and Akt signaling. Moreover, the resulting tumors frequently acquired *Notch1* mutations and were sensitive to Notch inhibitors. Additionally, *Pten* was frequently inactivated in these tumors, which suggests that Notch activation and Pten loss cooperate tumorigenically in these T-ALLs^22^. To address whether the Akt pathway cooperates with the Dlx5-Notch pathway in murine T-ALL development, we crossed *Lck-MyrAkt2* mice to *Lck-Dlx5* mice. We herein report that these doubly transgenic *Lck-Dlx5;Lck-MyrAkt2* mice rapidly develop disseminated thymic lymphomas with upregulation of Wnt signaling leading to enhanced cholesterol synthesis. To our knowledge, this is the first report linking Notch and Akt crosstalk directly to β-catenin activation and cholesterol synthesis in T-cell lymphomagenesis.

## Results

### *MyrAkt2* cooperates with *Dlx5* to accelerate murine T-ALL

To test whether constitutive activation of Akt cooperates with the Dlx5-Notch axis to accelerate T-ALL development, *Lck-Dlx5* transgenic mice were crossed with *Lck-MyrAkt2* mice. Tumor onset was greatly accelerated in *Lck-Dlx5;Lck-MyrAkt2* transgenic mice, with median survival being only 8 weeks versus 24 weeks in *Lck-MyrAkt2* mice and 39 weeks in *Lck-Dlx5* mice (Fig. 1A). Pathological analysis revealed that the T-cell lymphomas from *Lck-Dlx5;Lck-MyrAkt2* mice frequently involved the lung as well as liver, kidney, spleen and bone marrow (Fig. 1B; Supplementary Fig. S1A). Flow cytometric analysis revealed that the tumor cells were CD4/CD8 DP (Supplementary Fig. S1B). Karyotyping demonstrated that most tumors from *Lck-Dlx5;Lck-MyrAkt2* mice had trisomy 15 (Supplementary Table S1), the mouse chromosome that harbors the *Myc* gene. Immunoblotting uncovered upregulation of Notch1/Notch3 in tumors from *Lck-Dlx5* and *Lck-Dlx5;Lck-MyrAkt2* mice, upregulation of Myc in tumors from *Lck-Dlx5*, *Lck-MyrAkt2*, and *Lck-Dlx5;Lck-MyrAkt2* mice, and upregulation of β-catenin uniquely in lymphomas from *Lck-Dlx5;Lck-MyrAkt2* mice (Fig. 1C).

**Figure 1:**
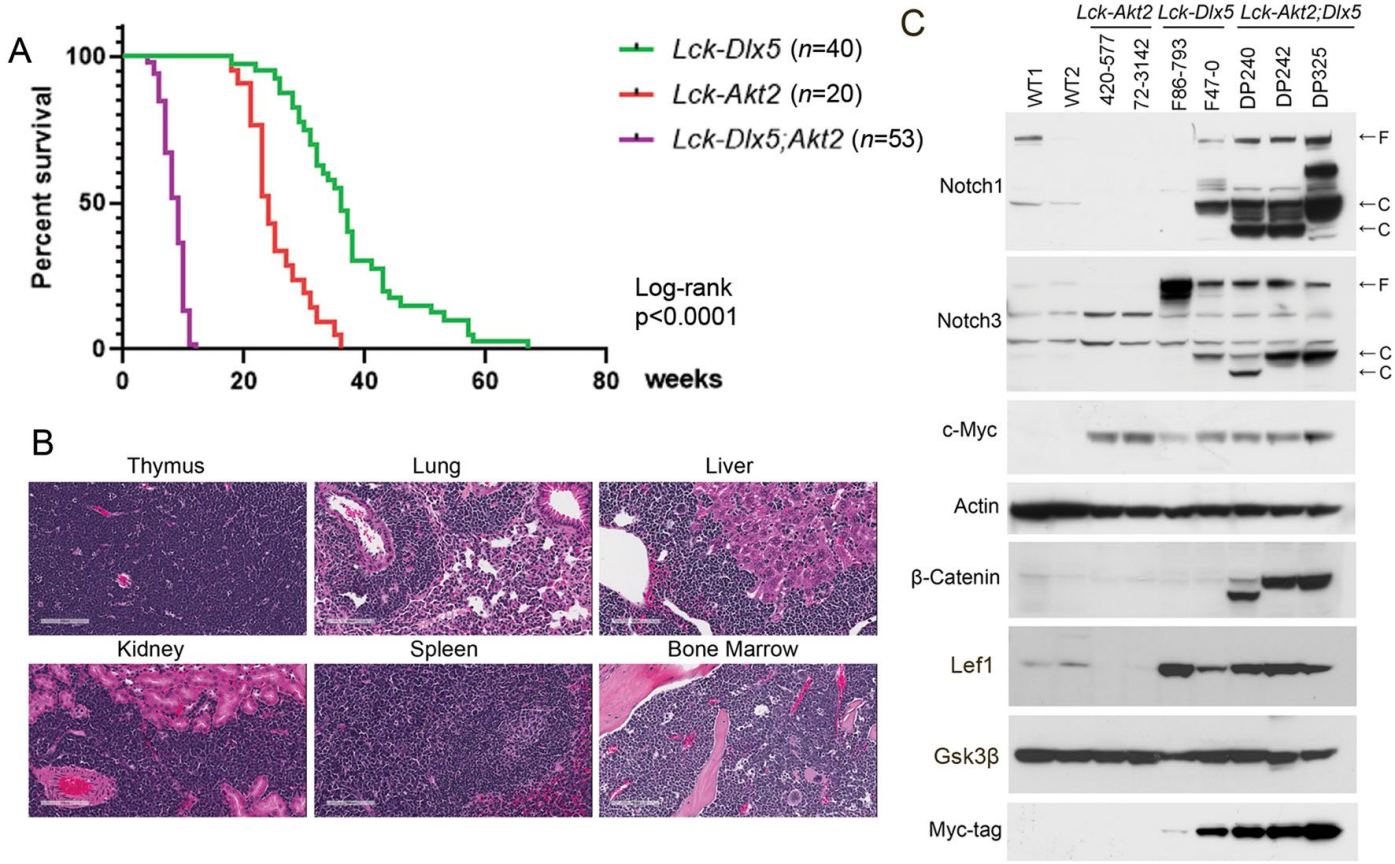
MyrAkt2 cooperates with Dlx5 to accelerate T-cell lymphomagenesis. (**A**) Survival curves of *Lck-MyrAkt2, Lck-Dlx5*, and *Lck-Dlx5;Lck-MyrAkt2* transgenic mice dying due to T-ALL. The number of animals for each genotype was as follows: *Lck-MyrAkt2*: 20 mice, *Lck-Dlx5*: 40 mice, and *Lck-Dlx5;Lck-MyrAkt2*: 53 mice. GraphPad was used to perform a log-rank (Mantel-Cox) test to compare the three survival curves, and the differences between each of the curves was highly statistically significant, *P* < 0.0001. (**B**) H&E staining depicting T-ALL infiltration and dissemination in an *Lck-Dlx5;Lck-MyrAkt2* mouse. (**C**) Immunoblot demonstrating expression of Notch1, Notch3, Myc-tagged Dlx5, Lef1, β-catenin, and c-Myc in lymphomas from *Lck-MyrAkt2*, *Lck-Dlx5*, and *Lck-Dlx5;Lck-MyrAkt2* mice compared to that of normal thymic T cells from wild-type (WT) mice.

### Wnt signaling is dysregulated in lymphomas from *Lck-Dlx5;Lck-MyrAkt2* mice

To help elucidate the mechanism underlying lymphomagenesis in *Lck-Dlx5;Lck-MyrAkt2* mice, RNA-seq analysis was performed on T cell lymphoma cells from three *Lck-Dlx5;Lck-MyrAkt2* mice (DP240, DP242, DP352) and thymic T cells from three wild-type (WT) mice. The comparison revealed 1,294 up-regulated genes and 2,728 down-regulated genes in tumor cells versus normal thymic cells with > threefold expression change. A representative list of these genes is summarized in the heatmap shown in Fig. 2A. Among the up-regulated genes observed in lymphomas from *Lck-Dlx5;Lck-MyrAkt2* mice, *Notch*, *Myc*, and *Ccnd1* were previously reported to be upregulated in lymphomas from *Lck-Dlx5* mice, and Myc was previously shown to be upregulated in *Lck-MyrAkt2* mice^22^. However, upregulation of genes involved in the Wnt pathway and cholesterol synthesis were unique to the lymphomas from the *Lck-Dlx5;Lck-MyrAkt2* mice. Moreover, upregulation of *Vegf* and down-regulation of many apoptosis-related genes and *Jak-Stat* genes were seen only in tumor cells from *Lck-Dlx5;*Lck-*MyrAkt2* mice. Reactome pathway analysis identified Wnt, SREBF2 (Sterol Regulatory Element Binding Transcription Factor 2) regulation of cholesterol biosynthesis, Notch, mTOR, cell cycle, and p53 as the major altered signaling pathways in *Lck-Dlx5;Lck-MyrAkt2* lymphomas (Fig. 2B). Dlx1 and Dlx2, two other Dlx family members, were upregulated, which may amplify the role of Dlx5, given that they can bind to similar target genes. Interestingly, β-catenin mRNA was not changed, and this was validated by real-time PCR (Supplementary Fig. S2). Instead, negative regulators of β-catenin protein, including TNK2, Apc2 and Dvl2, were downregulated, which should result in activation of β-catenin. Accordingly, a cellular fractionation study demonstrated strong nuclear localization of β-catenin, suggesting a high activation level of this protein (Fig. 2C). Notably, immunoblot analysis demonstrated that DP240 cells have a weak full-length β-catenin band and a strong truncated form of the protein (Figs. 1C,2C). While N’-truncation has been shown to constitutively activate β-catenin^23^, DNA sequence analysis did not uncover a mutation in *Ctnnb1* in DP240 cells, suggesting a post-transcriptional alteration. Neither *Apc* nor *Axin*, which encode negative regulators of β-catenin, was found to be mutated.

**Figure 2:**
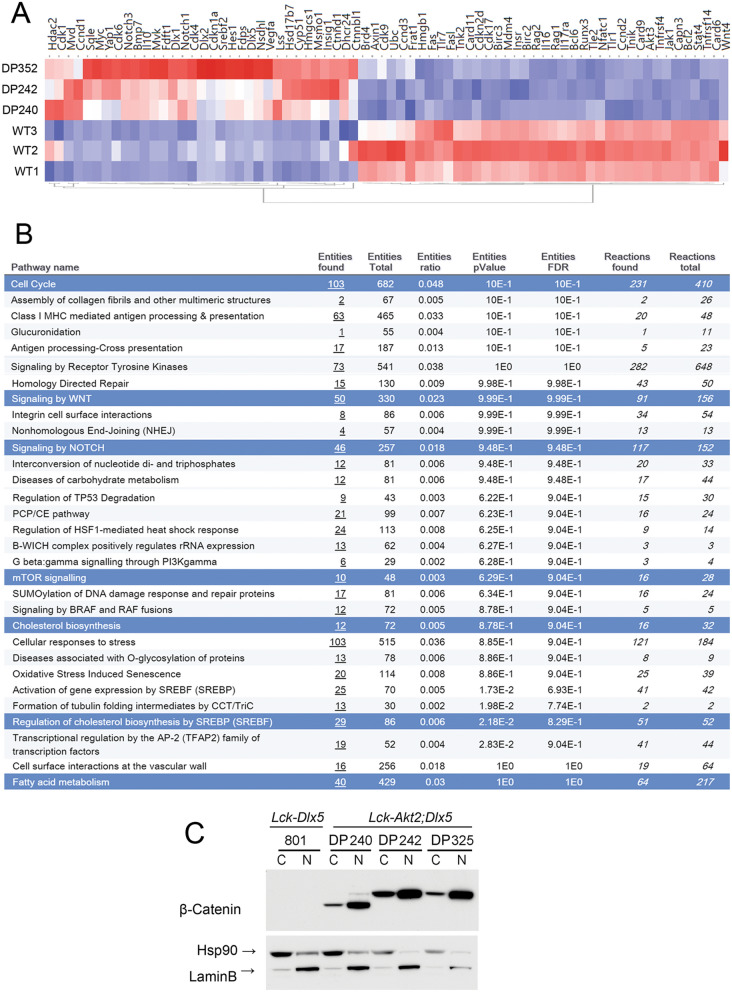
Expression profiling of lymphomas from *Lck-Dlx5;Lck-MyrAkt2* mice by RNA-seq. (**A**) Heatmap demonstrating significantly altered expression of genes in T-cell lymphoma cell lines DP240, DP242, and DP352 from *Lck-Dlx5;Lck-MyrAkt2* mice as compared to that in wild type (WT) thymic T cells. (**B**) Reactome pathway analysis showing the major altered signaling pathways in *Lck-Dlx5;Lck-MyrAkt2* lymphomas. (**C**) Cellular fractionation depicting the mainly nuclear location of β-catenin protein in *Lck-Dlx5;Lck-MyrAkt2* lymphoma cells. Hsp90 and Lamin B, which predominantly localize to the cytoplasm and nucleus, respectively, were used as controls.

### β-catenin signaling is essential for survival of *Lck-Dlx5;Lck-MyrAkt2* lymphoma cells

To determine if β-catenin plays a role in the survival of lymphoma cells from *Lck-Dlx5;Lck-MyrAkt2* mice, the cells were treated with PFK118-310, an inhibitor that interferes with β-catenin’s binding to Tcf/Lef. An MTS assay demonstrated that lymphoma cells from these double transgenic mice were highly sensitive to PFK118-310-induced cell death when compared to lymphoma cells from *Lck-Dlx5* mice (Fig. 3A). Immunoblot analysis of lymphoma cells from *Lck-Dlx5;Lck-MyrAkt2* mice demonstrated that PFK118-310 also promotes caspase 3 activity and consequent Parp cleavage (Fig. 3B). Moreover, flow cytometric analysis revealed a marked increase in apoptotic sub-G1 cells, suggesting that Wnt signaling plays an essential role in the survival of *Lck-Dlx5;Lck-MyrAkt2* lymphoma cells (Fig. 3C,D). Another inhibitor of β-catenin binding to Tcf/Lef, FH535, showed similar pro-apoptotic effects at higher concentrations (Supplementary Fig. S3).

**Figure 3:**
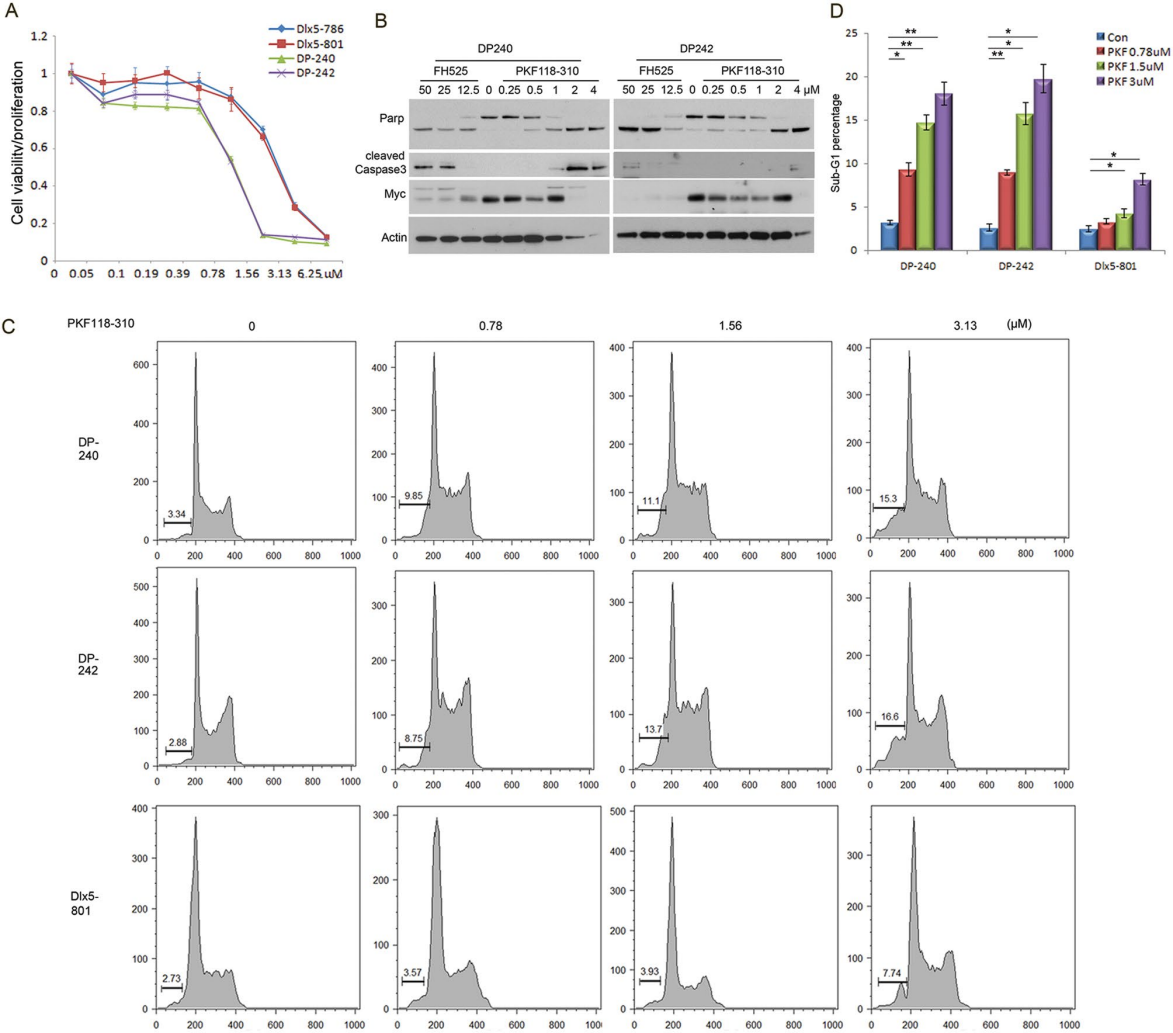
Inhibition of β-catenin signaling diminishes cell survival in *Lck-Dlx5;Lck-MyrAkt2* lymphoma cells. (**A**) MTS assay showing dose-dependent effects of β-catenin inhibitor PKF118-310 on viability of lymphoma cell lines DP240 and DP242 from *Lck-Dlx5;Lck-MyrAkt2* mice as well as on cell lines Dlx5-786 and Dlx5-801 from *Lck-Dlx5* mice. (**B**) Western blot analysis demonstrating that β-catenin inhibitor PKF118-310 promotes caspase 3 activity and PARP cleavage. Lysates for cell lines DP240 and DP242 were run on separate gels. (**C**) FACS analysis showing that PKF118-310 triggers apoptosis, as shown by sub-G1 DNA peak, in lymphoma cells DP240 and DP242 from *Lck-Dlx5;Lck-MyrAkt2* mice. Lymphoma cell line 801, from an *Lck-Dlx5* mouse, was used as a control. (**D**) Histogram depicting the sub-G1 populations in lymphoma cells from *Lck-Dlx5;Lck-MyrAkt2* mice and a control *Lck-Dlx5* mouse after treatment with PKF118-310. An Anova test was used to determine the statistical significance between placebo-treated cells and cells treated with the indicated doses of PKF, with *P *values shown with asterisks: *, *P* < 0.05; **, *P* < 0.005.

### Identification of a β-catenin-controlled signaling network

To investigate the downstream Wnt signaling network and direct targets of β-catenin/Tcf/Lef, RNA-seq and ChIP-seq analyses were performed. Lymphoma cells from *Lck-Dlx5;Lck-MyrAkt2* mice were treated with PFK118-310 at 1 µM for 20 h and then subjected to whole transcriptome analysis, which revealed altered expression of genes encoding Srebf2-cholesterol synthesis pathway members and cell cycle regulators (Fig. 4A). Genes commonly up- or down-regulated in lymphoma cell lines from *Lck-Dlx5;Lck-MyrAkt2* mice upon β-catenin inhibition are depicted in the Venn diagram shown in Supplementary Fig. S4A. Strikingly, genes encoding nearly all major components in the cholesterol synthesis pathway were upregulated (Supplementary Fig. S4B). ChIP-seq analysis was performed to pull down β-catenin**/**Tcf7-bound DNA fragments for analysis by NGS. 

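The ChIP-seq data came from 1 TCF7 ChIP library and 1 input DNA library of DP352 cells, a T-cell lymphoma line from an Lck-Dlx5;Lck-MyrAkt2 mouse. Tcf7 is the HMG-box transcription factor that recruits β-catenin to DNA in T cells, and the input DNA, sonicated genomic DNA without immunoprecipitation, served as the background. Neither library had a replicate, so the values of the peaks have no error between cultures. The authors aligned the reads to mm10 and called peaks of the ChIP library over the input library with MACS2 in Chipster. Their list held 779 peaks, each with its nearest gene. Pileups, fold enrichments over input and q-values of the peaks are the authors' values from MACS2, and were used only to describe, rank and filter the peaks of this list. The peaks were 159 to 1701 bp long, with a median of 276 bp. Fold enrichment ranged from 2.54 to 61.8 with a median of 8.93, and the -log10 of the q-value from 2.49 to 408. The paper gives a single approximate number of reads for every ChIP-seq sample. All 779 pileups were whole multiples of 0.522, to within 0.0075, the factor by which the ChIP library had been scaled down to the input library, which corresponds to 1.92 ChIP fragments for each input fragment. Divided by this factor, the pileups gave 28 to 631 ChIP fragments at the summit, with a median of 113. Intervals on fragment numbers are exact 95% Poisson intervals, and all intervals cover counting error only. Positions are those of mm10, counted from 1, and were compared with the protein-coding transcription start sites (TSS) of the GENCODE vM21 annotation.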

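The strongest TCF7 peaks in DP352 cells lay at the TSS of protein-coding genes. The peak with the highest fold enrichment, 61.8, was on chromosome X from 7898645 to 7899449, at the TSS of Timm17b, which encodes a subunit of the mitochondrial import machinery, and Pqbp1, which encodes a splicing factor. It had 369 fragments at its summit (332 to 409). Next were Sept11, a septin gene, at 54.4-fold, and Ptov1 and Phrf1, both at 46.1-fold. The zinc finger gene Zfp27 followed at 44.3-fold, the neighbors Cmc2 and Cenpn, a centromere protein gene, at 42.9-fold, and Lrpprc, a regulator of mitochondrial mRNA, at 41.8-fold. Wdr45, Kcnab2 with its neighbor Nphp4, and Slc35e2 completed the 10 highest at 41.3-, 41.2- and 40.4-fold. All 10 summits were within 179 bp of a TSS. By the -log10 of the q-value, Ptov1 came first at 408, followed by Fam53c at 380, Rnf44 at 372, Slc35e2 at 363, the folliculin gene Flcn at 361, Phrf1 at 358, Mpst and Sept11 at 341, Pip5k1c at 340 and Ccdc85c at 339. The nearest-gene table of the authors assigned the peaks to 754 genes. Of its 779 assignments, 600 (77.0%) were to protein-coding genes, 579 genes in all, and 38 were to antisense transcripts. The distance given in the table was at most 1000 bp for 403 peaks and over 100000 bp for 34.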

Upon treatment with PFK118-310, 292 downregulated genes and 126 upregulated genes had Tcf-bound DNA peaks based on the ChIP-seq analysis (Fig. 4B). 

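Axin2, a scaffold of the β-catenin destruction complex, and Lef1, a relative of Tcf7, each had a TCF7 peak of middle rank. The Axin2 peak had 123 fragments at its summit (102 to 147) and a fold enrichment of 10.7, rank 326 of 779. The Lef1 peak had 94 fragments (76.0 to 115) and a fold enrichment of 8.45, rank 411. Its interval overlapped that of Axin2, and the difference between the peaks was not tested. Among 63 target genes and components of Wnt signaling, 6 were nearest to a peak, against 1.66 by chance (odds ratio 3.91, adjusted p = 0.024, two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 13 gene lists). The others were Bcl9 and Pygo2, coactivators of β-catenin, Znrf3, which removes Wnt receptors from the cell surface, and Tcf7 itself. Bcl9 had a fold enrichment of 8.35 with the summit 56 bp from a TSS. The Znrf3 peak, 5.79-fold enriched, lay in an intron of the gene, 30.1 kb upstream of its nearest TSS. The Tcf7 peak, 3.56-fold enriched, was intergenic, 31.4 kb upstream of the gene. Both peaks were far from promoters. The call for this list held at a -log10 of the q-value of at least 10 (odds ratio 3.64, exact test, adjusted p = 0.043) and was lost in the other 4 alternatives: a fold enrichment of at least 10 (1.2, adjusted p = 0.66), peaks within 1000 bp of the gene (3.12, 0.1), genes with a TSS within 1000 bp of a summit (1.94, 0.39) and, chosen after seeing the data, genes with a promoter GC content of at least 55% (2.63, 0.23), all by the exact test. The call and its loss hold for the 63 listed genes only. Frat2, Frat1 and Cby1, chosen after their values were seen, were not on the list. They were nearest to peaks of 35.9-, 26.5- and 20.8-fold.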

*Lef1* and *Axin2* were their own targets of this pathway (Supplementary Fig. S4C). 

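Genes of the MAPK pathway were nearest to TCF7 peaks more often than other protein-coding genes, and those of the Notch and p53 pathways did not pass the same test. In the MAPK list, 7 of 67 genes had a peak (odds ratio 4.34, adjusted p = 0.012, two-sided Fisher's exact test with Benjamini-Hochberg adjustment). Fos, the immediate-early AP-1 gene, was the strongest of them at 29.5-fold, followed by Elk1, an ETS factor phosphorylated by Erk, at 12.9-fold, Rasa2, a Ras GTPase-activating protein, at 11.7-fold, and Rps6ka3, a kinase downstream of Erk, at 11.0-fold; Nf1, Rasgrp1 and Sos1 also had peaks. The Rasa2 peak was 38.6 kb upstream of the gene. In the Notch list, 4 of 45 genes had a peak (odds ratio 3.61, adjusted p = 0.058 by the exact test). These were Fbxw7, which marks the Notch intracellular domain for degradation, Notch3 at 16.1-fold, and the coactivators Maml1 at 12.5-fold and Maml2 at 7.25-fold, and the summits of the latter 3 were 10.1, 5.10 and 13.7 kb from the TSS. In the p53 list, Trp53 alone of 47 genes had a peak (odds ratio 0.801, adjusted p = 1.0 by the exact test). Of 64 T-cell identity genes, 5 had a peak (odds ratio 3.14, exact test, adjusted p = 0.058): Bcl6, Rasgrp1, Cd8a at 8.30-fold, the cytokine receptor gene Il2rg at 7.96-fold and Id2 at 6.50-fold. The peak assigned to Cd8a was at the TSS of Rmnd5a and held a run of CAG units, and the one assigned to Id2 was 263 kb away. Among peaks with a -log10 of the q-value of at least 10, the Notch and T-cell identity lists passed the exact test (odds ratios 4.12 and 3.58, both adjusted p = 0.043), and in no other alternative did either pass. Of 70 DNA repair genes, Fanci at 19.5-fold and Fancf at 7.65-fold had a peak (odds ratio 1.08, exact test, adjusted p = 0.84). Gene lists of other tissues were looked up as controls. None of 14 B-cell, 14 myeloid or 15 stromal and epithelial genes had a peak, against 0.37, 0.37 and 0.396 by chance. Of 18 neuron, liver and muscle genes, 1 did, Syn1 at 27.5-fold, against 0.476 by chance. With so few expected, these lists cannot show whether peaks avoid genes of other tissues. Each test compared 579 genes with a peak with 21911 protein-coding genes. The genes were not filtered by RNA-seq, so the tests do not check the pathway result of the paper. In the same exact test, the MAPK call was lost when every gene with a TSS within 1000 bp of a summit was counted in place of the nearest gene (adjusted p = 0.070), and among genes with a promoter GC content of at least 55%, a comparison chosen after seeing the data (adjusted p = 0.26).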

Reactome pathway analysis indicated that the main pathways directly controlled by β-catenin signaling included those belonging to Srebf-related cholesterol biosynthesis, p53 regulation, as well as Mapk and Notch signaling (Fig. 4C). Interestingly, Dlx1 was a target of β-catenin, suggesting a sophisticated, intertwined regulatory network among homeobox genes and Wnt signaling (Fig. 4D). 

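The TCF7 peak nearest to Dlx1 was on chromosome 2 from 71566500 to 71566716, in intergenic sequence. Its summit was 35877 bp downstream of the nearest Dlx1 TSS and 19903 bp upstream of that of Dlx2, the neighboring Dlx gene, to which the authors' table assigns it. The peak had 67 fragments at the summit (51.9 to 85.1), a fold enrichment of 4.89, rank 679 of 779, and a TCF motif within 100 bp of its summit. Of 54 genes of the Dlx, Hox and related homeobox families, Dlx2 was the only gene nearest to a peak (odds ratio 0.695, adjusted p = 1.0, two-sided Fisher's exact test).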

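TCF7 peaks lay at the promoters or within the genes of several regulators of cell survival, the cell cycle and chromatin. The Trp53 peak, on chromosome 11 from 69581147 to 69581605, was in an intron 924 bp downstream of the nearest TSS, with 350 fragments at the summit (314 to 389) and a fold enrichment of 28.7. Bcl6, a transcriptional repressor of lymphoid cells, had a 28.6-fold peak with the summit in its UTR, 57 bp from the TSS. The peak of Cdk16, a cyclin-dependent kinase, was 147 bp upstream of a TSS and 27.8-fold enriched. The Fbxw7 peak was 885 bp upstream of the gene and 10.6-fold enriched, and a run of CAG units lay within 100 bp of its summit. Hdac1 and Hdac2, paralogous histone deacetylases, had summits 217 and 145 bp upstream of the TSS, with fold enrichments of 16.7 and 37.7. A 13.2-fold peak on chromosome 11 from 101194994 to 101195388 lay in an intron of Ezh1, a Polycomb methyltransferase, 812 bp upstream of a TSS within the gene; the authors' table assigns it to Ccr10. For Cdk12, the nearest summit was 176 kb away, at the promoter of Rpl19. Of 82 chromatin regulators, 12 were nearest to a peak (odds ratio 6.43, adjusted p = 2.1e-05, two-sided Fisher's exact test). The strongest after Hdac2 were Eed, a Polycomb subunit, at 36.8-fold, the cohesin subunit gene Smc3 at 32.1-fold and the histone demethylase gene Kdm6b at 26.6-fold, and Chd3, Dnmt1, Dot1l, Hdac1, Hdac7, Kmt2a, Setd1a and Smc1a made up the rest. Among genes with a promoter GC content of at least 55%, a comparison chosen after seeing the data, the odds ratio of this list was 3.40 and no longer passed the exact test (adjusted p = 0.099).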

Other key target genes involving cell survival, proliferation, cell division, transcription, translation, and metabolism included *Tp53*, *Fbwx7*, *Bcl6*, *Cdk12*, *Ddk16*, *Polr1a* and *Cenpe* and the epigenetic modulator genes *Hdac1*, *Hdac7 and Ezh1* (Fig. 4D; Supplementary Fig. S4D).

**Figure 4:**
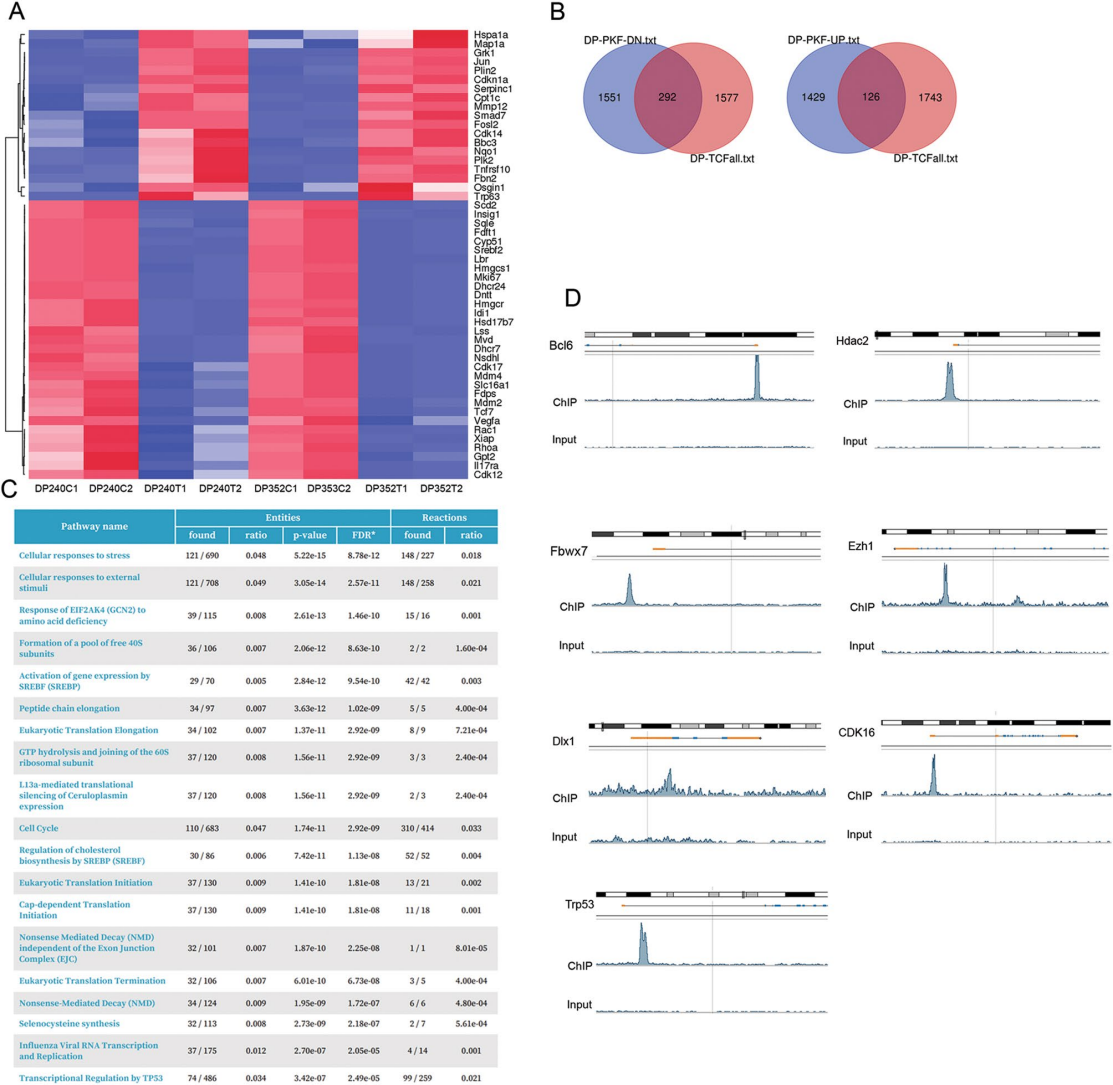
RNA-seq and ChIP-seq reveal that Wnt signaling controls a downstream network. (**A**) Heatmap of representative genes with altered expression after treatment with β-catenin inhibitor PKF118-310 in double-positive T cell lymphoma cells from *Lck-Dlx5;Lck-MyrAkt2* mice. Abbreviations: C1, C2 = placebo-treated controls; P1, P2 = PFK118-310-treated cells. (**B**) Venn diagram depicting overlapping genes identified by RNA-seq and Chip-seq, using a TCF7 antibody. (**C**) Pathway analysis indicating the main pathways directly controlled by Wnt signaling, including regulation of cholesterol biosynthesis. (**D**) Representative ChIP-seq peaks called by MACS pipeline, including *Bcl6*, *Hdac1*, *Fbwx7*, *Ezh1*, *Dlx1*,*Cdk16*, and *Trp53*.

### Cholesterol synthesis pathway is downstream of β-catenin signaling

Further breakdown of the cholesterol synthesis pathway identified *Cyp51*, *Hmgcr*, *Ncoa2*, *Pmvk*, *Sp1*, *Srebf1*, *Srebf2*, *Tbl1x*, and *Tbl1xr1* as direct target of the β-catenin complex, each of which was downregulated in *Lck-Dlx5;Lck-MyrAkt2* cells after treatment with PFK118-310 (Fig. 5A,B). 

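Pmvk and Tbl1xr1 were each the nearest gene of a TCF7 peak, and Cyp51, Ncoa2, Sp1, Srebf1, Srebf2 and Tbl1x were not. Pmvk, the phosphomevalonate kinase of the mevalonate pathway, had a summit 74 bp downstream of a TSS. The peak assigned to Tbl1xr1, a subunit of nuclear receptor corepressor complexes, was 406 kb upstream of the gene, in intergenic sequence, and held a run of CAG units. The summit nearest to Sp1 was 39.2 kb upstream, in a peak assigned to Sp7. For Srebf1, the nearest summit was 391 kb away, at the promoter of Flcn, and for Cyp51, the lanosterol demethylase, 456 kb away, in a peak assigned to Gatad1. The nearest summit to Tbl1x, on chromosome X, was 2430 kb away. The RNA-seq data of cells treated with PFK118-310 were not analysed here.

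**Figure D1:**
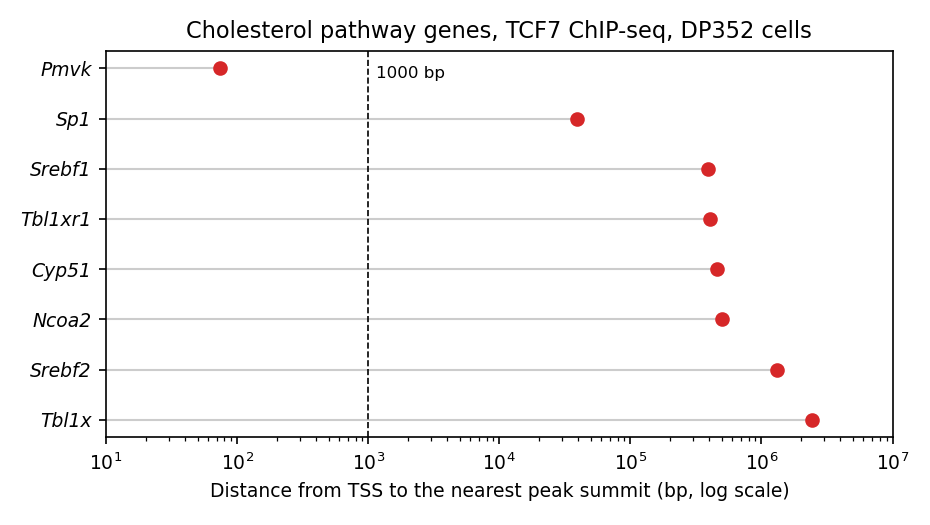
Distance in bp (log scale) from the TSS of 8 cholesterol pathway genes to the nearest summit of a TCF7 peak in DP352 cells, 1 point per gene. The dashed line marks 1000 bp, and the point of Pmvk, at 74 bp, lies below it.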

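TCF7 peaks in DP352 cells were concentrated at promoters. Of 779 summits, 475 (61.0%, 95% Wilson interval 57.5 to 64.3) lay within 1000 bp of the TSS of a protein-coding gene. Among 1000 random placements of the same peaks on the same chromosomes, the mean share was 4.10% and the highest 6.55% (two-sided permutation test, p = 0.001, the smallest that 1000 placements can give). Promoter peaks clustered just upstream of the TSS, with a median offset of -73 bp, and 287 of the 475 were upstream. The share rose with the strength of the peaks, from 41.7% (Wilson interval 35.2 to 48.6) of the 206 peaks below 6-fold to 95.3% (91.1 to 97.6) of the 172 peaks at 20-fold and above. By annotation, 323 summits were intergenic, 262 in introns, 154 in UTRs and 21 in coding exons. Of the cholesterol pathway genes of Fig. 5, Pmvk had a peak within 1000 bp of a TSS. The Pmvk peak spanned 89459011 to 89459399 on chromosome 3, with the summit in a UTR of the gene.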

MACS peak calling identified Tcf7 binding peaks at the promoters of most of these genes (Fig. 5C). However, Tcf7 only had weak binding to the promoter and intron1 of *Srebf2* (Fig. 5C). This peak encompassed the Tcf binding consensus (T)CTTTGA(A) of the *Srebf2* promoter. 

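Srebf2, which encodes the sterol-responsive transcription factor of cholesterol synthesis, lies on chromosome 15 from 82147181 to 82205379 on the plus strand. The list held no peak in the gene or near its 7 annotated TSS. The nearest summit was 1324685 bp upstream, in a 12.6-fold peak assigned to Tnrc6b, a gene of microRNA silencing, that held a run of CAG units. The list contains only regions that passed the peak caller's threshold, so ChIP signal below it at Srebf2 was not measured here.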

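The Srebf2 promoter holds the sequence CTTTGAA on the plus strand of chromosome 15 from 82146479 to 82146485, 699 bp upstream of the outermost TSS. The 21 bases around it are TGAATGTCTTTGAATACATGT and include the longer form TCTTTGAA. A second TCF motif, CTTTGTT from 82148139 to 82148145 in the sequence TGGTGGCCTTTGTTTCGGCGG, lies 961 bp downstream of that TSS. TCF motifs of the form CTTTGWW, where W is A or T, were within 1000 bp of a TSS in 74.8% of 21938 protein-coding genes, and TCTTTGAA in 11.0%. Within 100 bp of the summits of the TCF7 peaks, CTTTGWW occurred in 122 of 779 windows (15.7%, 95% Wilson interval 13.3 to 18.4), and in 143 (18.4%) of the windows of the same width 2000 bp away, a difference that did not pass the test (p = 0.18, two-sided exact McNemar test). The difference turned to an excess against shuffles of the same windows that keep their dinucleotides, in which the mean share was 10.7% (permutation p = 0.002, the smallest that 500 shuffles can give). Motifs of ETS factors, in 3.59% of peak windows and 0.513% of the windows 2000 bp away, and of SP1/KLF factors, in 5.13% and 0.642%, were more frequent at the peaks (adjusted p = 5.9e-05 and 4.3e-07, exact McNemar test with Benjamini-Hochberg adjustment over 14 motifs); neither passed within 50 bp of the summits (adjusted p = 0.18 and 0.25). The SREBP motif, in 1.03% and 1.16%, and the CRE motif, in 0.899% and 0%, did not pass the exact test (adjusted p = 1.0 and 0.075), nor did those of RUNX, NRF1, ZBTB33, YY1, NFY, E-box factors, CTCF, AP1 and GATA, at adjusted p from 0.22 to 1.0. When the peaks were divided by their place, a comparison chosen after seeing the data, the TCF motif was less frequent than 2000 bp away at the 475 peaks within 1000 bp of a TSS (9.89% and 19.8%, exact test, adjusted p = 0.00011). At the 304 other peaks it was in 24.7% and 16.1% (exact test, unadjusted p = 0.014, adjusted p = 0.098). There, motifs of RUNX, transcription factors of T-cell development, were more frequent at the peaks, in 7.89% and 0.987% (exact test, adjusted p = 0.00069).

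**Figure D2:**
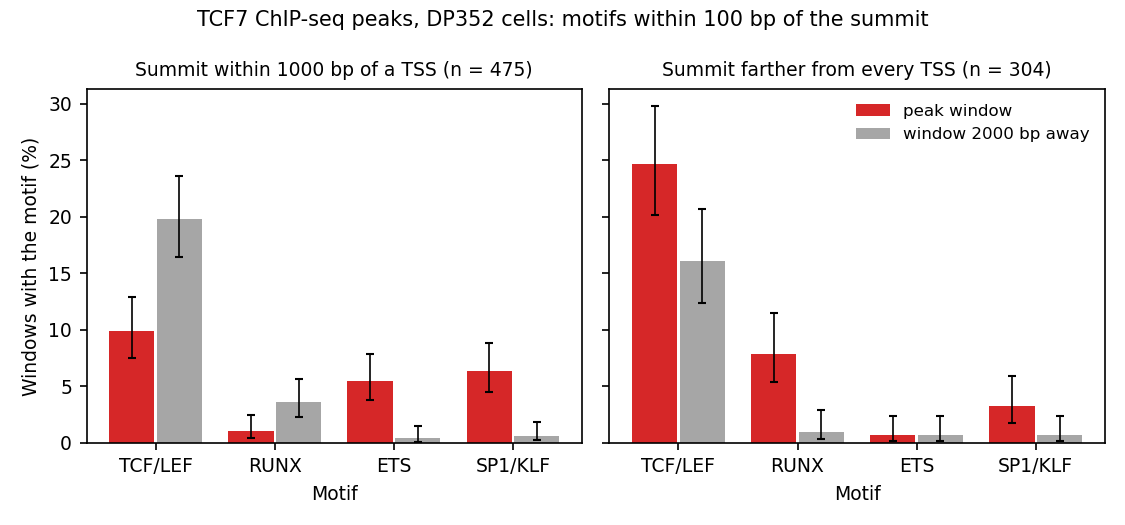
Percent of windows with a TCF/LEF, RUNX, ETS or SP1/KLF motif within 100 bp of the summit of TCF7 peaks (red) and in windows of the same width 2000 bp away (gray), for the 475 peaks within 1000 bp of a TSS (left) and the 304 other peaks (right). Bars start at 0 and error bars are 95% Wilson intervals; the TCF/LEF bar of the peaks is the lower of the pair on the left and the higher on the right.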

Binding of the β-catenin complex to other cholesterol synthesis pathway genes was generally robust (Fig. 5C; Supplementary Fig. S5A). These findings suggest that the β-catenin complex augments cholesterol synthesis by directly transactivating these proteins or by enhancing the activity of Srebf2 on the promoters of these genes. 

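Among the cholesterol pathway genes, the strength of the TCF7 peaks differed widely. The Pmvk peak had 364 fragments at its summit (328 to 403) and a fold enrichment of 25.4, rank 132 of 779. The peak assigned to Tbl1xr1 had 49 fragments (36.3 to 64.8) and was 8.49-fold enriched, rank 406. A further gene of the pathway, Ebp, the sterol isomerase, had a 3.23-fold peak in its UTR, on chromosome X from 8192880 to 8193250, 140 bp from a TSS, with 60 fragments (45.8 to 77.2), an interval far below that of Pmvk, rank 771. Other enzymes of cholesterol synthesis, such as Hmgcs1, Sqle and Lss, were not nearest to a peak. With the list restricted to a -log10 of the q-value of at least 10, Pmvk kept its peak, and Ebp did not.

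**Figure D3:**
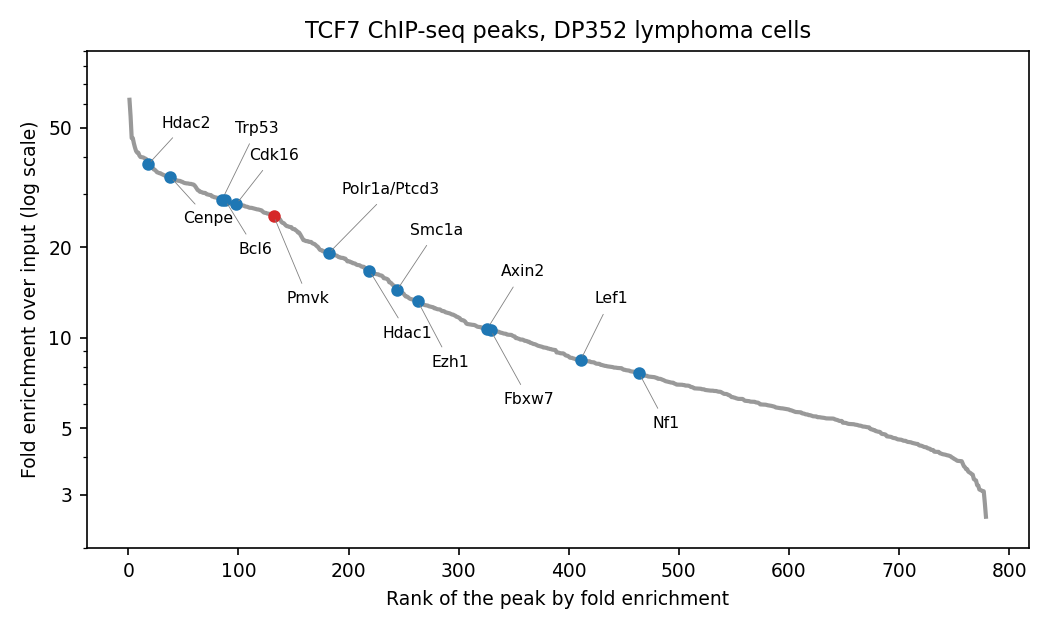
Fold enrichment over input (log scale) of the TCF7 peaks in DP352 cells against their rank by fold enrichment; the gray line joins all 779 peaks and points mark peaks within 5000 bp of a TSS of genes the paper names for ChIP-seq. The red point is Pmvk, at rank 132, and the blue points are the other genes.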

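Genes of cholesterol synthesis were nearest to TCF7 peaks more often than chance gives, on a small number of genes. The test of 22 enzymes of the pathway passed narrowly (odds ratio 5.84, p = 0.019, adjusted p = 0.049 over 13 lists, two-sided Fisher's exact test). Of 42 genes of SREBP regulation, Chd9, a chromatin remodeler with a 13.0-fold peak 168 bp from its TSS, and Tbl1xr1 had a peak (odds ratio 1.85, adjusted p = 0.40 by the exact test). The call for cholesterol synthesis was lost among peaks with a -log10 of the q-value of at least 10, where the odds ratio was 2.0 (exact test, adjusted p = 0.56), at a fold enrichment of at least 10 (3.55, adjusted p = 0.46) and with genes assigned by a TSS within 1000 bp of a summit (6.14, adjusted p = 0.055); it held for peaks within 1000 bp of the gene (7.26, exact test, adjusted p = 0.045). From the Tcf7 peaks at these genes and the fall of their expression under PFK118-310, the paper proposes that the β-catenin complex raises cholesterol synthesis, either by transactivating the genes itself or through a higher activity of Srebf2 at their promoters.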

To investigate if Srebf-mediated cholesterol and fatty acid synthesis are implicated in the survival of T cell lymphoma cells from *Lck-Dlx5;Lck-MyrAkt2* mice, cells were treated with the cholesterol biosynthesis inhibitors RO48-8071 or simvastatin. MTS assays showed reduced viability of these cells following treatment with these inhibitors (Fig. 5D), and immunoblot analysis revealed caspase 3 activation and Parp cleavage, indicative of apoptosis (Fig. 5E; Supplementary Fig. S5B). Treatment of lymphoma cells with cholesterol synthesis inhibitors in combination with Akt/mTOR inhibitors was also examined. MTS assays showed that the combination of RO48-8071 and BEZ235 and, to a lesser extent, simvastatin and RAD001, cooperated to further reduce cell viability after treatment with drugs for 24 to 72 h, with enhanced activation of caspase 3 (Fig. 5F,G; Supplementary Fig. S5C,D). Together, these findings suggest that β-catenin activation contributes to T-lymphomagenesis in *Lck-Dlx5;Lck-MyrAkt2* mice by a mechanism that includes upregulation of cholesterol synthesis via directly enhancing expression of Srebf and downstream proteins that generate a pro-survival microenvironment.

**Figure 5:**
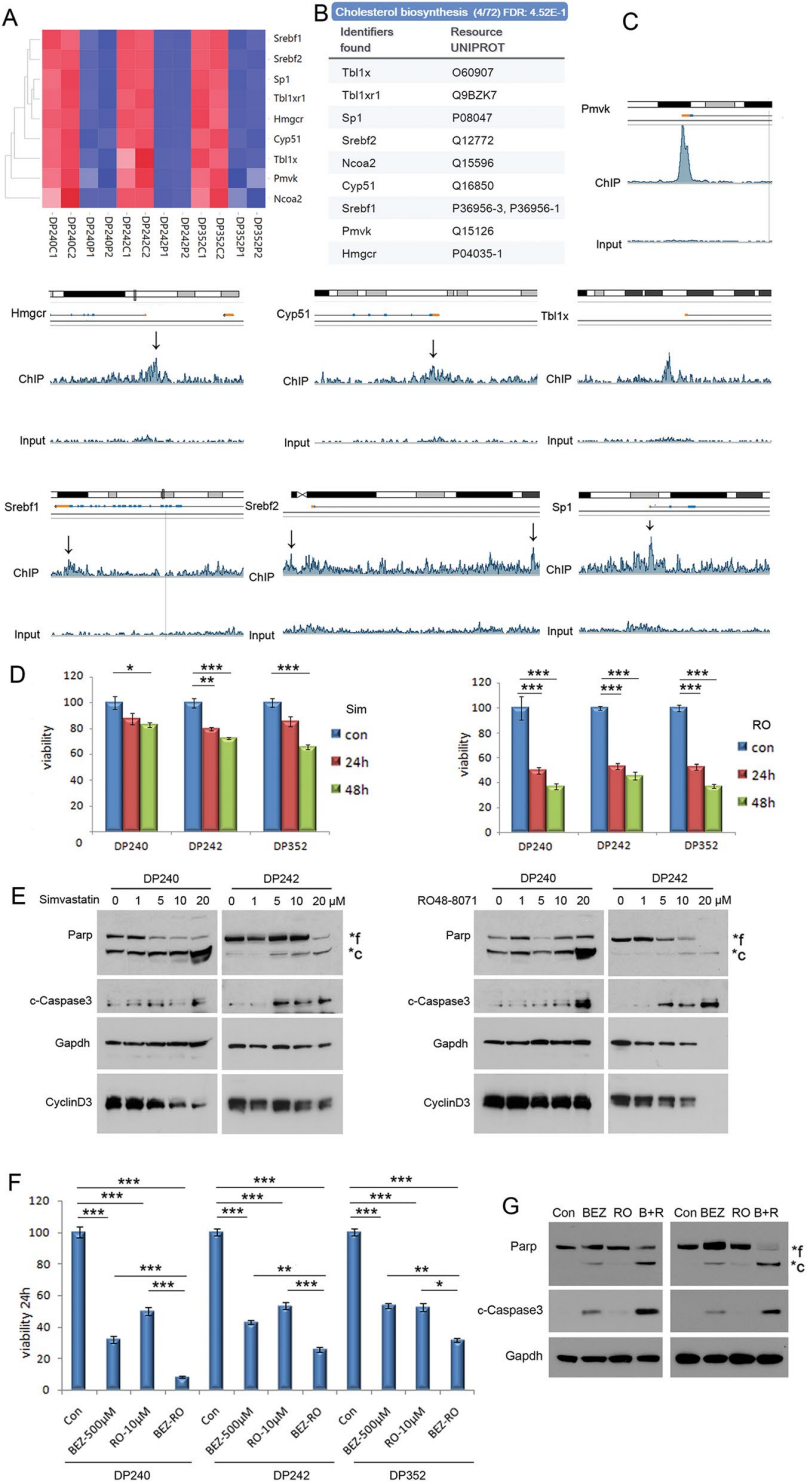
Srebf2 pathway members are downstream of β-catenin signaling. (**A**) Heatmap showing downregulated (blue rectangles) expression of cholesterol synthesis pathway members in three different T cell lymphoma cell lines from *Lck-Dlx5;Lck-MyrAkt2* mice after treatment with the Wnt inhibitor PFK118-310. Abbreviations: C1, C2 = placebo-treated controls; P1, P2 = PFK118-310-treated cells. (**B**) Reactome pathway analysis reveals upregulated members in cholesterol synthesis pathway. (**C**) ChIP-seq peaks of Tcf-binding sequences as viewed using UCSC Genome Browser. (**D**) Results of MTS assay showing reduced viability of tumor cells from *Lck-Dlx5;Lck-MyrAkt2* mice following treatment with the cholesterol synthesis inhibitor RO 48–8071 (RO) or with simvastatin (Sim). MTS assay was performed 24 h and 48 h after initiating treatment with drugs at the indicated concentrations. (**E**) Immunoblot analysis of apoptosis induced by treatment of T cell lymphoma cell lines with inhibitors of cholesterol synthesis. Parp was used as a marker of apoptosis, and Gapdh was used to depict degradation of gross cellular proteins after cell death. (**F**) MTS assays showing that the combination of RO48-8071 and BEZ235 cooperate to further diminish cell viability after treatment with drugs for 24 h. (**G**) Immunoblot demonstrating enhanced activation of caspase 3 after use of the combination of RO48-8071 and BEZ235. Note that in panels (**E**,**G**), lysates for cell lines DP240 and DP242 were run on separate gels. In panels (**D**,**F**), an Anova test was used to determine the statistical significance of differences in cell viability between control (Con) versus drug-treated cells, which are indicated by asterisks: *, *P* < 0.05; **, *P* < 0.005; and ***, *P* < 0.0005.

### Human T-ALL cell lines frequently show β-catenin activity and are sensitive to β-catenin inhibition

To test if our observation in a mouse model of acute T-cell lymphoma has translational relevance to human T-ALL, we first assessed the status of NOTCH, AKT and β-catenin signaling pathways in the human disease counterpart. Of 16 human T-ALL cell lines tested, Notch activation was observed in 14 (88%), AKT activation in 11 (69%), and β-catenin activation in 6 (38%); additionally, MYC was expressed, typically abundantly, in all 16 cell lines (Fig. 6A). Interestingly, β-catenin expression was seen only in the cell lines that had both NOTCH and AKT activity. Cellular fractionation demonstrated that a small portion of β-catenin was translocated into the nucleus (Fig. 6B). To determine if this amount of nuclear β-catenin has functional significance, a dual-luciferase assay was performed with TOP-FLASH (WT binding consensus) and FOP-FLASH (mutant binding consensus) plasmids. Cells harboring β-catenin showed strong luciferase signals compared with cells lacking its expression (Fig. 6C). Next, we treated these cells individually with β-catenin inhibitor PFK118-310, AKT pathway inhibitor BEZ235, NOTCH inhibitor XXI, or BRD4/MYC inhibitor JQ1. Cells treated with PFK118-310, BEZ235 or JQ1 each showed a marked increase in apoptotic cells, as shown by the presence of a sub-G1 peak (Fig. 6D). Treatment with PFK118-310 also resulted in reduced cell viability in a dose-dependent manner (Supplementary Fig. S6). Moreover, immunoblot analysis demonstrated that MOLT3, TIB153, and CUTLL1 cells treated with PKF118-310 for 24 h had decreased β-catenin levels paralleling caspase 3 activation and PARP cleavage (Fig. 6E). Thus, these findings indicate that β-catenin is activated in a subset of human T-ALL cell lines along with NOTCH, AKT and MYC activation, suggesting that pharmacologic inhibition of β-catenin signaling may have significance in a personalized therapeutic setting.

**Figure 6:**
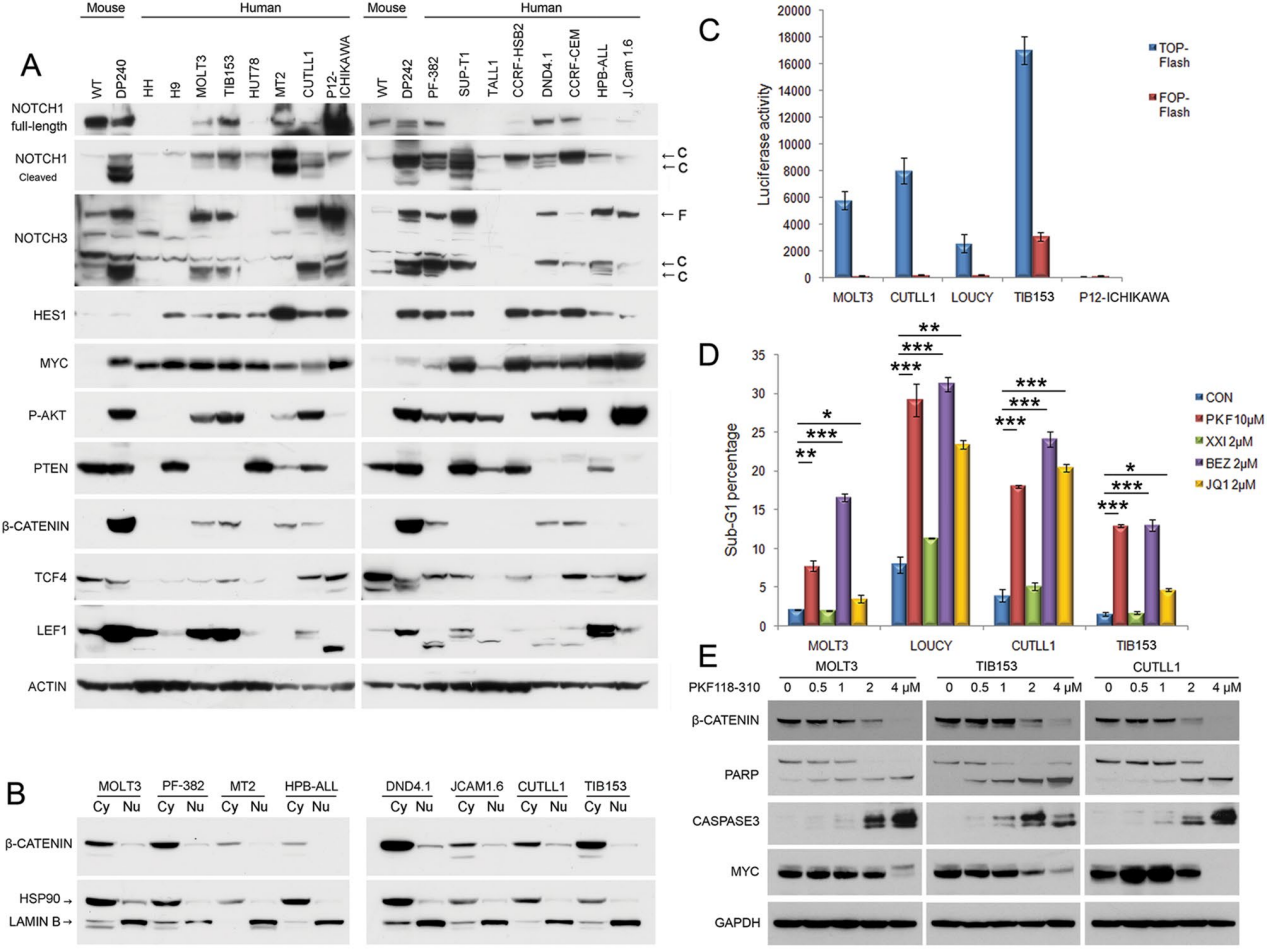
Human T-ALL cell lines frequently exhibit β-catenin activity and are sensitive to β-catenin inhibitors. (**A**) Key components of NOTCH, AKT and β-catenin signaling pathways in a group of human T-ALL lines. MYC was expressed in all human T-ALL lines. Upregulated expression of β-catenin appeared to be exclusively found in cell lines with activation of both AKT and NOTCH1. (**B**) Cellular fractionation assay demonstrating that β-catenin is partially activated in human T-ALL lines, as suggested by the small portion of β-catenin being localized in the nucleus. (**C**) Dual-luciferase assay showing that T-ALL cell lines harboring β-catenin have strong luciferase signals as compared with P12-Ichikawa cells, which lack β-catenin expression. LOUCY is shown here but not in panel A. (**D**) Cells with β-catenin activation are sensitive to β-catenin inhibitor PKF118-310, AKT pathway inhibitor BEZ235, and BRD4 inhibitor JQ1. The apoptotic sub-G1 DNA peak was measured by flow cytometry 24 h after treatment. An Anova test was used to determine the statistical significance of differences in the percentage of apoptotic sub-G1 cells between control (CON) versus drug-treated cells, as indicated by asterisks: *, *P* < 0.05; **, *P* < 0.005; and ***, *P* < 0.0005. (**E**) Western blot analysis depicting β-catenin expression after treatment of human T-ALL cell lines MOLT3, TIB153 and CUTLL1 with the β-catenin/TCF inhibitor PKF118-310 at the indicated concentration for 24 h. Immunoblot shows diminished β-catenin levels, PARP cleavage, and activation of caspase 3 in treated cells. In panel (**E**), lysates for cell lines MOLT3, TIB153, and CUTLL1 were each run on separate gels.

### The SREBF2-cholesterol pathway has a pro-survival role in human T-ALL cells

To discover genes and their associated pathways under the control of β-catenin in human T-ALL cells, WNT signaling was blocked in TIB153 and CUTLL1 cells with a β-catenin inhibitor. The cells were treated with 1 µM of PKF118-310 for 24 h, and RNA was subjected to whole transcriptome sequencing. A Venn diagram depicting commonly up- or downregulated genes in these cell lines is shown in Supplementary Fig. S7A. Reactome pathway analysis revealed a number of pathways that are significantly altered by β-catenin inhibition (Supplementary Fig. S7B). Intriguingly, SREBF2 and some of its target genes were downregulated by inhibition of β-catenin activity (Fig. 7A). Moreover, the SREBF2 inhibitor simvastatin markedly decreased the viability of some of the human T-ALL cell lines tested, as shown by MTS assay (Fig. 7B). This was accompanied by activation of caspase 3 and PARP cleavage as well as reduced AKT activity (Fig. 7C). Similar results were observed with the cholesterol synthesis inhibitor RO48-8071, which also resulted in diminished cyclin D3 levels (Fig. 7D,E). These data indicate that the cholesterol synthesis pathway has a critical role in mediating β-catenin’s oncogenic function in T-ALL. Because these cells have constitutively activated AKT activity, we were intrigued to investigate whether inhibiting AKT would intensify RO48-8071′s apoptotic effects. T-ALL cells were treated with the AKT pathway inhibitor BEZ235 together with RO48-8071 at various concentrations, and MTS assays demonstrated that BEZ235 augmented the efficacy of RO48-8071 in inhibiting cell viability (Fig. 7F). Furthermore, BEZ235 enhanced the pro-apoptotic effects of RO48-8071 as demonstrated by the activation of caspase 3 (Fig. 7G).

**Figure 7:**
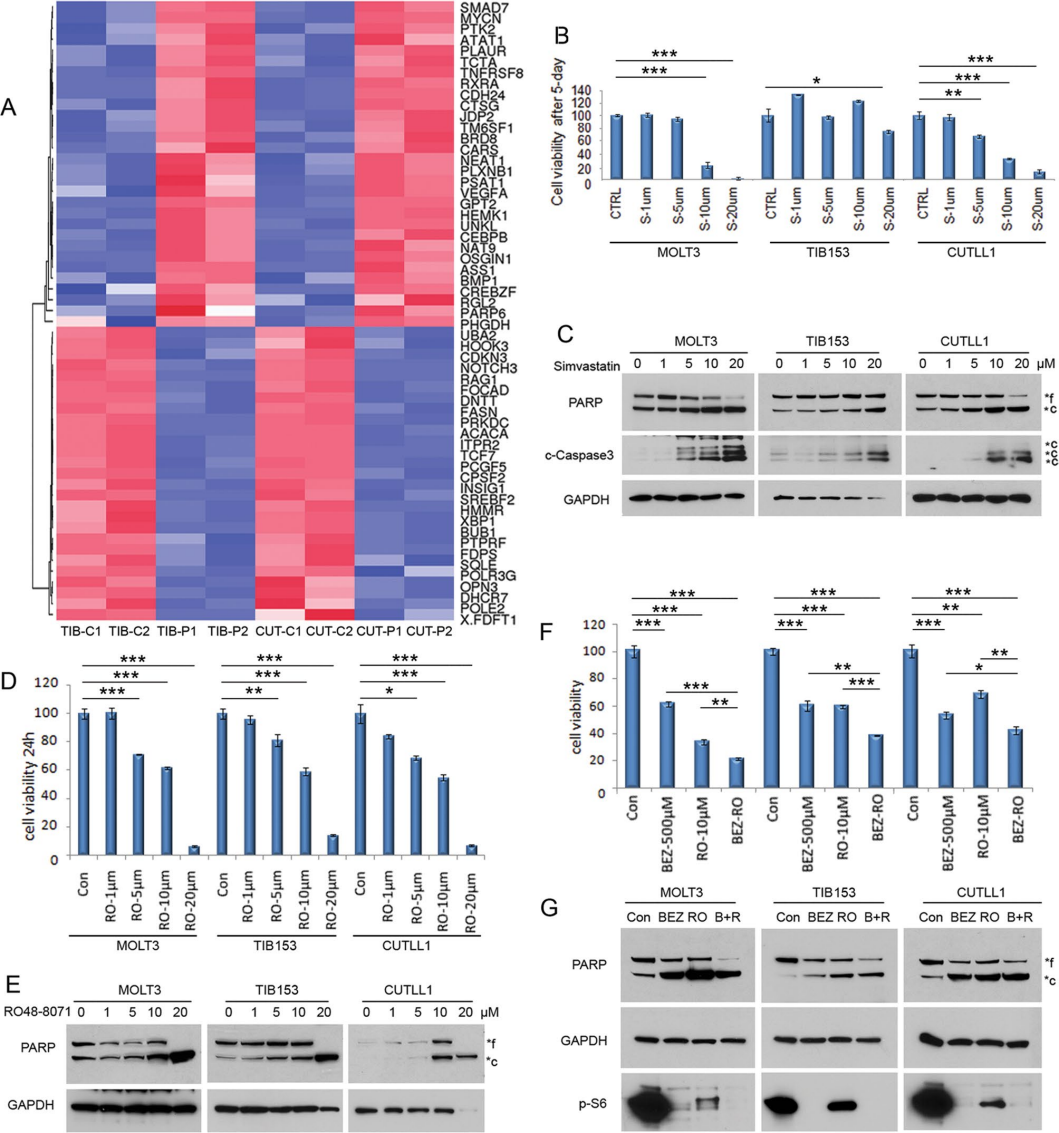
SREBF2 pathway has a pro-survival role in human T-ALL cells. (**A**) RNA-seq analysis showing that SREBF2 is a direct target of β-catenin in human T-ALL cells. Cell lines TIB153 (TIB) and CUTLL1 (CUT) were treated with 1 µM of PKF118-310 for 24 h, and RNA was subjected to whole transcriptome sequencing. Heatmap depicts genes altered by Wnt inhibition. Abbreviations: C1, C2 = placebo-treated controls; P1, P2 = cells treated with PFK118-310. (**B**,**C**) Data from MTS assays showing that increasing concentrations of the SREBF2 inhibitor simvastatin profoundly impact the viability of human T-ALL cells, with activation of caspase 3 after treatment for 5 days. (**D**,**E**) Similar effects were observed with another cholesterol synthesis inhibitor, RO 48–8071, after treatment for 24 h. (**F**,**G**) The AKT pathway inhibitor BEZ235 augments the efficacy of RO 48-8071 in inhibiting cell viability at the indicated concentrations. MOLT3, TIB153 and CUTLL1 cells were treated with inhibitors at the indicated concentration for 3 days (**B**) or 5 days (**C**). In panels (**C**,**E**,**G**), lysates for cell lines MOLT3, TIB153, and CUTLL1 were each run on separate gels. In panel (**B**), an Anova test was used to determine the statistical significance of differences in cell viability between control (CTRL) versus simvastatin-treated cells, as indicated by asterisks: *, *P* < 0.05; **, *P* < 0.005; and ***, *P* < 0.0005.

### The WNT pathway is intertwined with the expression of NOTCH, MYC and DLX and correlates with cholesterol synthesis in primary T-ALL specimens

To further assess if our findings have translational significance, 20 primary human T-ALL specimens were subjected to whole transcriptome analysis. Importantly, *LEF1* expression was positively correlated with expression of cholesterol synthesis genes *SREBF2*, *FASN*, *SQLE*, *DHCR24* and *EBP*, but negatively correlated with expression of steroid hormone synthesis genes (Fig. 8A). Expression levels of Wnt activity markers *LEF1*, *TCF3* and *TCF7* were significantly negatively correlated with those of homeobox genes such as *HOX* and *DLX* family members as well as stem cell-related genes *GLI1/2*, *YAP1*, and *NOTCH4* (and targets *HEY1/2*, *HESX1*) (Supplementary Fig. S8A). Lower levels of Wnt activity markers are a sign of high β-catenin activity, which inhibits Wnt transcription via a feedback loop. With regard to genes implicated in cell proliferation, expression of *LEF1* and *TCF7* positively correlated with expression of *PAK2*, *MAP2K2*, *STAT5A*, *PIK3R3*, *PIK3C2B*, and *CCND3* but negatively correlated with expression of *TLR3*, *IGF1/2*, *EGFR*, *MET* and *PAK3/5* (Supplementary Fig. S8B). *LEF1* expression was also negatively correlated with that of invasion/metastatic genes such as *MMP*, *CCL*, *CXCR* and *SERPIN* family genes (Supplementary Fig. S8C). Moreover, *LEF1* expression negatively correlated with expression of stem cell maintenance genes such as *NANOG*, *POU5F1* and *SOX2*, but positively correlated with the expression of *MYC* and epigenetic modifiers *HDAC1* and *BRD3* (Supplementary Fig. S8D). Collectively, these findings suggest that Wnt activity alone is sufficient to support T-ALL survival and proliferation, such that high levels of NOTCH, Hippo, and Hedgehog signaling genes as well as homeobox and mitogen genes are not required, although this does not rule out the possibility that those pathways are involved in Wnt activation earlier in disease development. Direct or indirect negative feedback loops from Wnt signaling may have suppressed those pathways. Figure 8B represents a working model of the mechanism by which β-catenin regulates cholesterol synthesis components in T-ALL.

**Figure 8:**
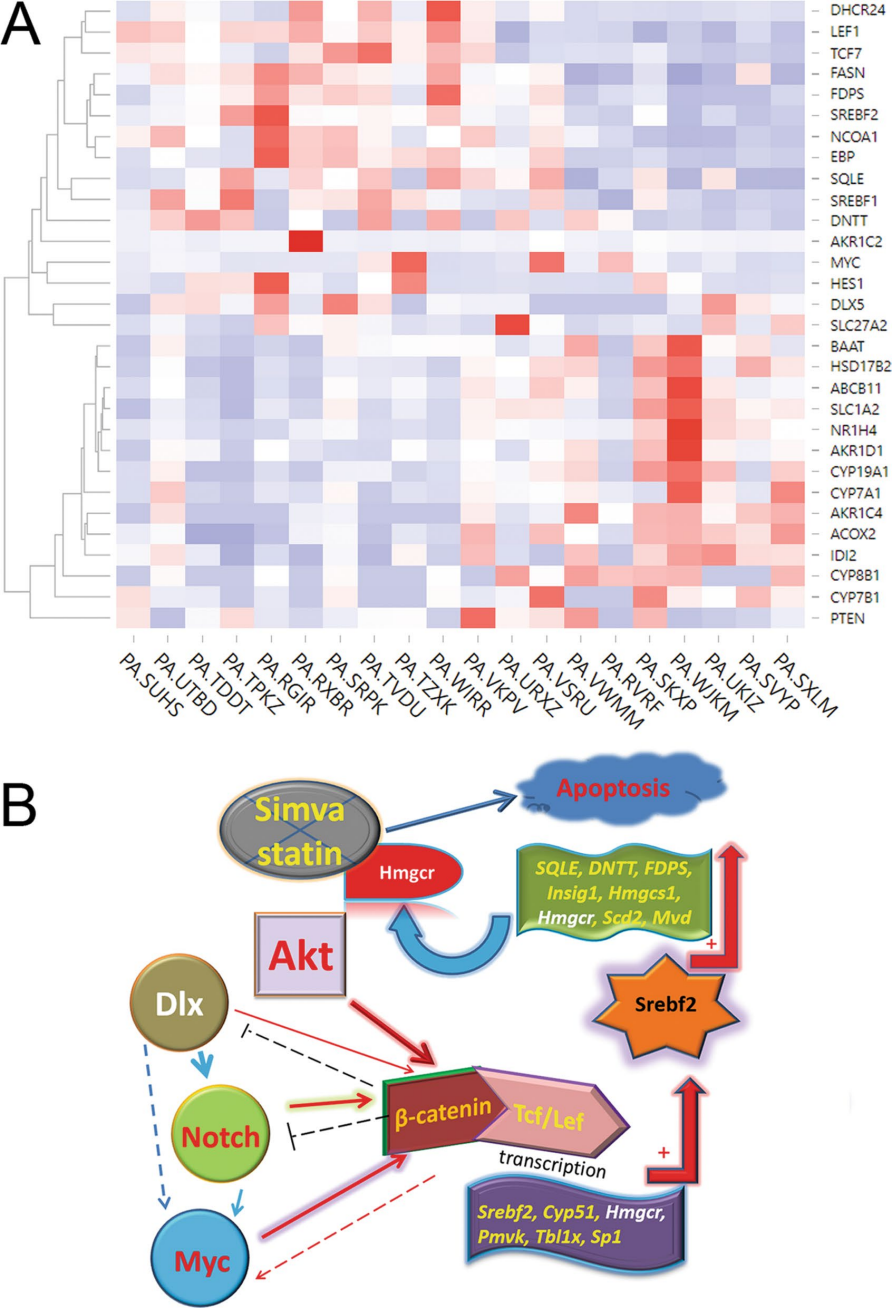
Correlation of TCF/LEF levels with SREBF2 pathway, oncogenes and tumor suppressors in human T-ALL specimens. Twenty primary T-ALL specimens were subjected to whole transcriptome analysis. (**A**) LEF1 is positively correlated with the expression of SREBF2-cholesterol synthesis pathway genes, e.g., *SREBF2*, *SQLE*, *FASN, DHCR24*, and *EBP.* (**B**) Working model of the mechanism by which β-catenin regulates cholesterol synthesis components in T-ALL. Dlx5 activates Notch, which cooperates with Akt and Myc to dysregulate Wnt signaling. The active β-catenin/TCF/LEF complex transactivates *Srebf2* and other members in the cholesterol synthesis pathway, which eventually augments the cholesterol synthesis machinery.

## Discussion

Activating mutations in *NOTCH1* occur in more than 50% of human T-ALL patients^24^. However, *Notch* mutations alone are only weakly oncogenic in the mouse, suggesting that NOTCH activation is not sufficient to trigger a T-cell malignancy^25^. In vitro studies have shown that NOTCH inhibitors mainly induce cell cycle arrest, but rarely cell death^26^. We previously implicated *Dlx5* as an oncogene when it was found to be aberrantly expressed due to a recurrent clonal chromosomal rearrangement that placed the intact *Dlx5* locus beside the *Tcrb* enhancer in a transgenic *Lck-MyrAkt2* mouse model of T-ALL^17^. Subsequently, transgenic mice specifically overexpressing Dlx5 in immature thymic T-cells (*Lck-Dlx5* mice) were shown to develop T-ALL by directly transactivating Notch and upregulating Akt signaling^22^. We thus hypothesized that constitutively active Akt2 and overexpression of Dlx5 cooperate to promote T-cell lymphomagenesis. Indeed, in the present study, we found that deaths due to T-ALL occurred 3–5 times faster in *Lck-Dlx5;Lck-MyrAkt2* mice than in either *Lck-MyrAkt2* mice or *Lck-Dlx5* mice. This marked acceleration of tumor onset and progression appears to result from the unique activation of β-catenin signaling in lymphoma cells from *Lck-Dlx5;Lck-MyrAkt2* mice, as activation of Akt, Notch, and Myc were common to the lymphomas from mice with all three genotypes. Additionally, treatment of lymphoma cells from *Lck-Dlx5;Lck-MyrAkt2* mice with β-catenin/Tcf inhibitors demonstrated that β-catenin signaling plays a critical role in promoting cell survival. RNA-seq analysis revealed that Srebf2-mediated cholesterol synthesis is tightly regulated by β-catenin signaling. Furthermore, lymphoma cells from *Lck-Dlx5;Lck-MyrAkt2* mice had elevated expression of genes encoding components of the Srebf2 pathway, and their expression was suppressed when β-catenin/Tcf inhibitors were used.

Collectively, our findings in *Lck-Dlx5;Lck-MyrAkt2* mice indicate that Wnt signaling mediates oncogenic synergy between Akt and Dlx5 in T-cell lymphomagenesis by enhancing cholesterol synthesis. Oncogenesis is sustained by cancer anabolism, of which lipid biosynthesis plays an important role. Rewired lipid metabolism is now considered a hallmark of cancer, and enhanced lipid uptake and lipogenesis are well documented in many cancers and facilitate tumorigenesis^27^. Cholesterol-reducing statins have been reported to suppress tumor cell proliferation^28^. Moreover, clinical studies have demonstrated reduced cancer-specific mortality in patients taking statins^29^. Sterol regulatory element binding protein/factors (SREBP/SREBFs) are transcription factors that control lipid homeostasis by transactivating genes encoding enzymes needed for the synthesis of cholesterol, triacylglycerol, fatty acids, and phospholipids. The SREBP-2 isoform is responsible for cholesterol synthesis, whereas the SREBP-1a isoform has been implicated in both cholesterol and fatty acid synthesis^30^. In breast cancer cells, increased levels of cholesterol and lipids, resulting from upregulation of the SREBP pathway, convey resistance to tamoxifen^31^. SREBP activity has been found to be regulated by various oncogenic or tumor suppressive mechanisms, with tumor suppressor genes usually inhibiting SREBP function, and oncogenes typically promoting and depending on SREBP activity^32^. For example, Lats2-p53 can inhibit SREBP transcription and activity^32^. Additionally, a recent study revealed that SREBP target genes can be controlled by pyruvate dehydrogenase A1^33^. However, a potential link between Wnt/β-catenin and cholesterol synthesis is now beginning to emerge. Mutations in *DHCR7*, the gene encoding delta-7-sterol reductase, impair the reduction of 7-dehydrocholesterol (7-DHC) to cholesterol and thereby directly downregulate Wnt/β-catenin signaling^34^. The combinatory RNA-seq and ChIP-seq data presented here have revealed that some key players in the Srebf2-cholesterol pathway are direct targets of Wnt signaling. A working mechanism of such action is depicted in Fig. 8B. Our data on primary human T-ALL specimens also support our finding that Wnt activity positively correlates with expression of SREBF2 and other components of the cholesterol synthesis pathway.

To our knowledge, this investigation is the first to demonstrate that the SREBF2-cholesterol biosynthesis pathway is transcriptionally regulated by WNT/β-catenin, and that the SREBF2-cholesterol pathway is pivotal to the survival of murine *Lck-Dlx5;Lck-MyrAkt2* lymphoma cells as well as a subset of human T-ALL cells. Together, these findings suggest that targeting β-catenin and/or cholesterol biosynthesis, together with AKT, could have therapeutic efficacy in some T-ALL patients.

## Materials and methods

### Reagents

Antibodies against Akt (cat. #9272), Caspase 3 (cat. #9661), Cyclin D3 (cat. #2936), HSP90 (cat. #4874), Myc (cat. #5605), Myc-Tag (cat. #2276), Notch1 (cat. #3608), PARP (cat. #9542), phospho (p)-Akt(Ser473) (cat. #4060), p-S6 ribosomal protein (cat. #2211), and Pten (cat. #9559) were from Cell Signaling (Danvers, MA). Antibodies against β-Actin (cat. #sc-47778), β-Catenin (cat. #sc-7963), Gapdh (cat. #sc-32233), Hes1 (cat. #sc-13844), Lamin B (cat. #sc-6216), LEF-1 (cat. #sc-374412), Notch3 (cat. #sc-5593), TCF-4 (cat. #sc-166699), as well as mouse anti-goat IgG-horseradish peroxidase (HRP) secondary antibody (cat. # sc-2354) were all from Santa Cruz Biotechnology (Santa Cruz, CA). Anti-rabbit IgG, peroxidase-linked species-specific whole antibody (from donkey) secondary HRP-linked secondary antibody (cat. #NA 9341) and anti-mouse IgG, peroxidase-linked species-specific whole antibody (from sheep) secondary antibody (cat. #NA 3911) were from GE Healthcare Life Sciences (Marlborough, MA). Immobilon ECL Ultra Western HRP substrate (cat. #WBULS0100), β-Catenin/Tcf inhibitor II, PKF118-310 (cat. #219331), OSC inhibitor, RO48-8071 (cat. #499635), and InSolution Simvastatin, Sodium Salt (cat. #567022) were from Millipore Sigma (Burlington, MA). JQ1 inhibitor (cat. #S7110), BEZ235 (cat. #S1009), RAD001 (cat. #S1120), FH535 (cat. #S7484), and γ-secretase inhibitor XI (cat. #S0058) were from Selleckchem (Houston, TX). Lipofectamine 2000 (cat. #11668019) was from Thermo Fisher (Waltham, MA).

### Mouse models

The transgenic mouse models *Lck-MyrAkt2* and *Lck-Dlx5-Myc-tag* were previously reported^17,22^. Mice were sacrificed upon evidence of labored breathing, hunched posture, distended abdomen, or upon a 10% change in body weight, under Fox Chase Cancer Center Institutional Animal Care and Use Committee protocol #96-36. This protocol was updated, reviewed and approved annually by the Fox Chase Cancer Center Institutional Animal Care and Use Committee, allowing for the generation, maintenance, and ethical care and monitoring of *Lck-MyrAkt2*, *Lck-Dlx5-Myc-tag,* and *Lck-Dlx5;Lck-MyrAkt2* transgenic mice. All experiments were performed in accordance with these institutional as well as NIH guidelines and regulations. A portion of each tumor was collected for protein or RNA analysis, and the remainder was placed into culture to establish tumor cell lines.

### Cell culture

Mouse T cell lymphoma cells were collected from thymic tumors and filtered through a 100-gauge mesh, as previously described^17^. Cells were maintained in Iscove’s MEM complete medium, supplemented with 15% FBS, 100 μg/mL penicillin/streptomycin, 2 mM L-glutamine, 1 mM MEM sodium pyruvate, and non-essential amino acids (Life Technologies, Grand Island, NY), and β-mercaptoethanol (Thermo Fisher). Human malignant T cell lines were a gift of Owen O’Connor (Columbia University, NY). Cells were maintained in RPMI1640 medium supplemented with 10% FBS containing 100 μg/mL penicillin/streptomycin and 2 mM L-glutamine. HEK293T cells were from ATCC and maintained in DMEM with the same supplements.

### T-ALL specimens

Primary T-ALL samples were provided by the Children's Oncology Group under NCTN Operations Center Grant U10CA180886 and NCTN SDC Grant 180899. Total RNAs were extracted using TRIzol and purified via spin column (Qiagen, Germantown, MD).

### Cell viability assay

Cell viability was measured by MTS using a CellTiter 96 AQ_ueous_ One Solution Cell Proliferation Assay (Promega, Madison WI; cat. #G3580), as previously described^17^. In brief, cells were seeded at 2 × 10^4^ cells/well in 96-well plates overnight and treated with various inhibitors for 24 or 48 h. MTS reagent (20 μL) was added to each well, followed by incubation for 1–4 h for color development. OD value at 490 nm was measured using a 96-well microplate reader (BioRad, Hercules, CA).

### Flow cytometry analysis

Flow cytometry was performed with a FACS (BD Biosciences, San Jose, CA). Cells were fixed with 70% ice-cold ethanol for 5 min, washed with cold PBS, and stained with propidium iodide for 15 min at room temperature. Data were analyzed with FlowJo software.

### Dual-luciferase reporter assay

β-catenin luciferase reporter plasmids were obtained from Addgene (cat. #12457 and #12456). 3 µg of TOP-FLASH or FOP-FLASH plasmids were transfected onto 1 × 10^6^ human T-ALL cells cultured in single wells of a 6-well plate using Lipofectamine LTX (Thermo Fisher; cat. #15,338,100). Luciferase activity was measured 24 h after transfection using a Dual-Luciferase reporter assay kit (Promega; cat. #E1910) on an Enspire alpha plate reader (Perkin Elmer, Waltham, MA).

### Western blot analysis

Immunoblotting was performed as previously described^17^. In brief, cells were lysed with 1 × cell lysis buffer (Cell Signaling; cat. #9803) supplemented with 2 mM PMSF. Bradford reagent was used to measure protein concentrations. Cell lysates were loaded into Bis–Tris gels (Invitrogen, Carlsbad, CA) and transferred onto PVDF membranes (Millipore, Burlington, MA). Membranes were blocked with 5% non-fat milk in TBST for 1 h and then incubated with primary antibodies at 4 °C overnight. After washing 3 times with TBST, membranes were incubated with secondary antibody at room temperature for 1 h and further washed three times before film exposure with ECL (Millipore).

### Real-time PCR analysis

RNA was extracted using an RNeasy column (Qiagen; cat. #74104). RNA quality was checked by running on a BioAnalyzer using RNA nano CHIP (Agilent; cat. #5067-1511). Next, 1000 ng of total RNA with RIN > 8 was used to make cDNA via reverse transcription. cDNA was generated using SuperScript II from Thermo Fisher (cat. #18064014) with random primers at 42 °C for 1 h. qPCR was performed on a QuantStudio 12K Flex Real-Time PCR System (Thermo Fisher), using PowerUp SYBR Green Master Mix (Thermo Fisher; cat. #A25742) and the default program. The *Pp1a* gene was used as the normalizing control.

#### RNA-seq and ChIP-seq

Total RNA was extracted using TRIzol and purified using an RNA miniprep kit (ZymoResearch, Irvine, CA). Construction of sequencing libraries was with a TruSeq stranded mRNA library kit (Illumina, San Diego, CA). Next generation sequencing (NGS) was performed on an Illumina HiSeq 2500 system. For each sample, approximately 30 million reads were obtained. FASTQ files were aligned to the mouse reference genome using TopHat algorithm. Differentially expressed genes were analyzed using EdgerR algorithm. The related signaling pathways were viewed on the ConsensusPath database, with analyses performed using Chipster^35^. ChIP was carried out using an Active Motif (Carlsbad, CA) kit. For input DNA, genomic DNA was sonicated to 150–800 bp using a Covaris S2 ultrasonicator (Matthews, NC). ChIP-grade TCF7 antibody was used to pull down bound DNA fragments. The Illumina library was constructed using a NEBNext Ultra II kit (Ipswich, MA), and ~ 50 million reads/sample were obtained. FASTQ files were aligned to mm10, and peaks were called using the MACS2 algorithm in Chipster. FASTQ files were uploaded to GEO.

## Supplementary information

Supplementary information 1.

Supplementary information 2.

## References

[1] Thiel E (1985). Cell surface markers in leukemia: biological and clinical correlations. Crit. Rev. Oncol. Hematol..

[2] Weerkamp F, van Dongen JJ, Staal FJ (2006). Notch and Wnt signaling in T-lymphocyte development and acute lymphoblastic leukemia. Leukemia.

[3] Weng AP (2004). Activating mutations of *NOTCH1* in human T cell acute lymphoblastic leukemia. Science.

[4] Larson Gedman A (2009). The impact of *NOTCH1*, *FBW7* and *PTEN* mutations on prognosis and downstream signaling in pediatric T-cell acute lymphoblastic leukemia: a report from the Children's Oncology Group. Leukemia.

[5] Hatano M, Roberts CW, Minden M, Crist WM, Korsmeyer SJ (1991). Deregulation of a homeobox gene, *HOX11*, by the t(10;14) in T cell leukemia. Science.

[6] Soulier J (2005). *HOXA* genes are included in genetic and biologic networks defining human acute T-cell leukemia (T-ALL). Blood.

[7] Bellavia D (2000). Constitutive activation of NF- κB and T-cell leukemia/lymphoma in Notch3 transgenic mice. EMBO J..

[8] Dose M (2014). β-Catenin induces T-cell transformation by promoting genomic instability. Proc. Natl. Acad. Sci. U.S.A..

[9] Timakhov RA (2009). Recurrent chromosomal rearrangements implicate oncogenes contributing to T-cell lymphomagenesis in Lck-MyrAkt2 transgenic mice. Genes Chromosomes Cancer.

[10] Ng OH (2014). Deregulated WNT signaling in childhood T-cell acute lymphoblastic leukemia. Blood Cancer J..

[11] Guo Z (2007). β-catenin stabilization stalls the transition from double-positive to single-positive stage and predisposes thymocytes to malignant transformation. Blood.

[12] Giambra V (2015). Leukemia stem cells in T-ALL require active Hif1α and Wnt signaling. Blood.

[13] Yu S (2012). The TCF-1 and LEF-1 transcription factors have cooperative and opposing roles in T cell development and malignancy. Immunity.

[14] Gekas C (2016). β-Catenin is required for T-cell leukemia initiation and MYC transcription downstream of Notch1. Leukemia.

[15] Guo W (2011). Suppression of leukemia development caused by PTEN loss. Proc. Natl. Acad. Sci. U.S.A..

[16] Guo W (2008). Multi-genetic events collaboratively contribute to *Pten*-null leukaemia stem-cell formation. Nature.

[17] Tan Y (2008). A novel recurrent chromosomal inversion implicates the homeobox gene *Dlx5* in T-cell lymphomas from Lck-Akt2 transgenic mice. Cancer Res..

[18] Uddin S, Hussain A, Al-Hussein K, Platanias LC, Bhatia KG (2004). Inhibition of phosphatidylinositol 3'-kinase induces preferentially killing of PTEN-null T leukemias through AKT pathway. Biochem. Biophys. Res. Commun..

[19] Gutierrez A (2009). High frequency of *PTEN*, *PI3K*, and *AKT* abnormalities in T-cell acute lymphoblastic leukemia. Blood.

[20] Silva A (2008). PTEN posttranslational inactivation and hyperactivation of the PI3K/Akt pathway sustain primary T cell leukemia viability. J. Clin. Invest..

[21] Medyouf H (2010). Acute T-cell leukemias remain dependent on Notch signaling despite PTEN and INK4A/ARF loss. Blood.

[22] Tan Y (2017). The homeoprotein Dlx5 drives murine T-cell lymphomagenesis by directly transactivating Notch and upregulating Akt signaling. Oncotarget.

[23] Miller JR, Hocking AM, Brown JD, Moon RT (1999). Mechanism and function of signal transduction by the Wnt/beta-catenin and Wnt/Ca2+ pathways. Oncogene.

[24] Grabher C, von Boehmer H, Look AT (2006). Notch 1 activation in the molecular pathogenesis of T-cell acute lymphoblastic leukaemia. Nat. Rev. Cancer.

[25] Chiang MY (2008). Leukemia-associated *NOTCH1* alleles are weak tumor initiators but accelerate K-ras-initiated leukemia. J. Clin. Invest..

[26] Chan SM, Weng AP, Tibshirani R, Aster JC, Utz PJ (2007). Notch signals positively regulate activity of the mTOR pathway in T-cell acute lymphoblastic leukemia. Blood.

[27] Cheng X, Li J, Guo D (2018). SCAP/SREBPs are central players in lipid metabolism and novel metabolic targets in cancer therapy. Curr. Top. Med. Chem..

[28] Raghu VK (2018). Biomarker identification for statin sensitivity of cancer cell lines. Biochem. Biophys. Res. Commun..

[29] Nielsen SF, Nordestgaard BG, Bojesen SE (2012). Statin use and reduced cancer-related mortality. New. Engl. J. Med..

[30] Horton JD, Goldstein JL, Brown MS (2002). SREBPs: Activators of the complete program of cholesterol and fatty acid synthesis in the liver. J. Clin. Invest..

[31] Hultsch S (2018). Association of tamoxifen resistance and lipid reprogramming in breast cancer. BMC Cancer.

[32] Aylon Y, Oren M (2016). The Hippo pathway, p53 and cholesterol. Cell Cycle.

[33] Chen J (2018). Compartmentalized activities of the pyruvate dehydrogenase complex sustain lipogenesis in prostate cancer. Nat. Genet..

[34] Francis KR (2016). Modeling Smith-Lemli-Opitz syndrome with induced pluripotent stem cells reveals a causal role for Wnt/beta-catenin defects in neuronal cholesterol synthesis phenotypes. Nat. Med..

[35] Kallio MA (2011). Chipster: user-friendly analysis software for microarray and other high-throughput data. BMC Genomics.

# Supplementary material for: Wnt signaling mediates oncogenic synergy between Akt and Dlx5 in T-cell lymphomagenesis by enhancing cholesterol synthesis
**Source:** Sci Rep. 2020 Sep 28;10:15837. doi: 10.1038/s41598-020-72822-w
**Supplement:** Supplementary file 1 — Supplementary information 1.

## Slide 1
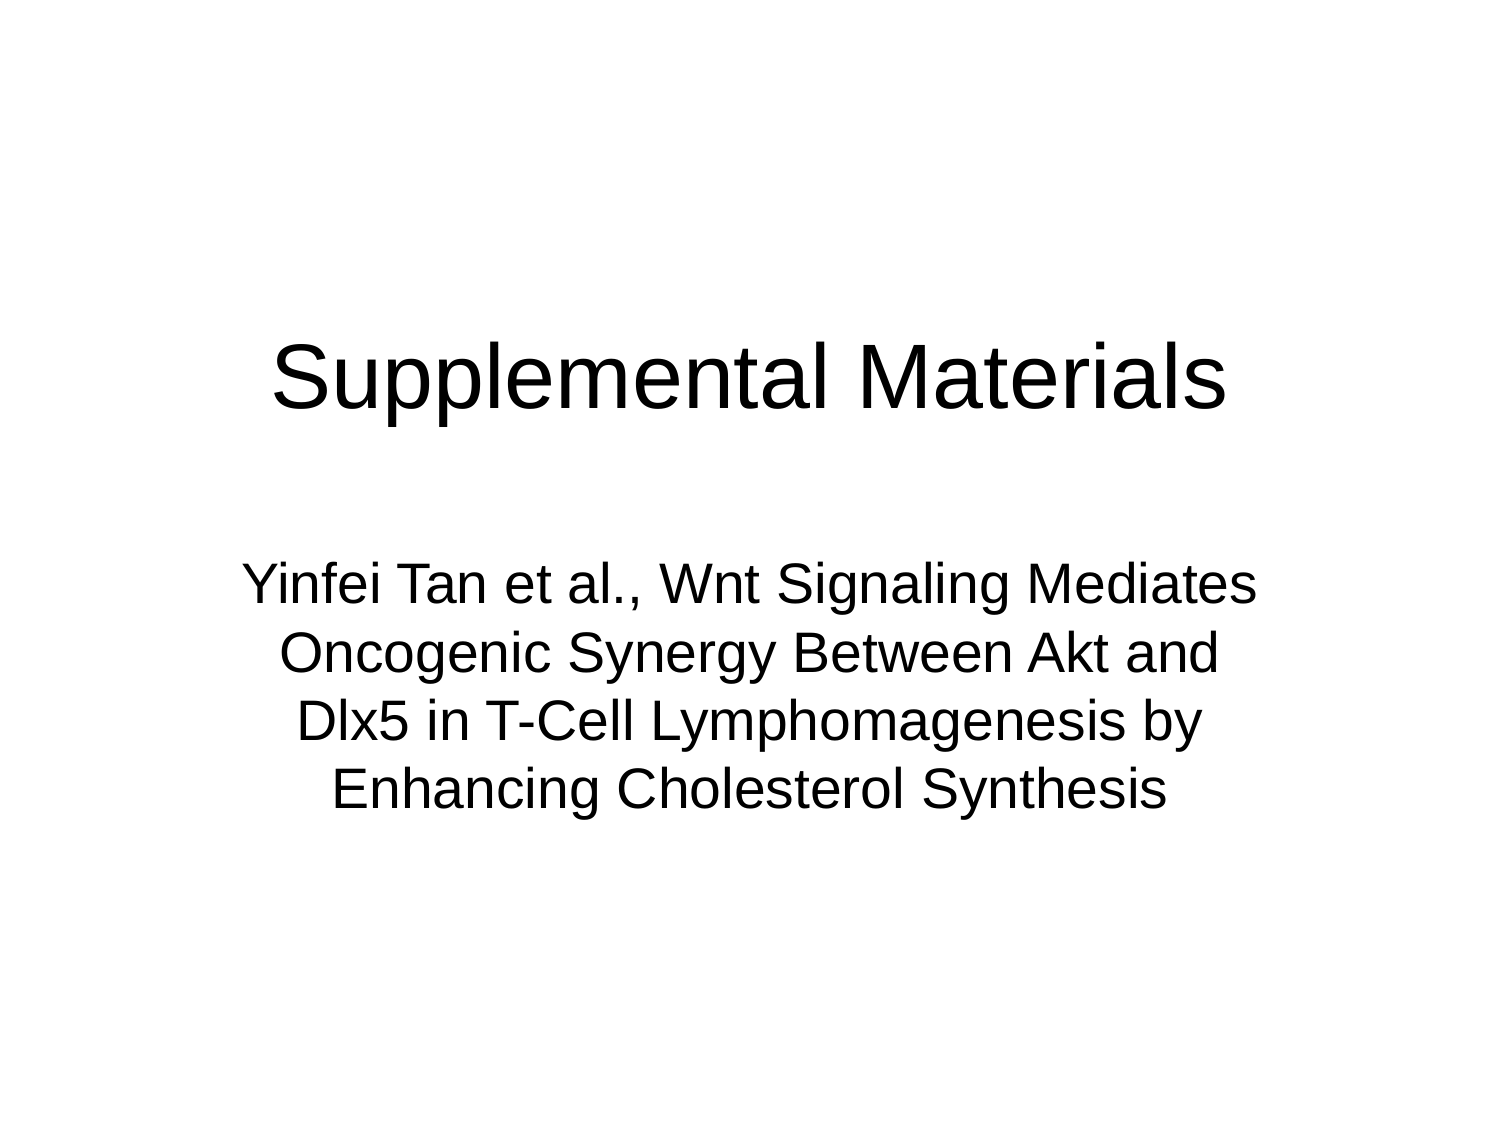

# Supplemental Materials
Yinfei Tan et al., Wnt Signaling Mediates Oncogenic Synergy Between Akt and Dlx5 in T-Cell Lymphomagenesis by Enhancing Cholesterol Synthesis

## Slide 2
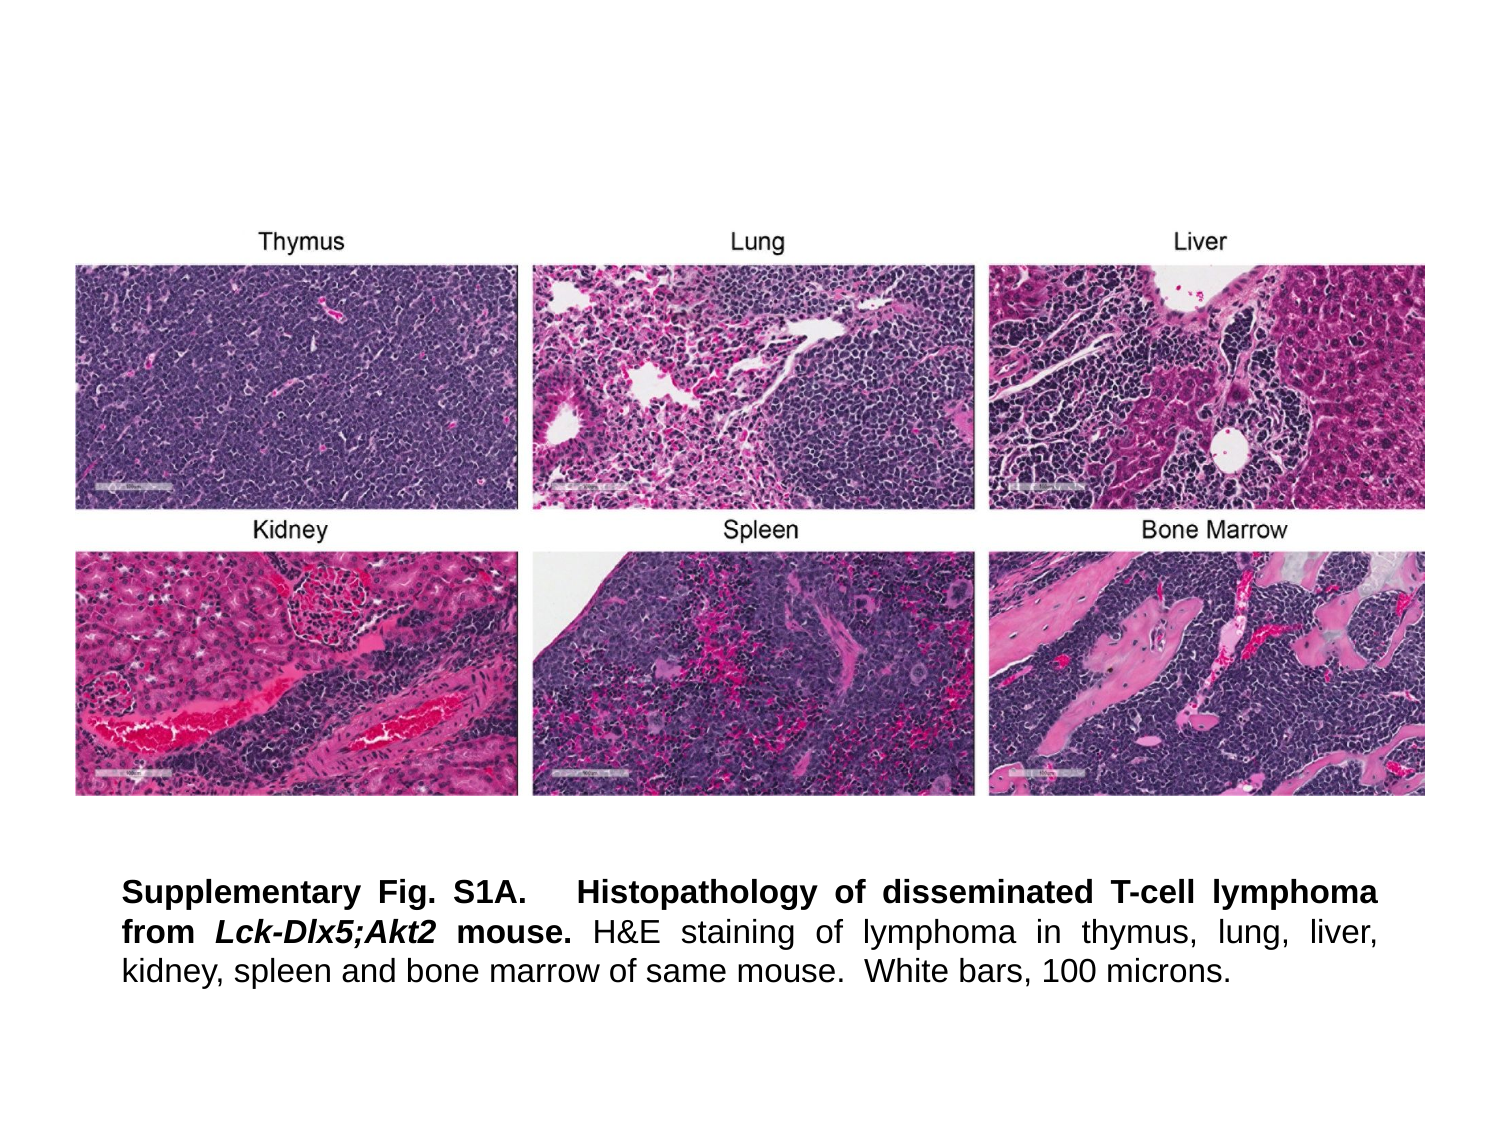

Supplementary Fig. S1A. Histopathology of disseminated T-cell lymphoma from Lck-Dlx5;Akt2 mouse. H&E staining of lymphoma in thymus, lung, liver, kidney, spleen and bone marrow of same mouse. White bars, 100 microns.

## Slide 3
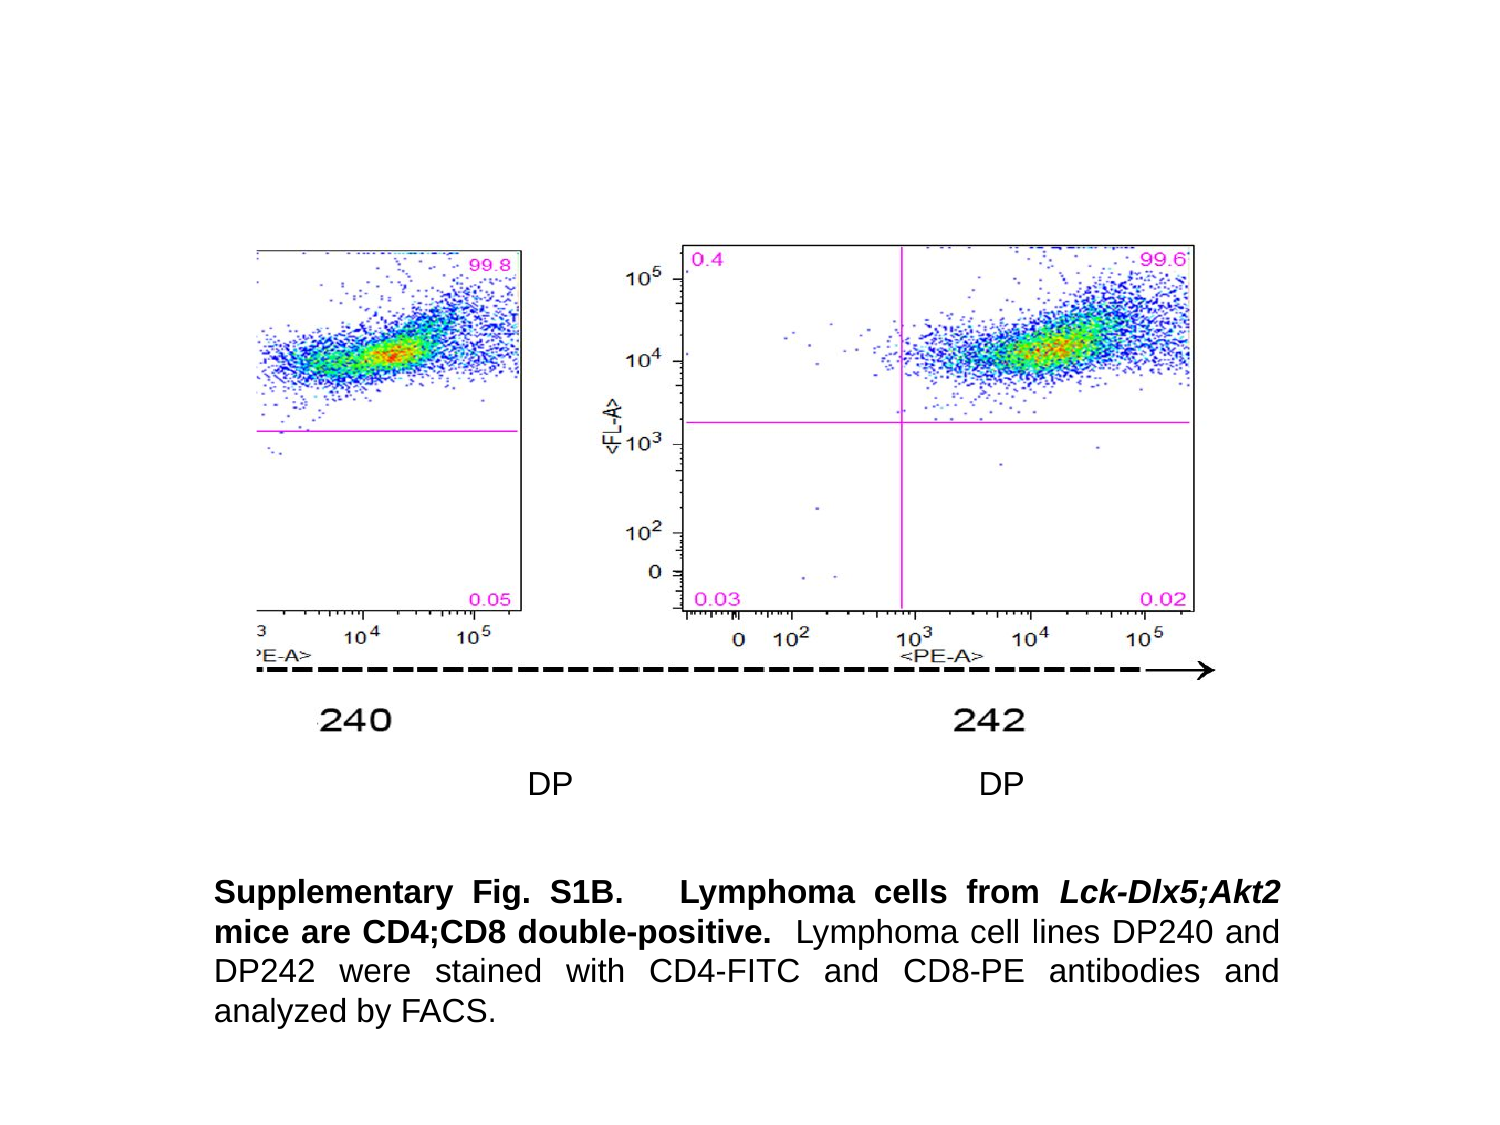

DP DP
Supplementary Fig. S1B. Lymphoma cells from Lck-Dlx5;Akt2 mice are CD4;CD8 double-positive. Lymphoma cell lines DP240 and DP242 were stained with CD4-FITC and CD8-PE antibodies and analyzed by FACS.

## Slide 4
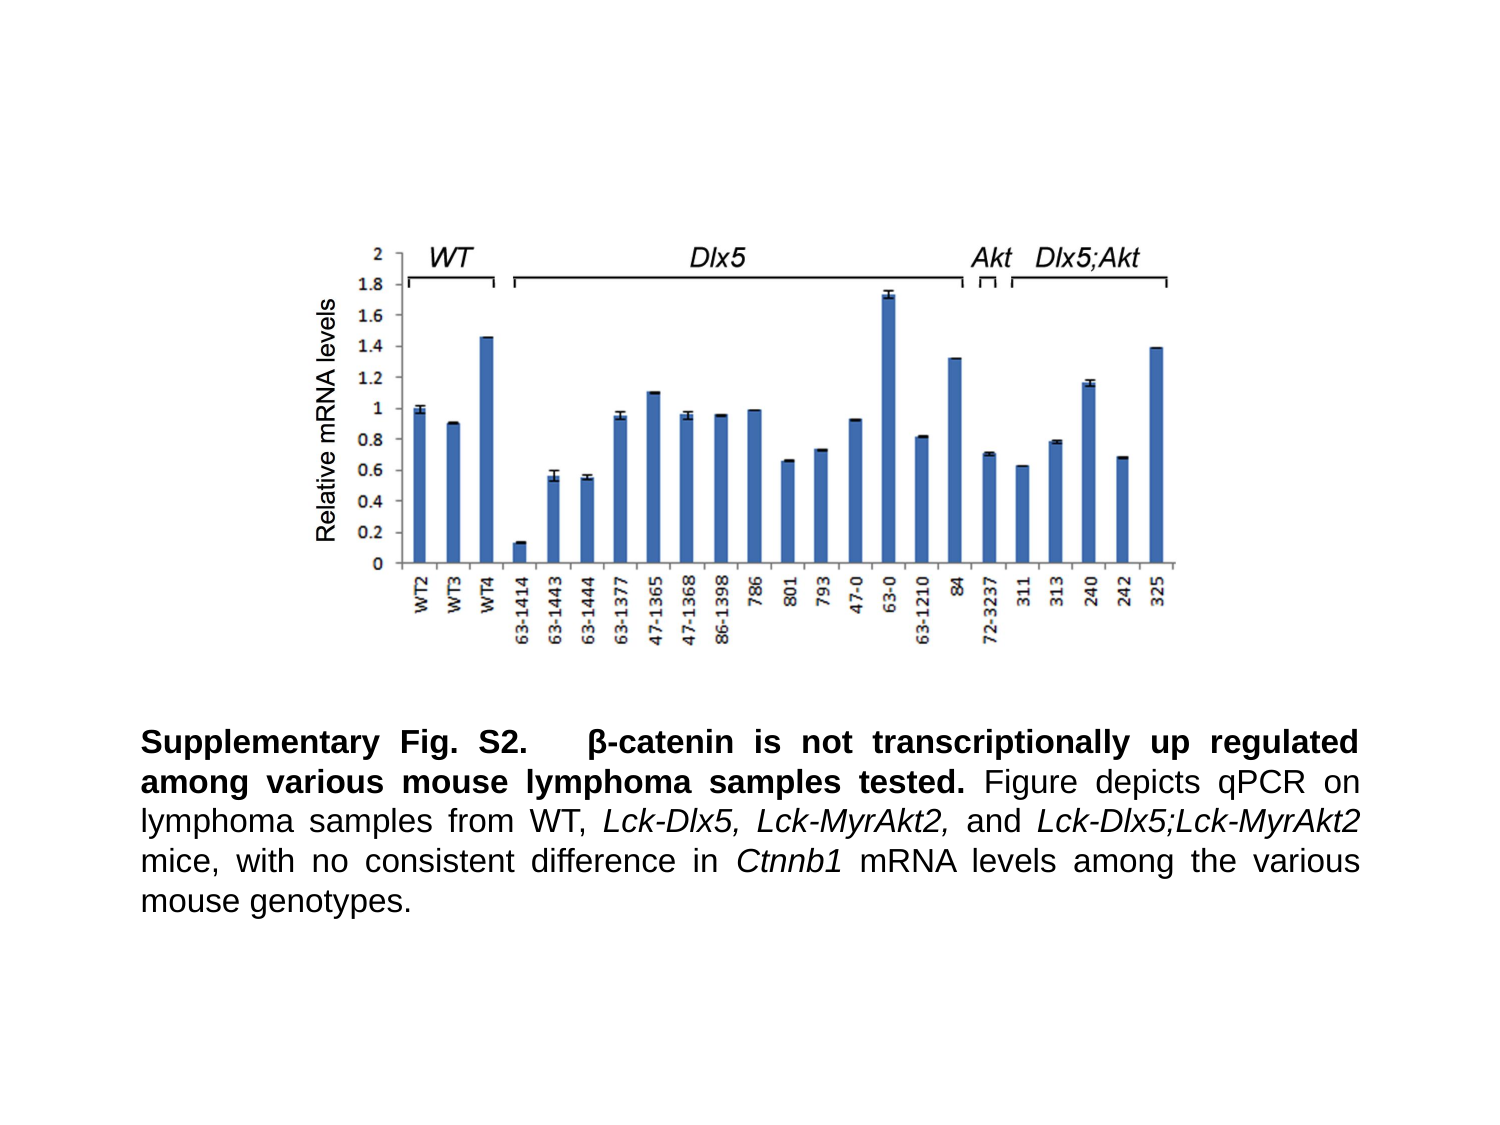

Supplementary Fig. S2. β-catenin is not transcriptionally up regulated among various mouse lymphoma samples tested. Figure depicts qPCR on lymphoma samples from WT, Lck-Dlx5, Lck-MyrAkt2, and Lck-Dlx5;Lck-MyrAkt2 mice, with no consistent difference in Ctnnb1 mRNA levels among the various mouse genotypes.

## Slide 5
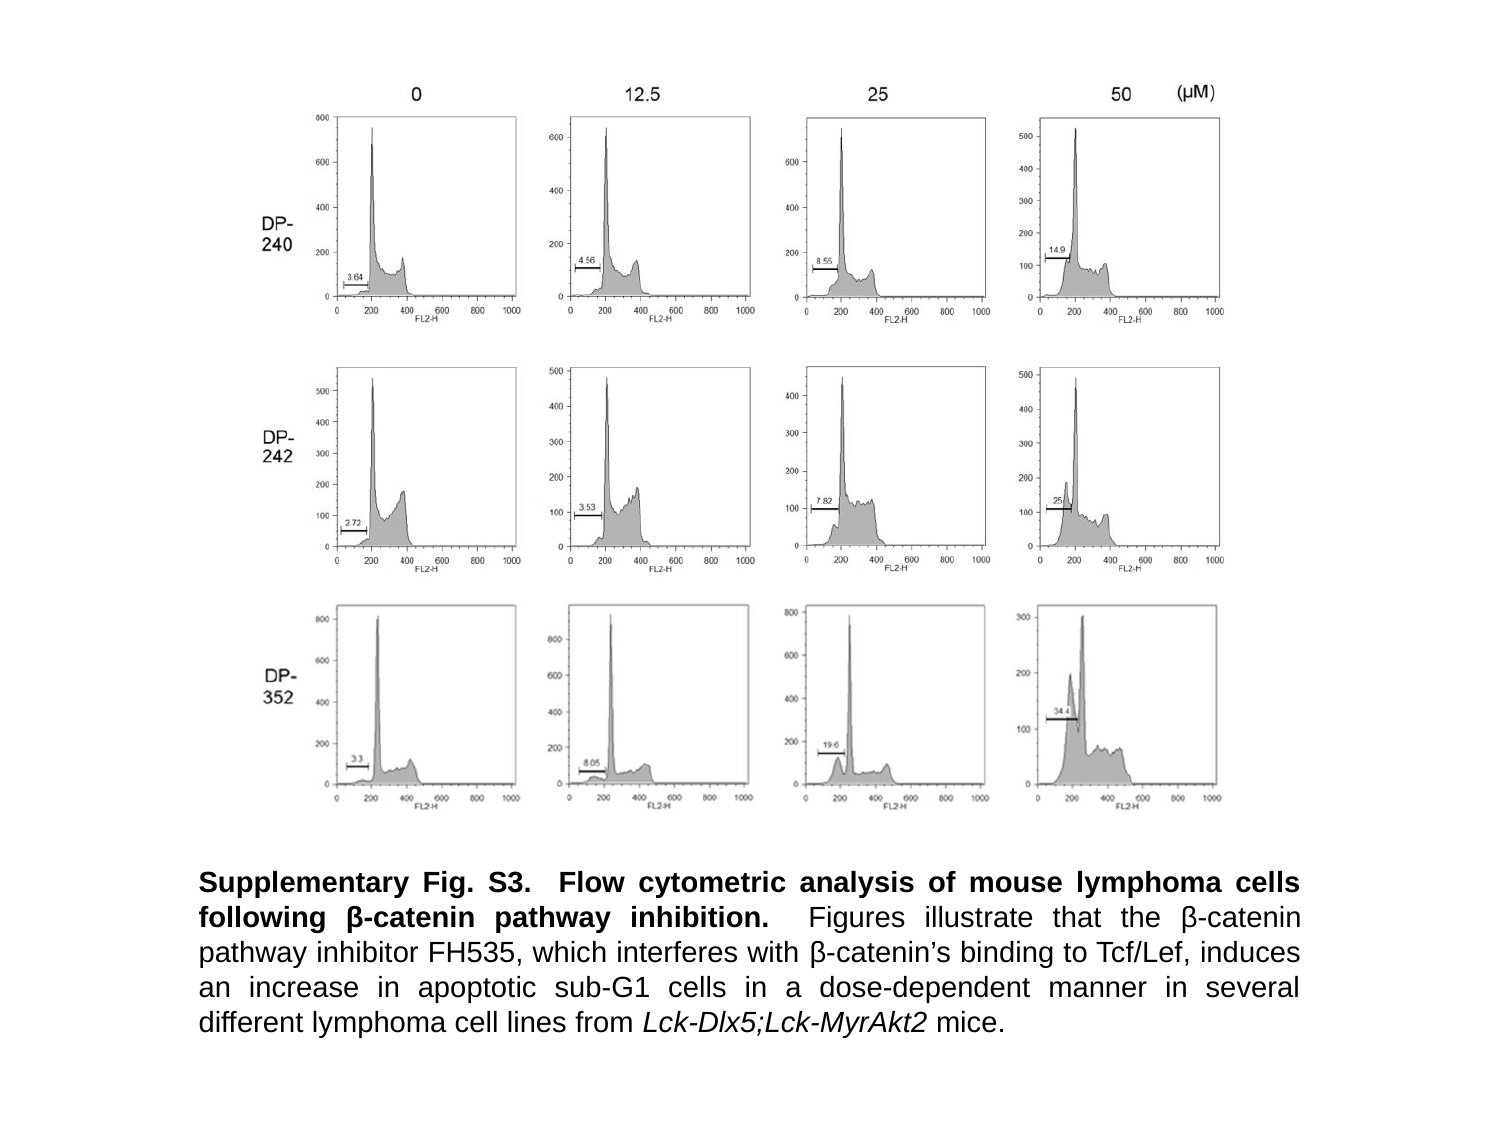

Supplementary Fig. S3. Flow cytometric analysis of mouse lymphoma cells following β-catenin pathway inhibition. Figures illustrate that the β-catenin pathway inhibitor FH535, which interferes with β-catenin’s binding to Tcf/Lef, induces an increase in apoptotic sub-G1 cells in a dose-dependent manner in several different lymphoma cell lines from Lck-Dlx5;Lck-MyrAkt2 mice.

## Slide 6
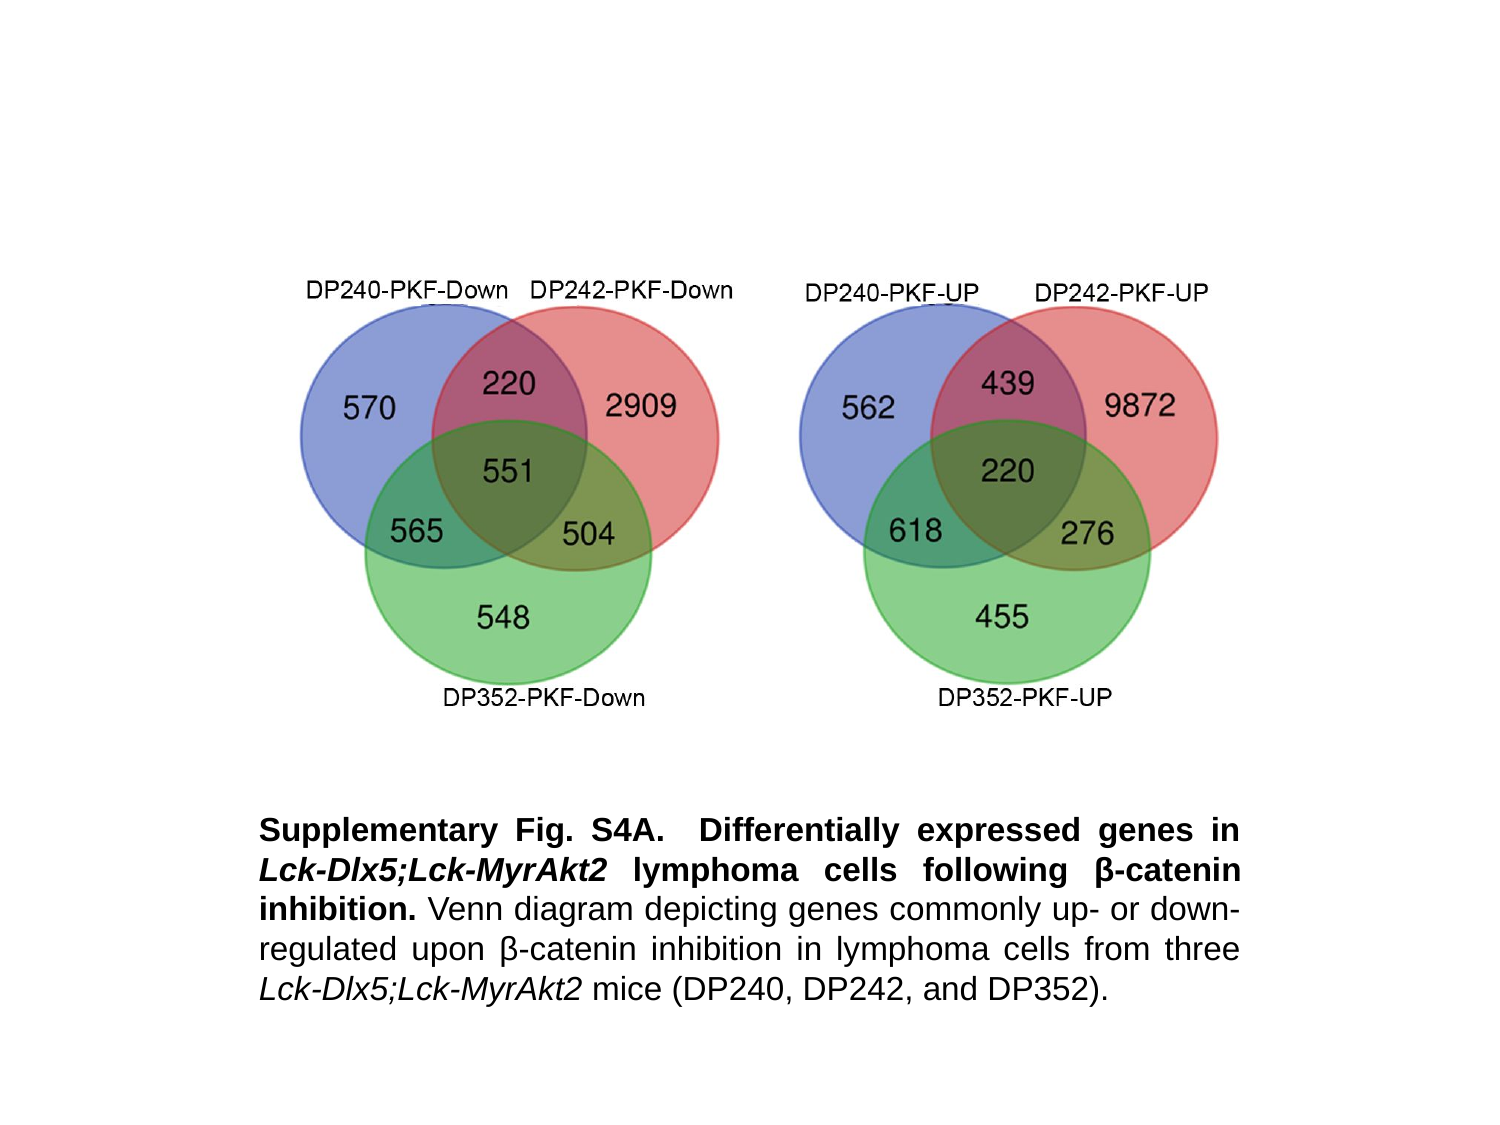

Supplementary Fig. S4A. Differentially expressed genes in Lck-Dlx5;Lck-MyrAkt2 lymphoma cells following β-catenin inhibition. Venn diagram depicting genes commonly up- or down-regulated upon β-catenin inhibition in lymphoma cells from three Lck-Dlx5;Lck-MyrAkt2 mice (DP240, DP242, and DP352).

## Slide 7
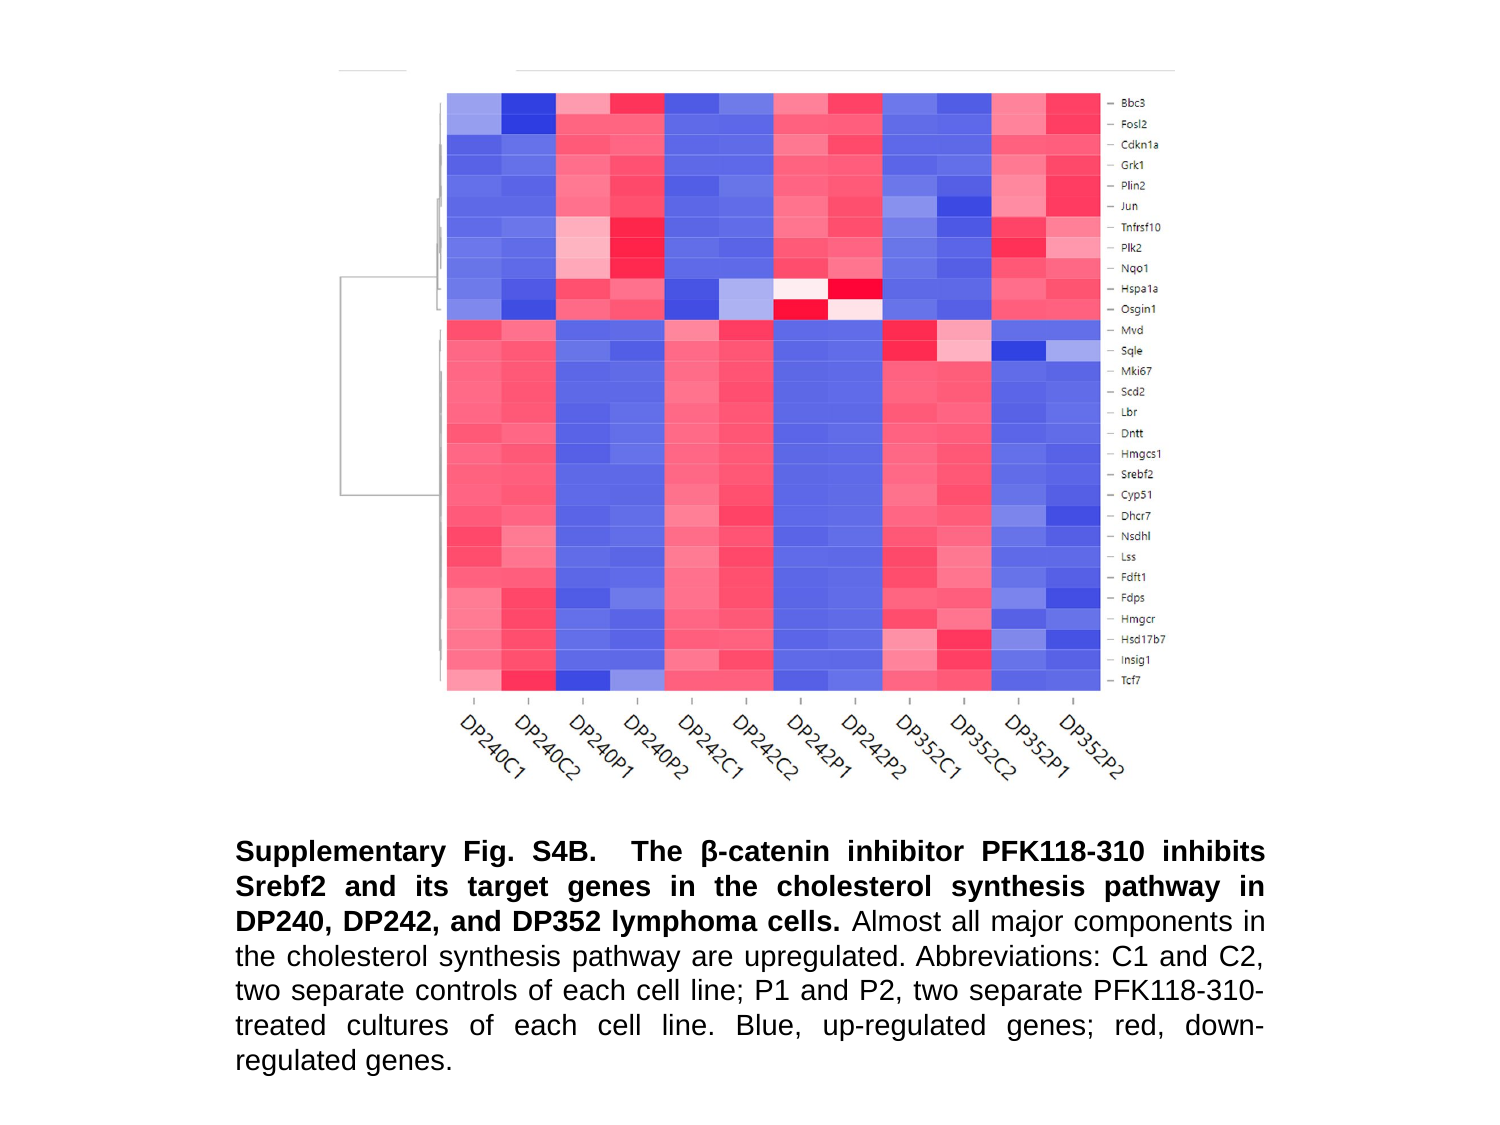

Supplementary Fig. S4B. The β-catenin inhibitor PFK118-310 inhibits Srebf2 and its target genes in the cholesterol synthesis pathway in DP240, DP242, and DP352 lymphoma cells. Almost all major components in the cholesterol synthesis pathway are upregulated. Abbreviations: C1 and C2, two separate controls of each cell line; P1 and P2, two separate PFK118-310-treated cultures of each cell line. Blue, up-regulated genes; red, down-regulated genes.

## Slide 8
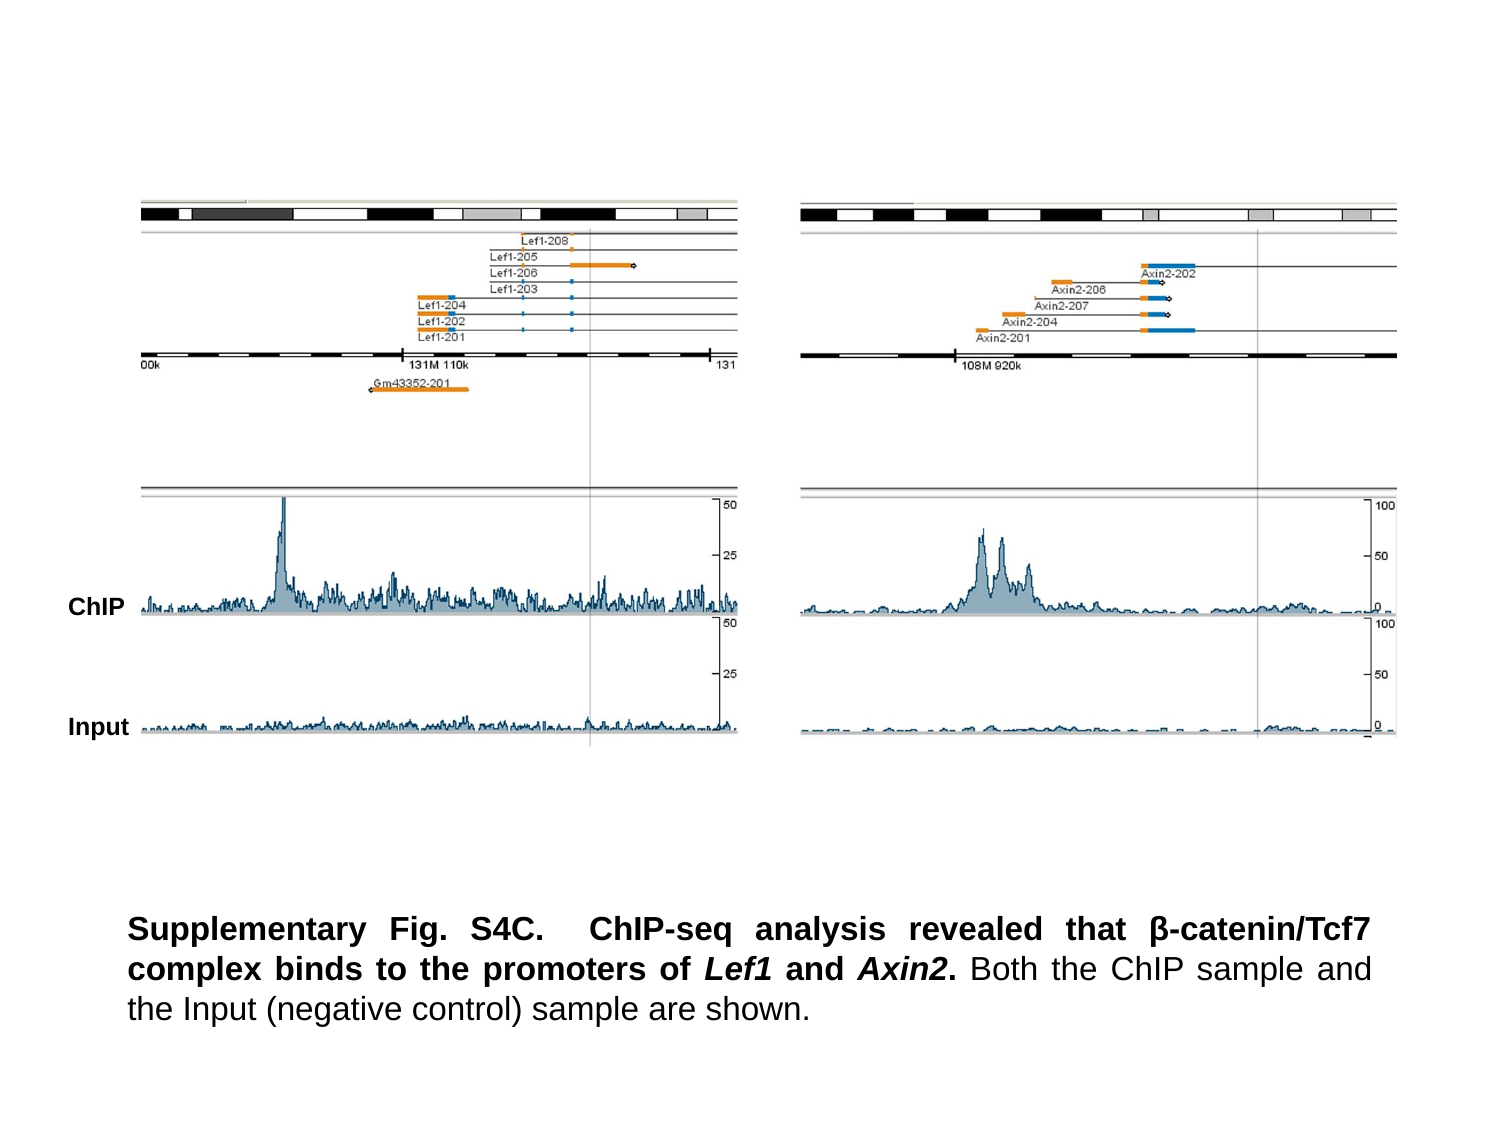

ChIP
Input
Supplementary Fig. S4C. ChIP-seq analysis revealed that β-catenin/Tcf7 complex binds to the promoters of Lef1 and Axin2. Both the ChIP sample and the Input (negative control) sample are shown.

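The Axin2 peak was on chromosome 11 from 108920247 to 108921400 and covered the TSS of the gene. Its summit lay in the UTR, 117 bp downstream of the TSS. The Lef1 peak was on chromosome 3 from 131105899 to 131106240, in intergenic sequence, and its summit was 4445 bp upstream of the TSS. A TCF motif of the form CTTTGWW lay within 100 bp of both summits.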

## Slide 9
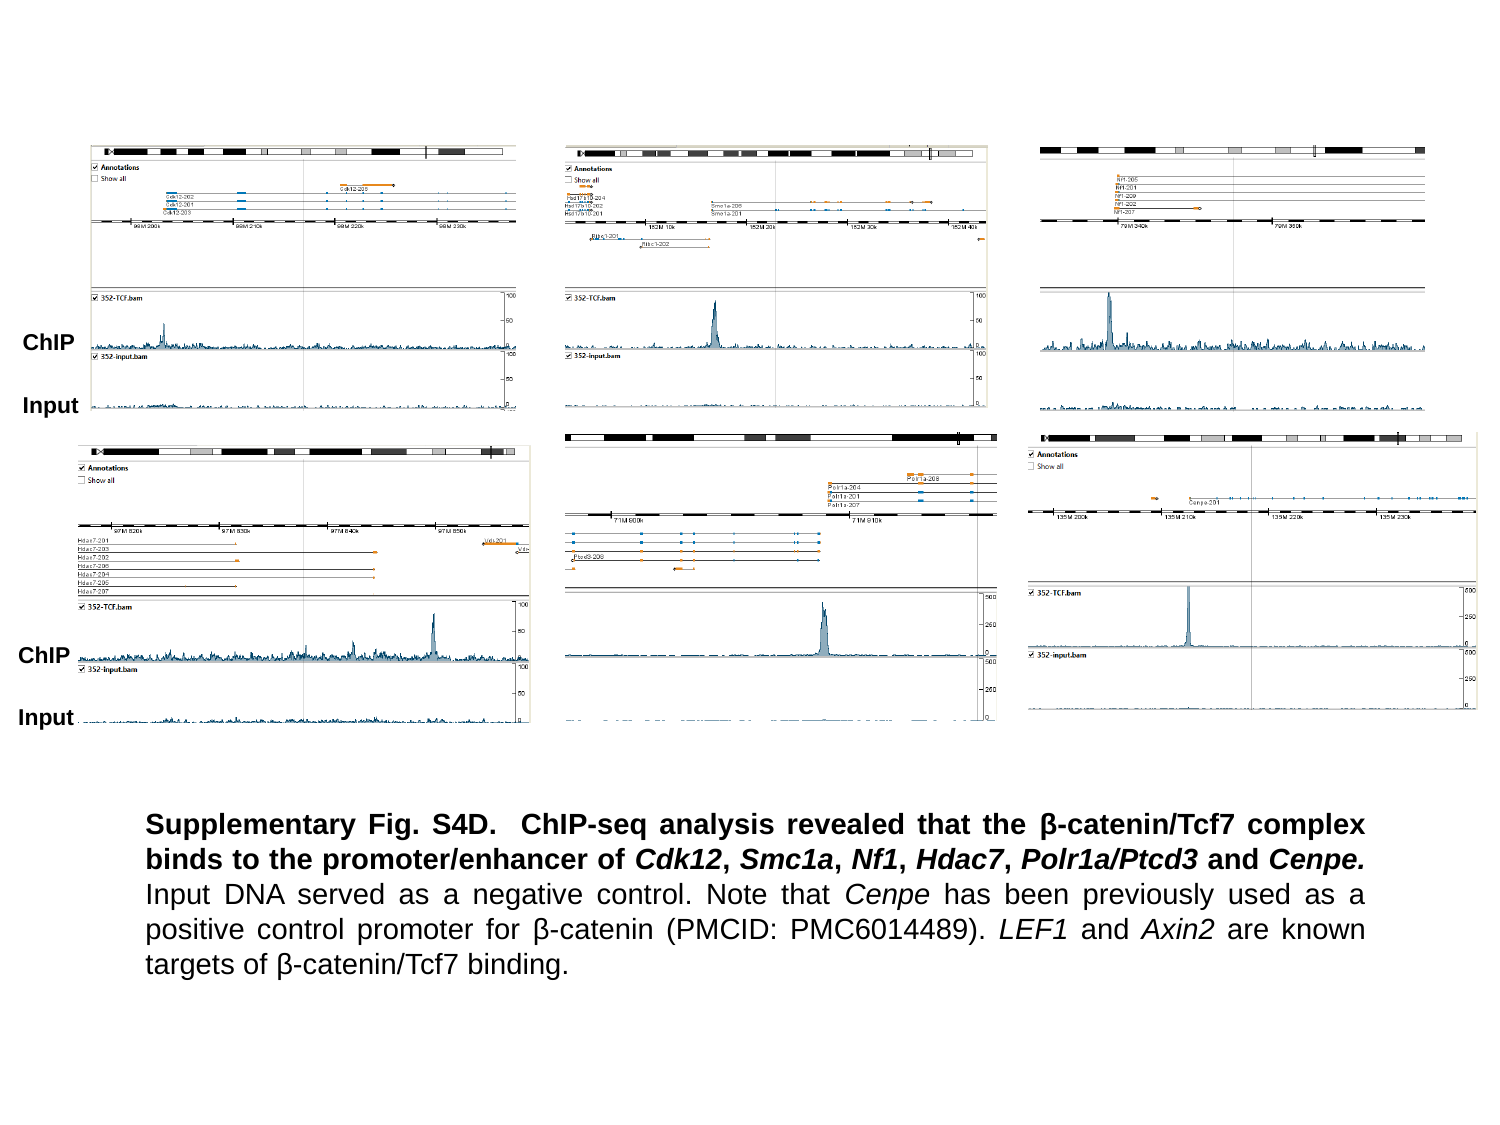

ChIP
Input
ChIP
Input
Supplementary Fig. S4D. ChIP-seq analysis revealed that the β-catenin/Tcf7 complex binds to the promoter/enhancer of Cdk12, Smc1a, Nf1, Hdac7, Polr1a/Ptcd3 and Cenpe. Input DNA served as a negative control. Note that Cenpe has been previously used as a positive control promoter for β-catenin (PMCID: PMC6014489). LEF1 and Axin2 are known targets of β-catenin/Tcf7 binding.

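Cenpe, which encodes a kinetochore motor protein, had the strongest TCF7 peak of the genes in Supplementary Fig. S4D. It lay on chromosome 3 from 135212165 to 135212684, with the summit 41 bp upstream of the TSS, 523 fragments (479 to 570) and a fold enrichment of 34.3. The peak between Polr1a, a subunit of RNA polymerase I, and Ptcd3, a mitochondrial ribosome protein, was on chromosome 6 from 71908689 to 71909133, 131 bp from the Polr1a TSS and 172 bp from that of Ptcd3. It was 19.1-fold enriched, with 473 fragments (431 to 518). The cohesin gene Smc1a had a 14.4-fold peak on chromosome X from 152016461 to 152017168, in an intron 384 bp downstream of the TSS. Nf1, a negative regulator of Ras, had a 7.61-fold peak on chromosome 11 from 79339323 to 79339554, 235 bp upstream of the TSS, and Hdac7 an 8.35-fold peak on chromosome 15 from 97849586 to 97849836, 5190 bp upstream of the TSS. Of 85 genes of the cell cycle and kinetochore, 7 were nearest to a peak (odds ratio 3.33, adjusted p = 0.024, two-sided Fisher's exact test). The strongest after Cenpe and Cdk16 were the replication genes Cdt1 at 21.0-fold and Mcm4 at 18.8-fold, and Cenpp, Mcm5 and Ttk made up the rest. Of 72 translation factors and polymerase subunits, 5 had a peak (odds ratio 2.76, exact test, adjusted p = 0.068): Polr2l at 33.3-fold, Eif3b at 32.6-fold, Eef1d at 27.9-fold, Polr2a at 14.8-fold and Eif4a1. Of 79 ribosomal protein genes, 4 had a peak (odds ratio 1.97, exact test, adjusted p = 0.23), Rpl22 at 37.3-fold, Rpl19 at 19.3-fold, Rpl34 at 10.8-fold and Rpl13a at 4.08-fold. In the same exact test, the cell cycle call was lost among genes with a promoter GC content of at least 55%, chosen after seeing the data (adjusted p = 0.67), and that of translation was made in 4 of 5 alternatives: a -log10 of the q-value of at least 10 (odds ratio 3.15, adjusted p = 0.048), a fold enrichment of at least 10 (5.62, 0.012), peaks within 1000 bp of the gene (3.44, 0.049) and genes with a TSS within 1000 bp of a summit (4.21, 0.0095), but not at high promoter GC (4.53, 0.12).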

## Slide 10
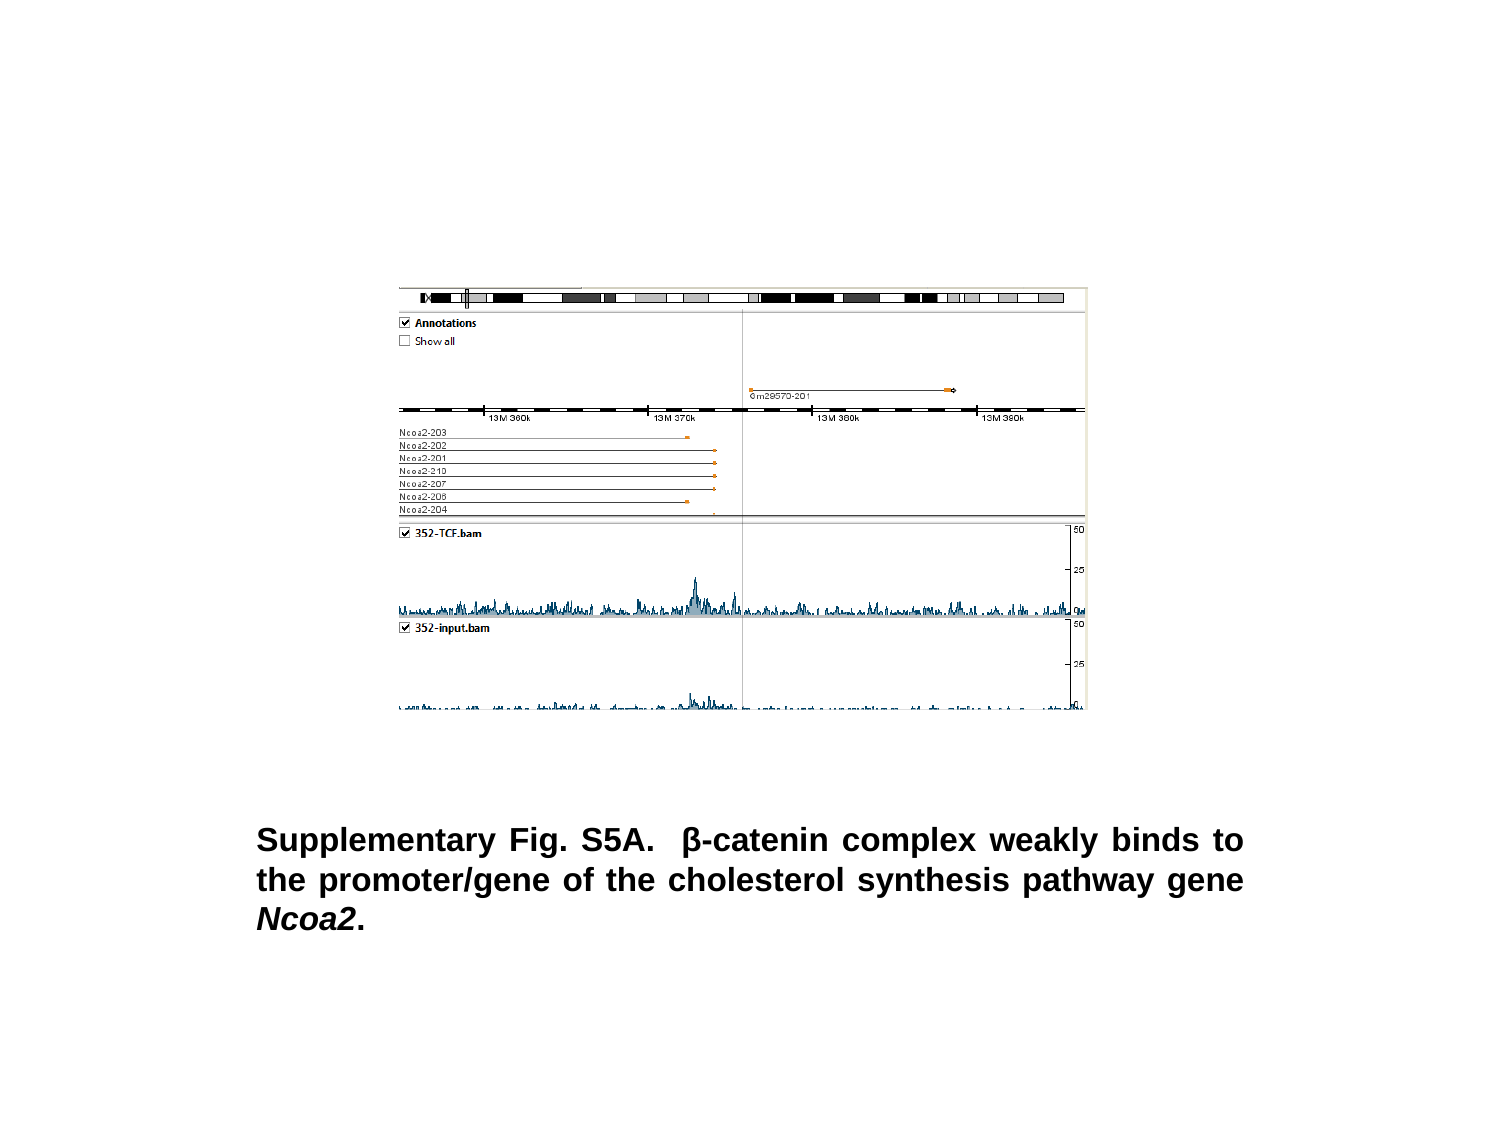

Supplementary Fig. S5A. β-catenin complex weakly binds to the promoter/gene of the cholesterol synthesis pathway gene Ncoa2.

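Ncoa2, a nuclear receptor coactivator, lies on chromosome 1 from 13139105 to 13374083. No peak of the list was in the gene or within 5000 bp of its TSS. The nearest summit was 502 kb away, in an intergenic peak from 12644677 to 12644948 with 124 fragments (103 to 148) and a fold enrichment of 16.4. ChIP signal at Ncoa2 below the peak caller's threshold was not measured here.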

## Slide 11
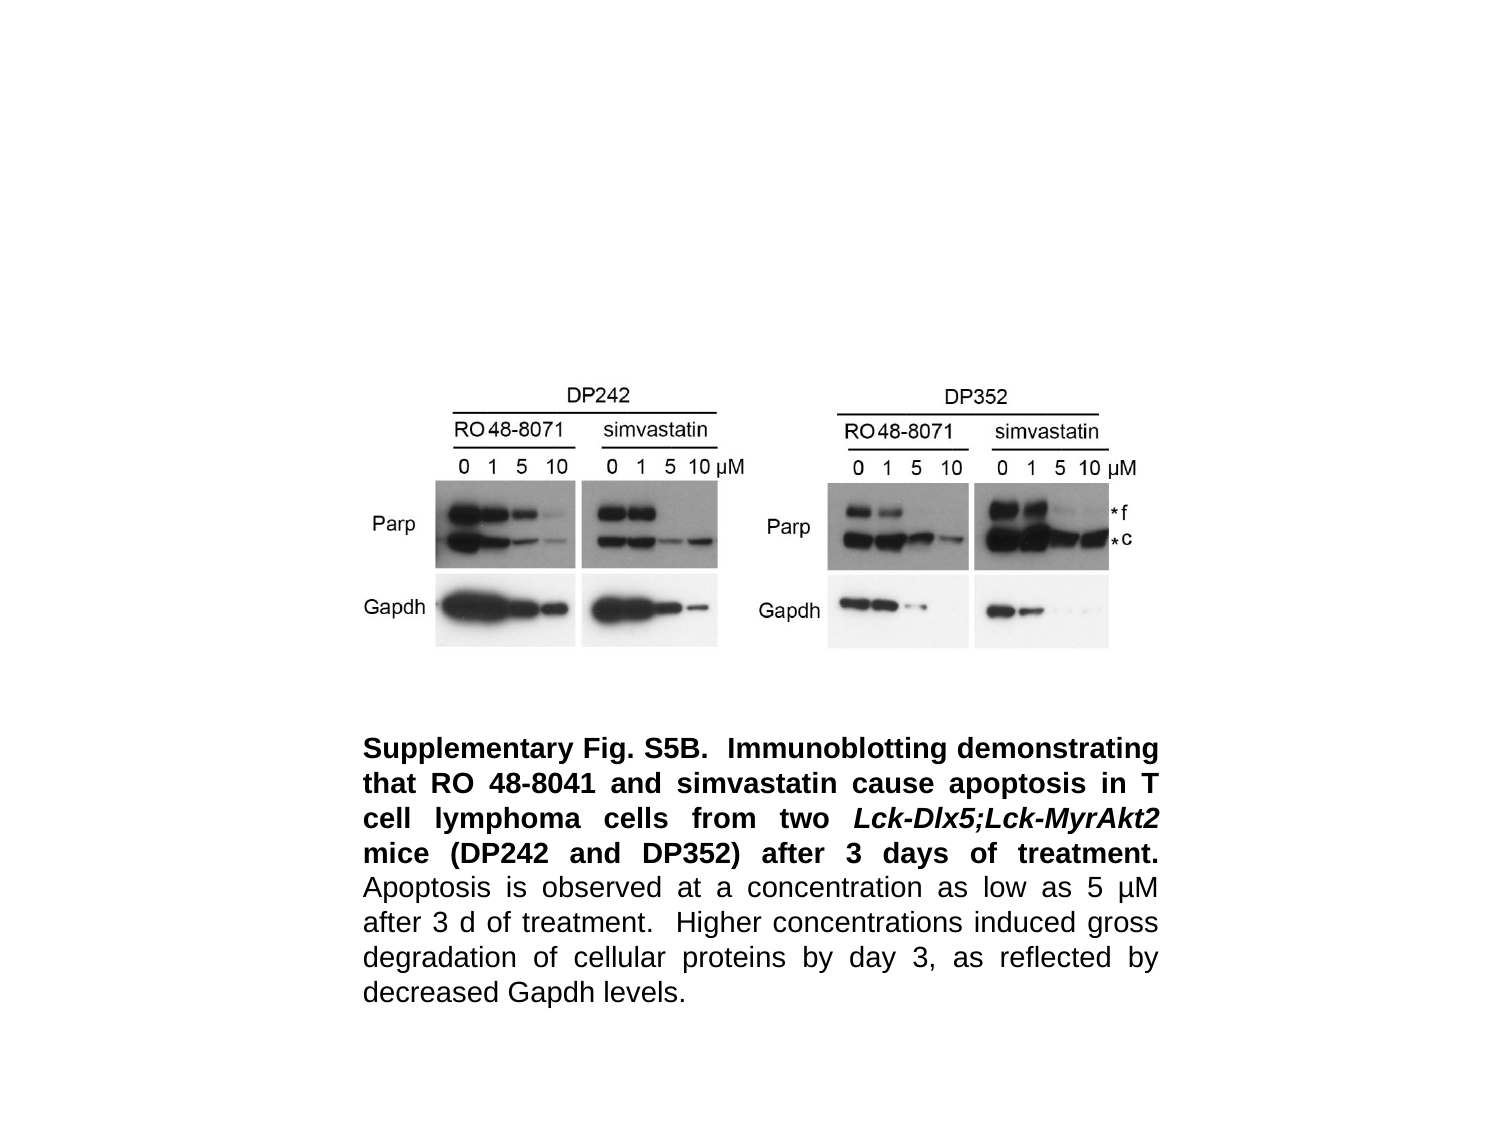

Supplementary Fig. S5B. Immunoblotting demonstrating that RO 48-8041 and simvastatin cause apoptosis in T cell lymphoma cells from two Lck-Dlx5;Lck-MyrAkt2 mice (DP242 and DP352) after 3 days of treatment. Apoptosis is observed at a concentration as low as 5 µM after 3 d of treatment. Higher concentrations induced gross degradation of cellular proteins by day 3, as reflected by decreased Gapdh levels.

## Slide 12
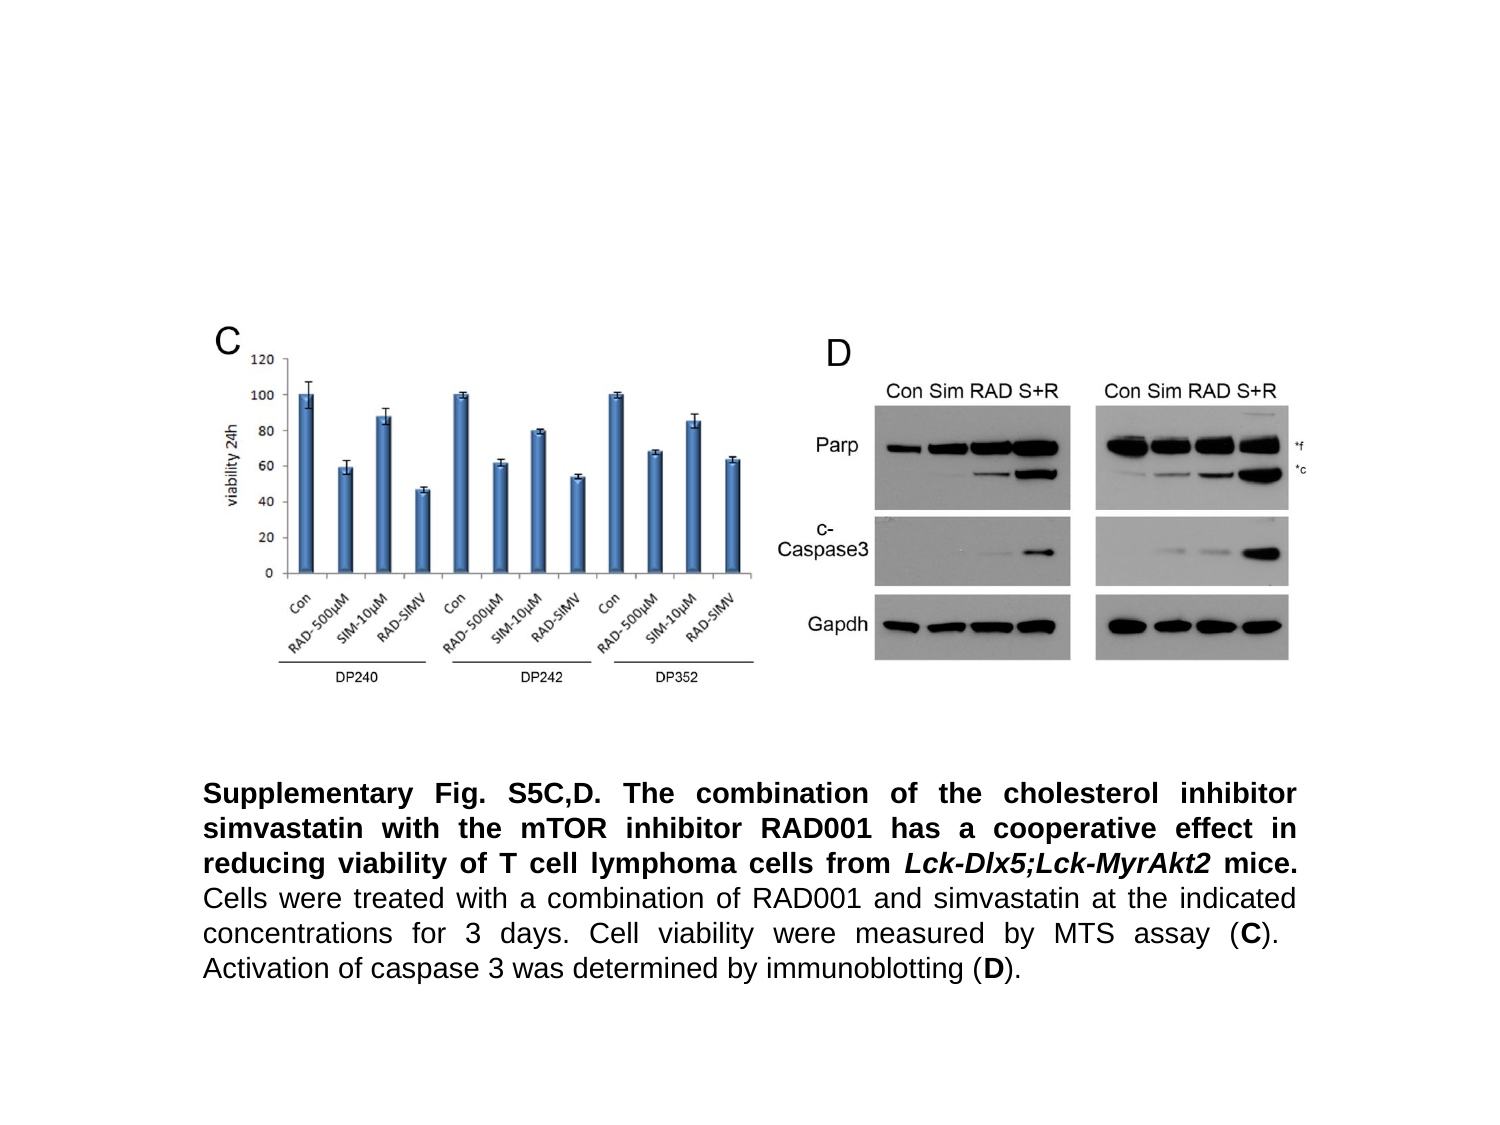

Supplementary Fig. S5C,D. The combination of the cholesterol inhibitor simvastatin with the mTOR inhibitor RAD001 has a cooperative effect in reducing viability of T cell lymphoma cells from Lck-Dlx5;Lck-MyrAkt2 mice. Cells were treated with a combination of RAD001 and simvastatin at the indicated concentrations for 3 days. Cell viability were measured by MTS assay (C). Activation of caspase 3 was determined by immunoblotting (D).

## Slide 13
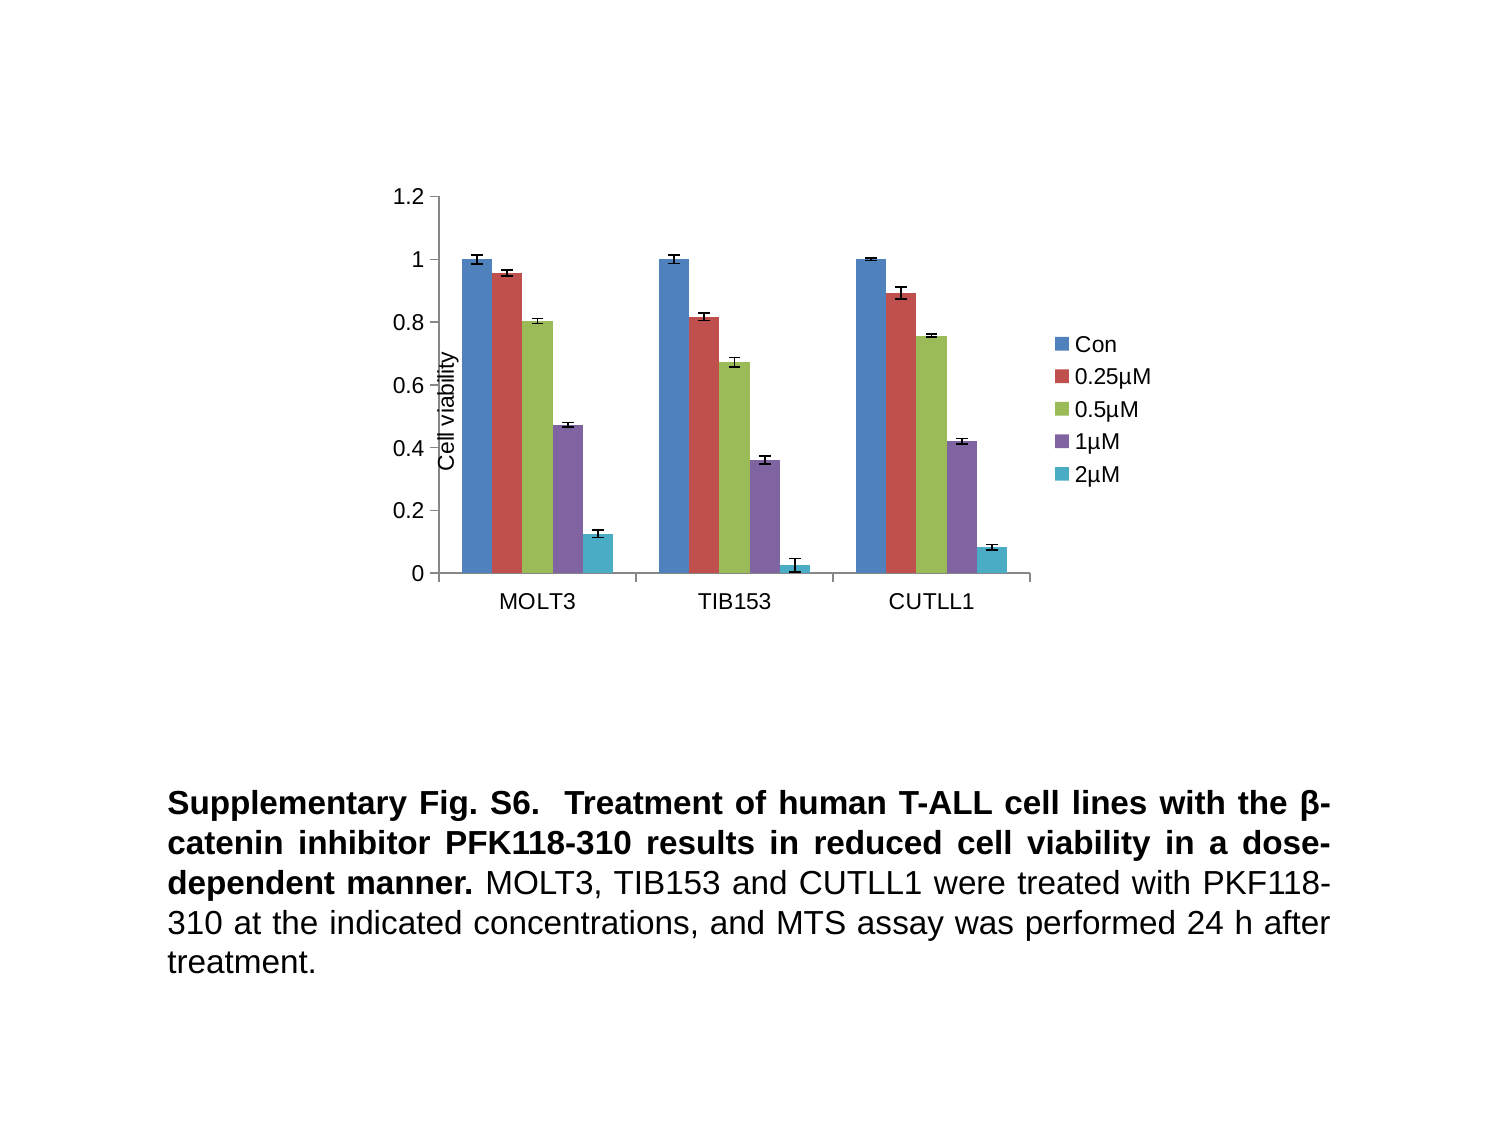

### Chart
| Category | Con | 0.25µM | 0.5µM | 1µM | 2µM |
|---|---|---|---|---|---|
| MOLT3 | 1.0 | 0.9561671763506625 | 0.8032619775739042 | 0.4729867482161061 | 0.1253822629969419 |
| TIB153 | 1.0 | 0.8168273444347063 | 0.6722173531989483 | 0.3602103418054338 | 0.025416301489921144 |
| CUTLL1 | 1.0 | 0.8928188638799571 | 0.7566988210075026 | 0.4201500535905681 | 0.08252947481243299 |Supplementary Fig. S6. Treatment of human T-ALL cell lines with the β-catenin inhibitor PFK118-310 results in reduced cell viability in a dose-dependent manner. MOLT3, TIB153 and CUTLL1 were treated with PKF118-310 at the indicated concentrations, and MTS assay was performed 24 h after treatment.

## Slide 14
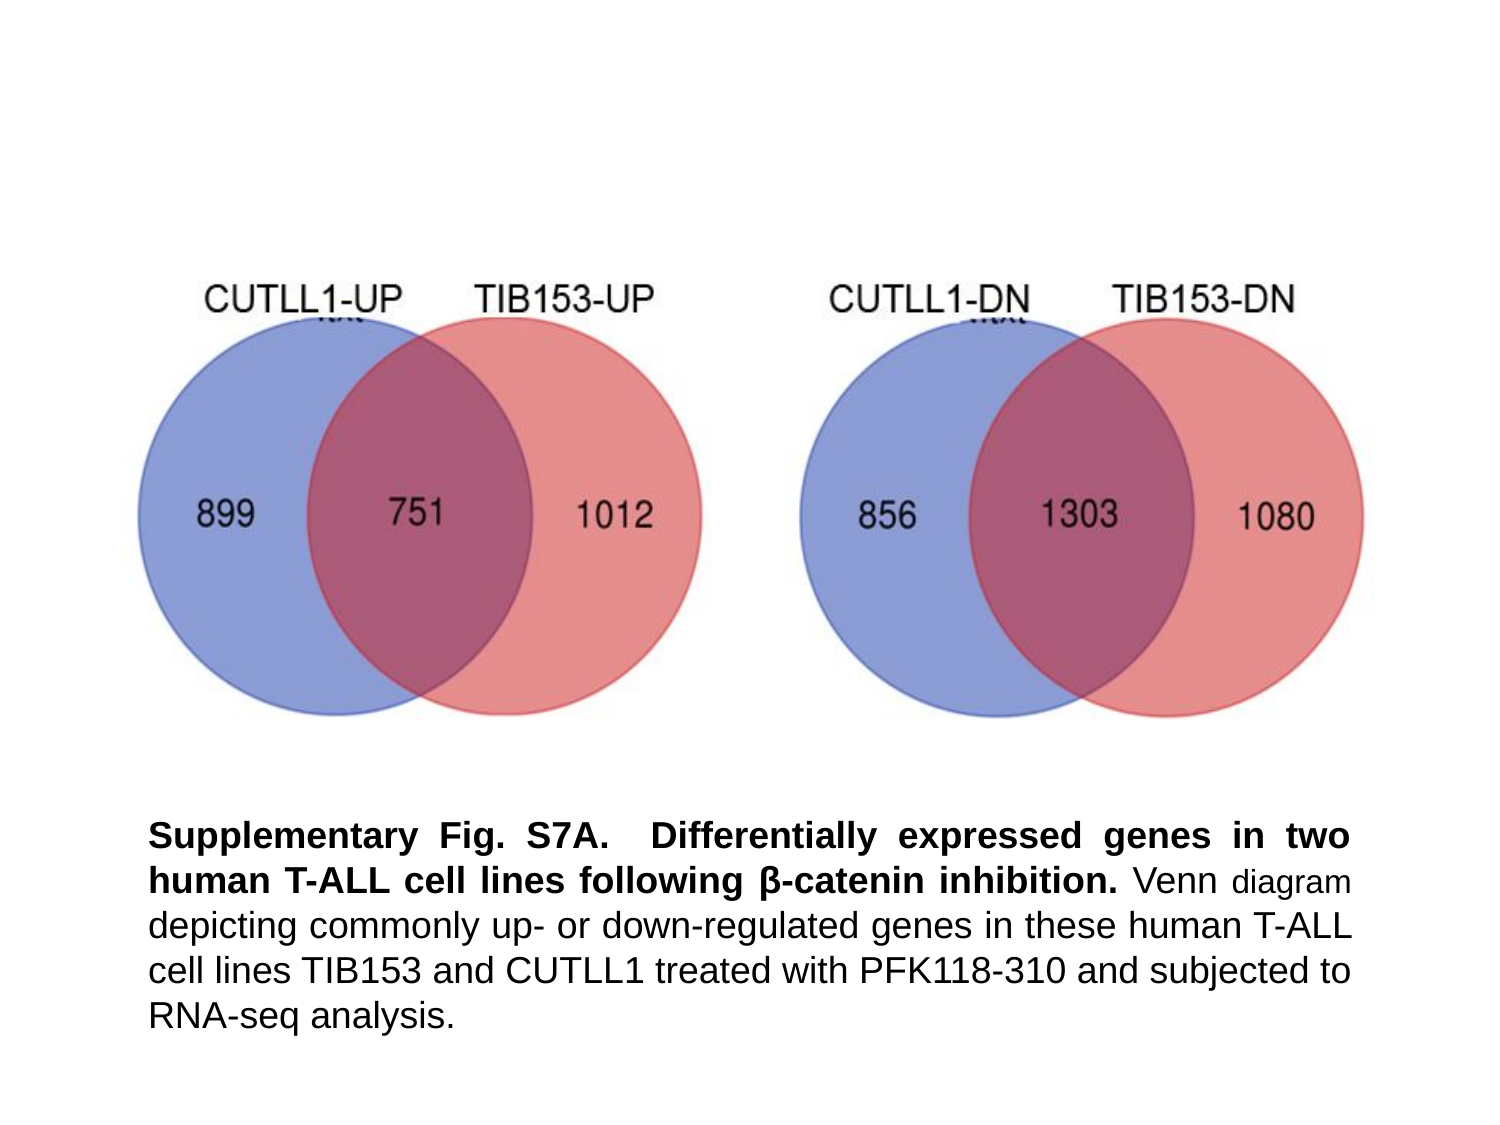

Supplementary Fig. S7A. Differentially expressed genes in two human T-ALL cell lines following β-catenin inhibition. Venn diagram depicting commonly up- or down-regulated genes in these human T-ALL cell lines TIB153 and CUTLL1 treated with PFK118-310 and subjected to RNA-seq analysis.

## Slide 15
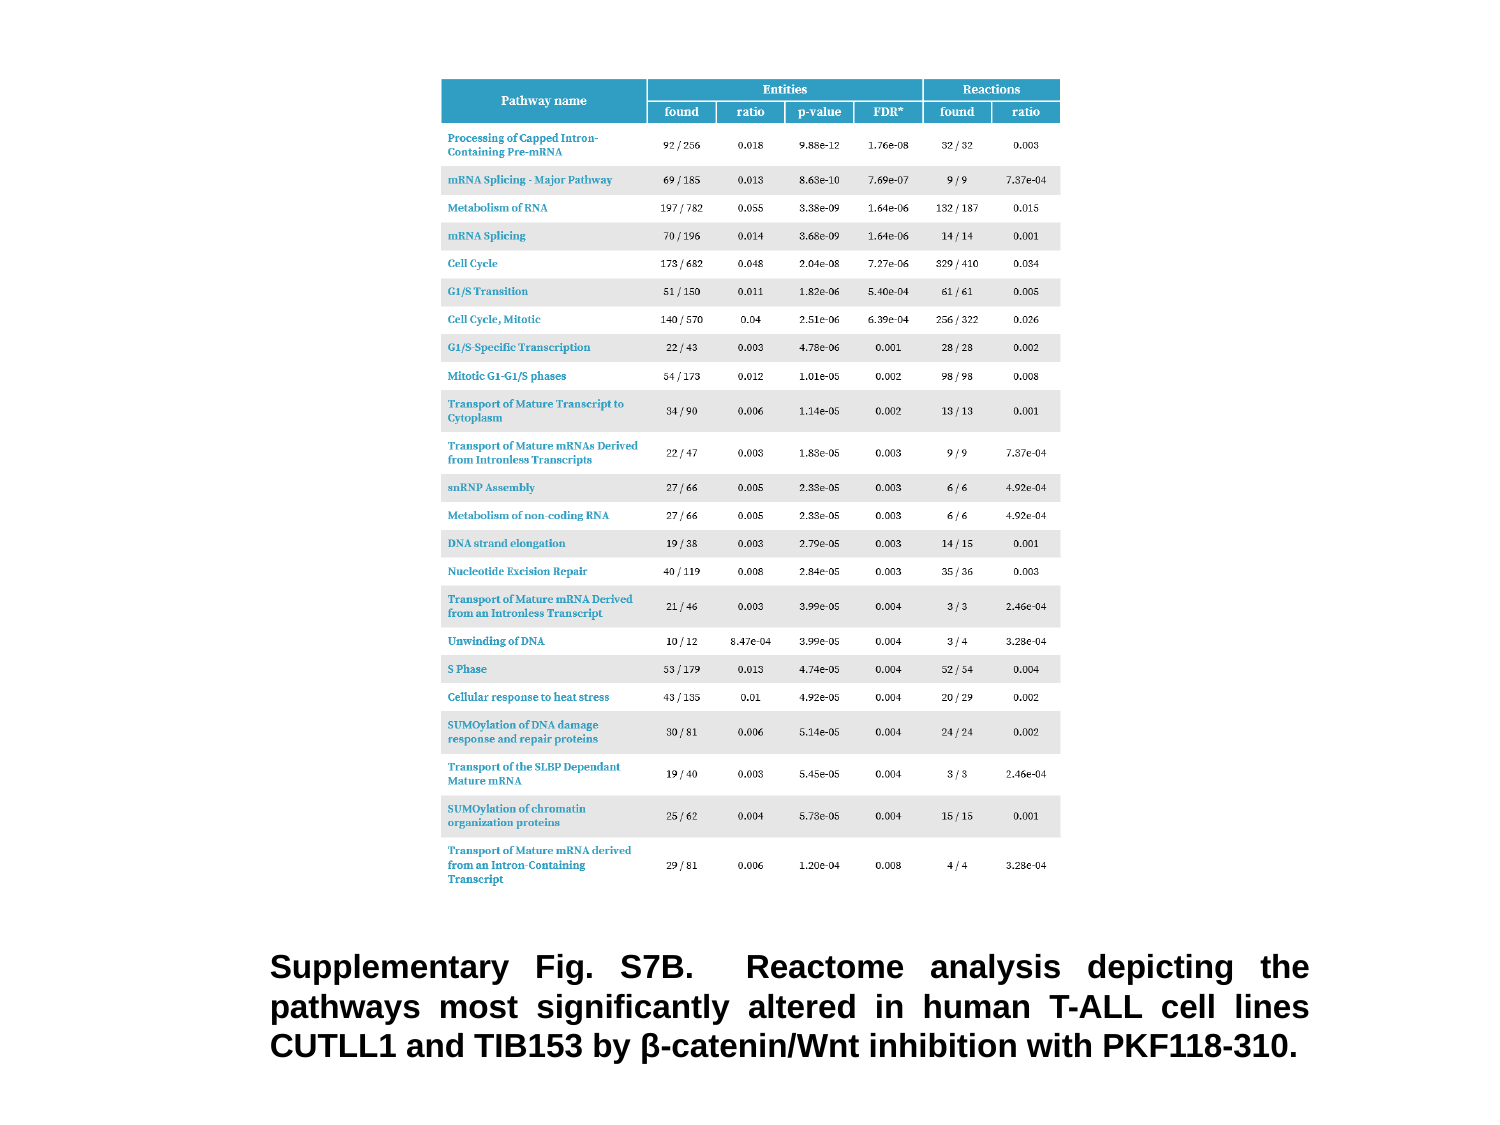

Supplementary Fig. S7B. Reactome analysis depicting the pathways most significantly altered in human T-ALL cell lines CUTLL1 and TIB153 by β-catenin/Wnt inhibition with PKF118-310.

## Slide 16
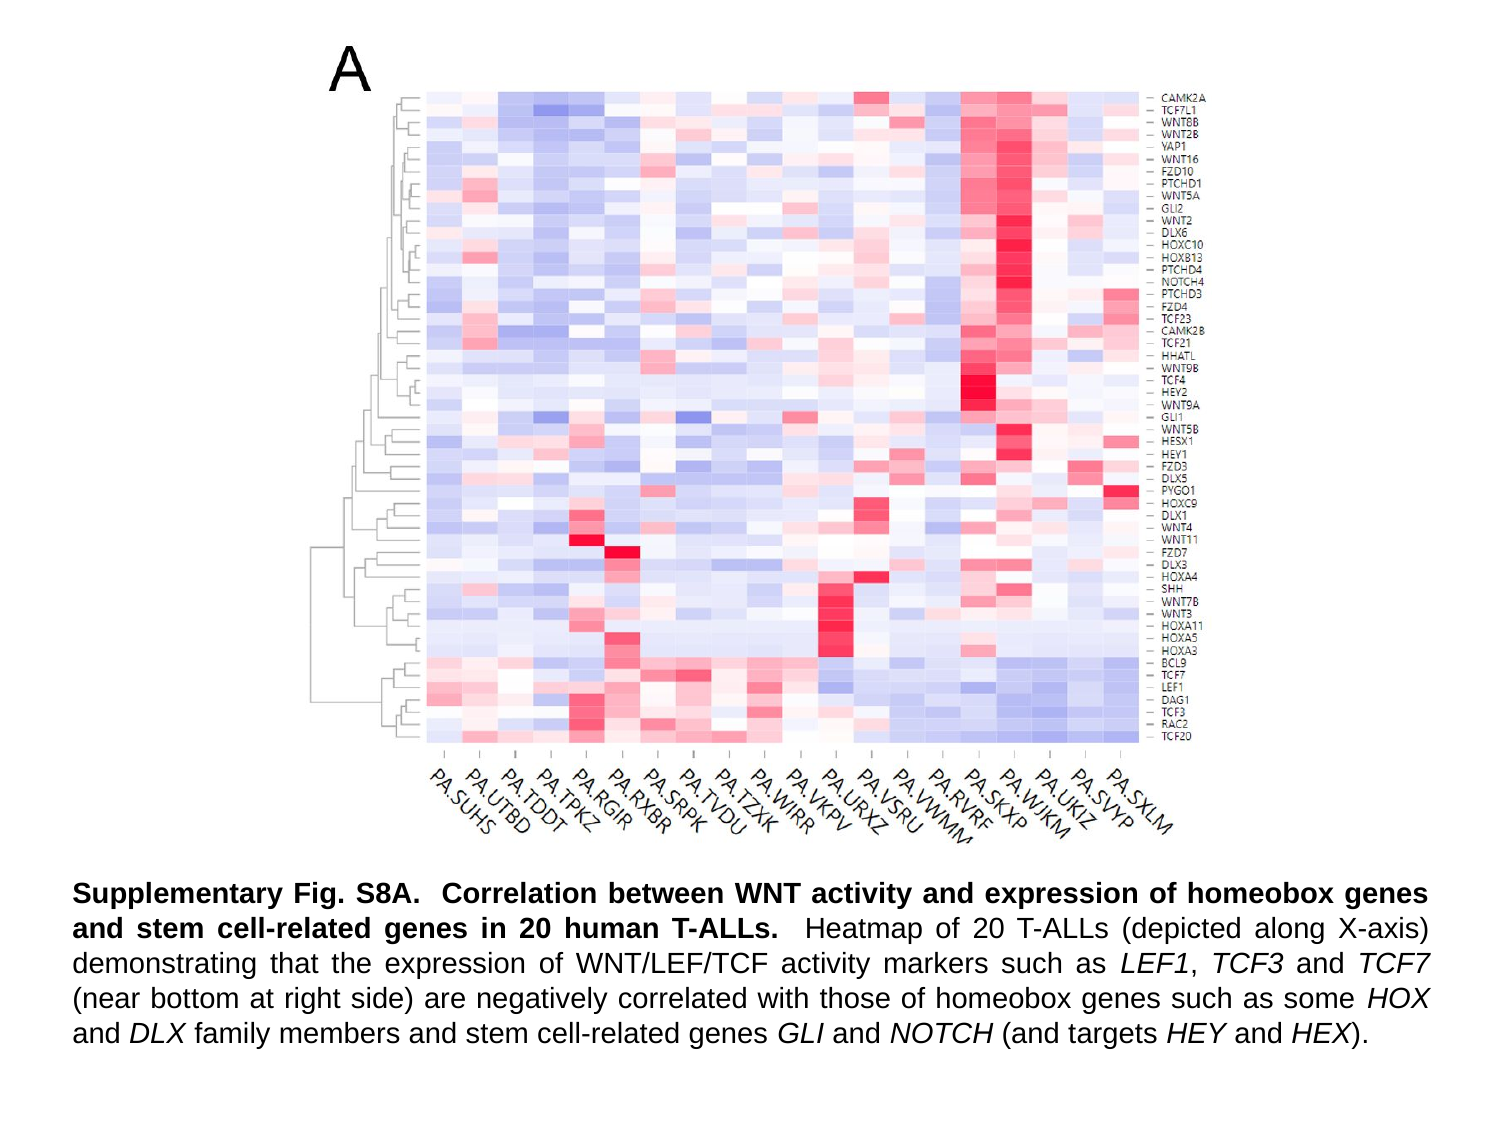

Supplementary Fig. S8A. Correlation between WNT activity and expression of homeobox genes and stem cell-related genes in 20 human T-ALLs. Heatmap of 20 T-ALLs (depicted along X-axis) demonstrating that the expression of WNT/LEF/TCF activity markers such as LEF1, TCF3 and TCF7 (near bottom at right side) are negatively correlated with those of homeobox genes such as some HOX and DLX family members and stem cell-related genes GLI and NOTCH (and targets HEY and HEX).

## Slide 17
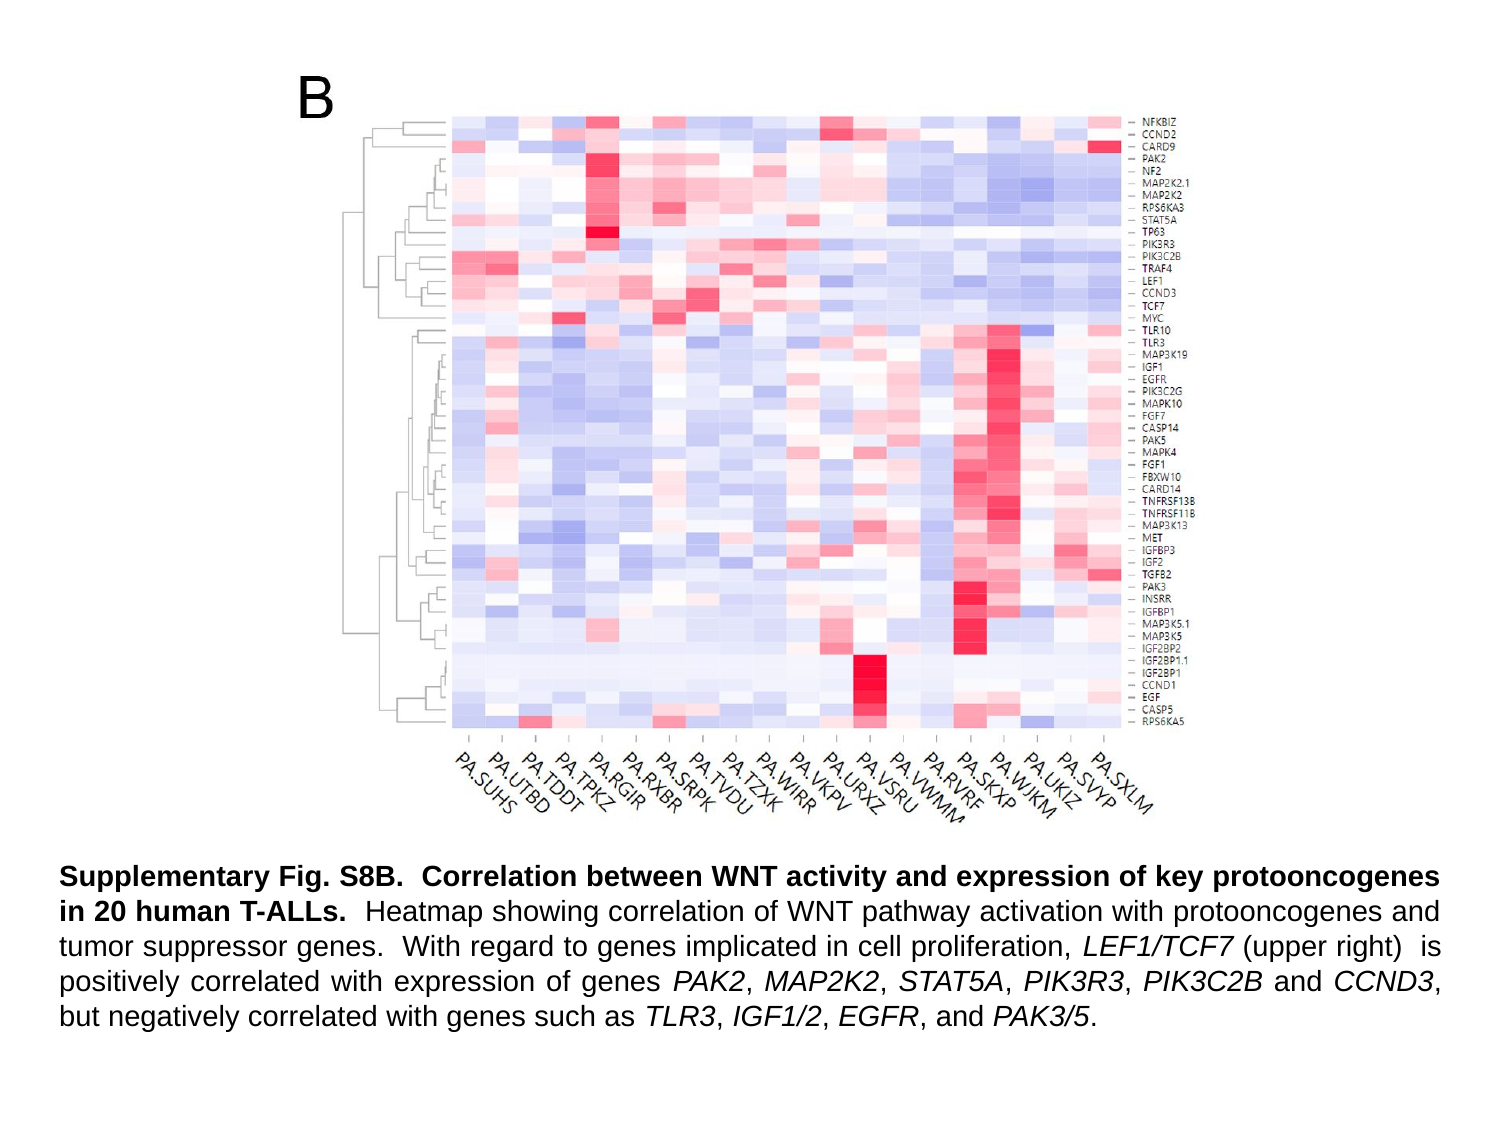

Supplementary Fig. S8B. Correlation between WNT activity and expression of key protooncogenes in 20 human T-ALLs. Heatmap showing correlation of WNT pathway activation with protooncogenes and tumor suppressor genes. With regard to genes implicated in cell proliferation, LEF1/TCF7 (upper right) is positively correlated with expression of genes PAK2, MAP2K2, STAT5A, PIK3R3, PIK3C2B and CCND3, but negatively correlated with genes such as TLR3, IGF1/2, EGFR, and PAK3/5.

## Slide 18
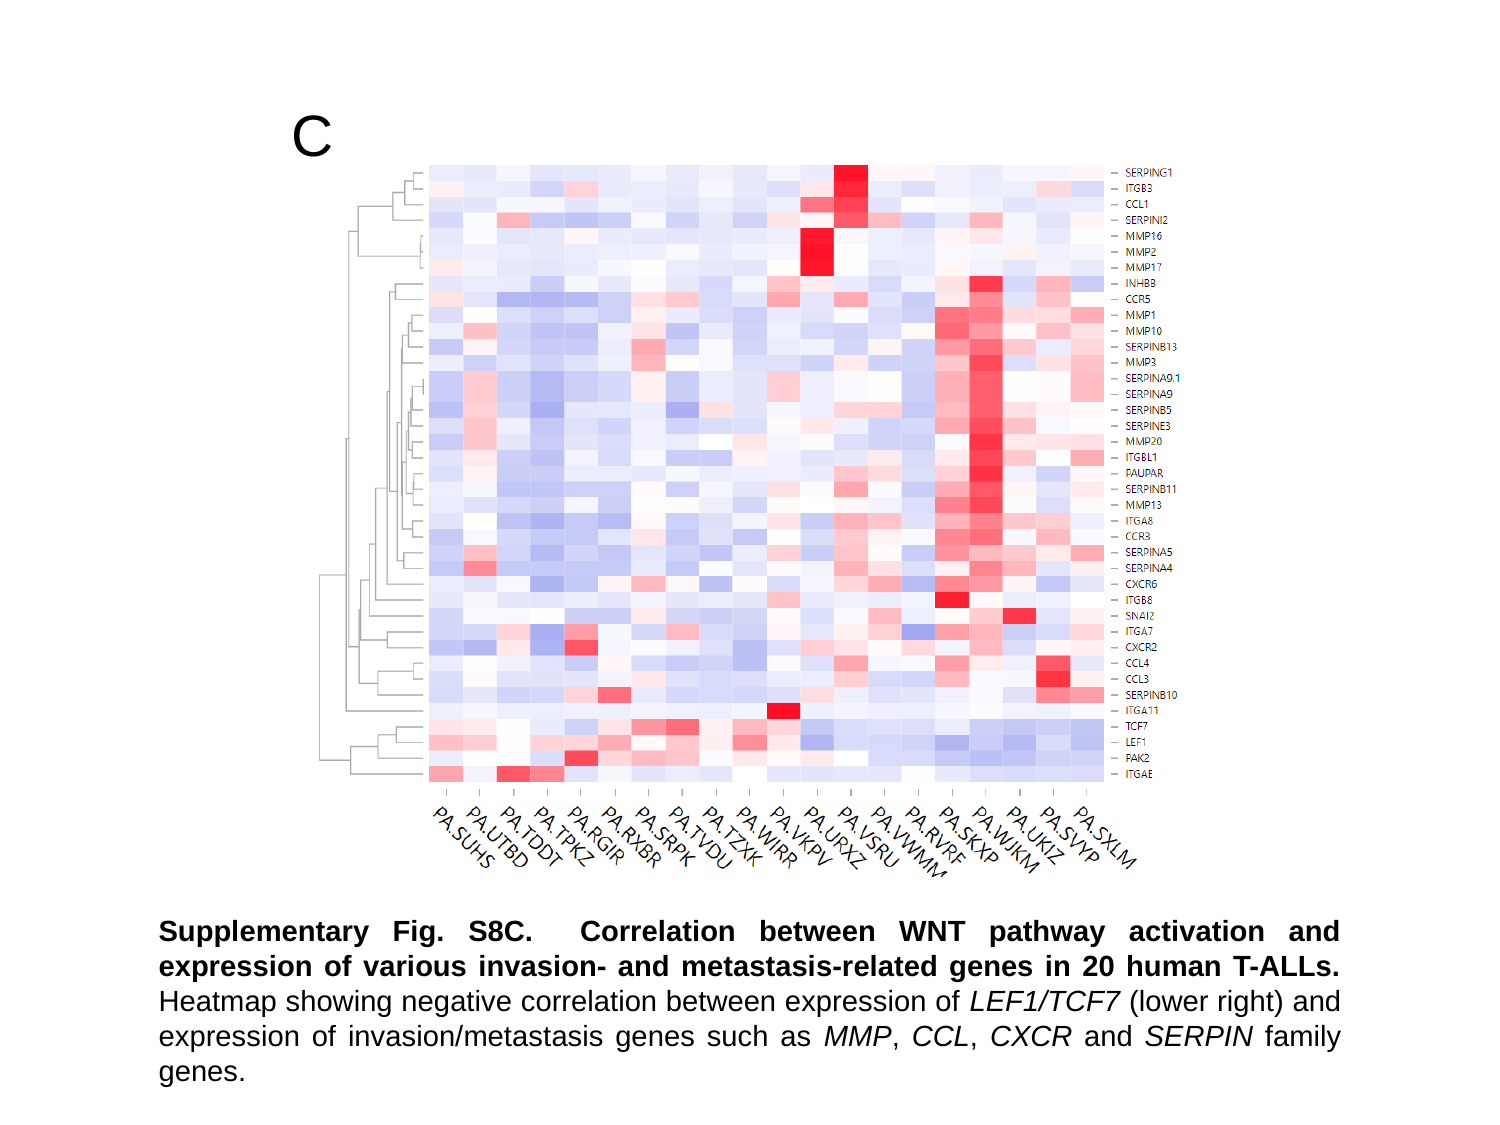

# C
Supplementary Fig. S8C. Correlation between WNT pathway activation and expression of various invasion- and metastasis-related genes in 20 human T-ALLs. Heatmap showing negative correlation between expression of LEF1/TCF7 (lower right) and expression of invasion/metastasis genes such as MMP, CCL, CXCR and SERPIN family genes.

## Slide 19
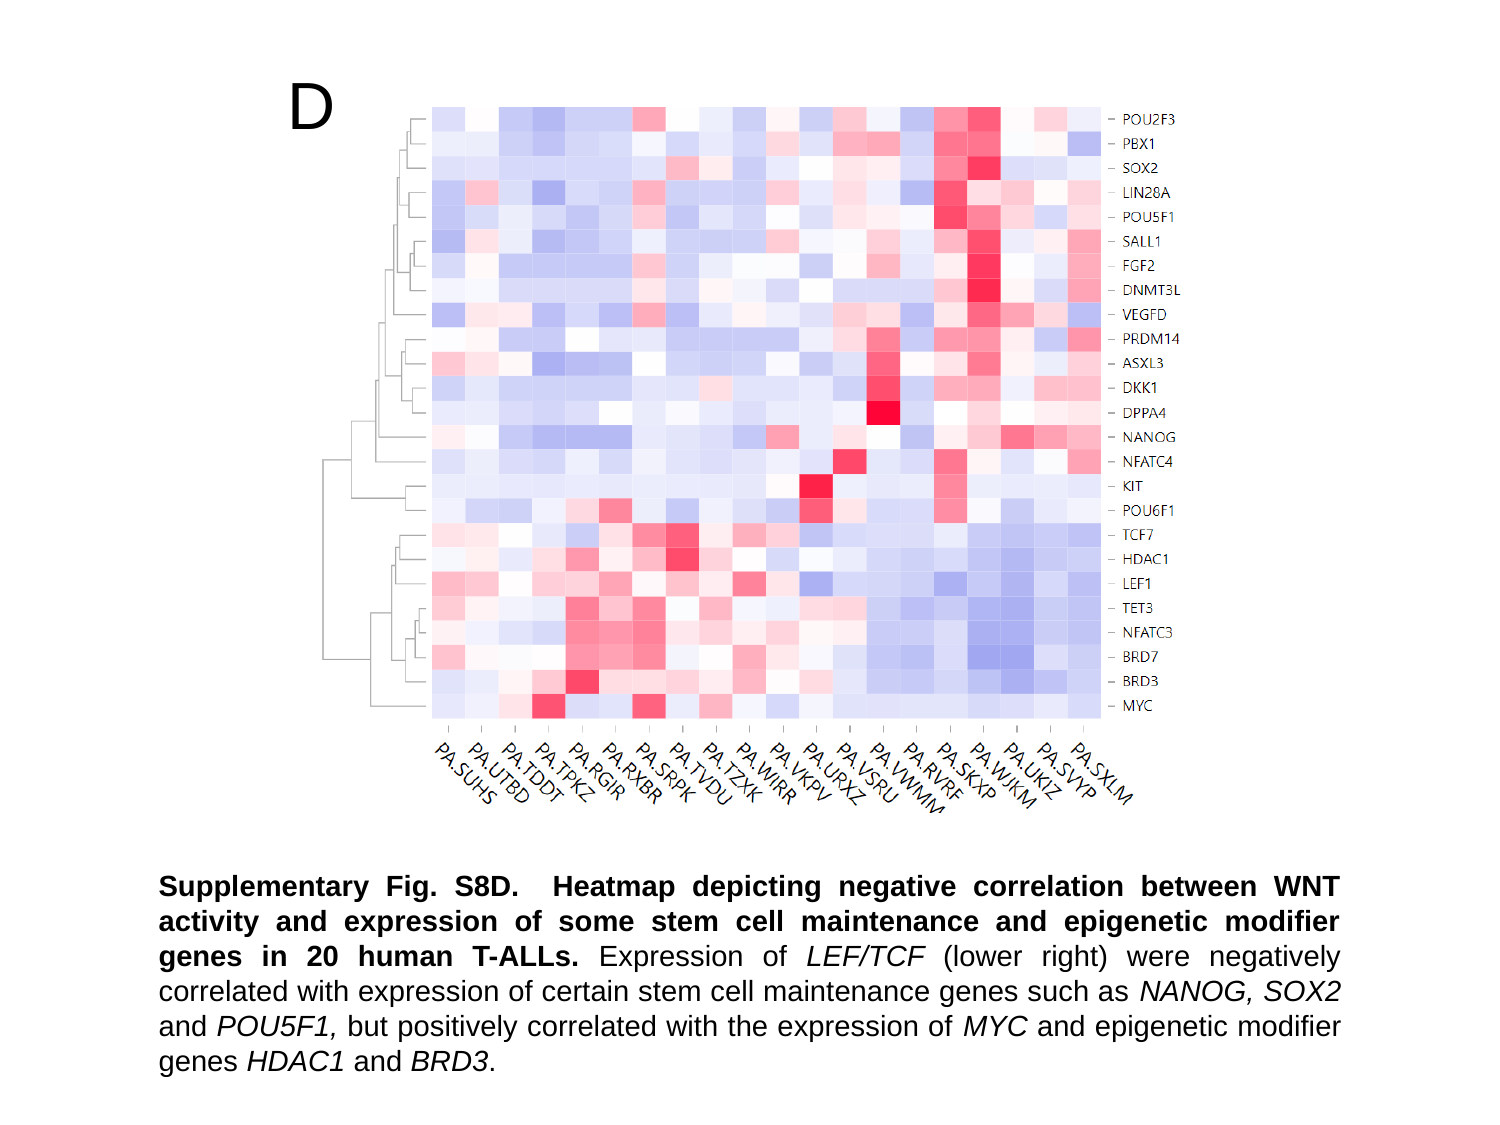

# D
Supplementary Fig. S8D. Heatmap depicting negative correlation between WNT activity and expression of some stem cell maintenance and epigenetic modifier genes in 20 human T-ALLs. Expression of LEF/TCF (lower right) were negatively correlated with expression of certain stem cell maintenance genes such as NANOG, SOX2 and POU5F1, but positively correlated with the expression of MYC and epigenetic modifier genes HDAC1 and BRD3.

## Slide 20
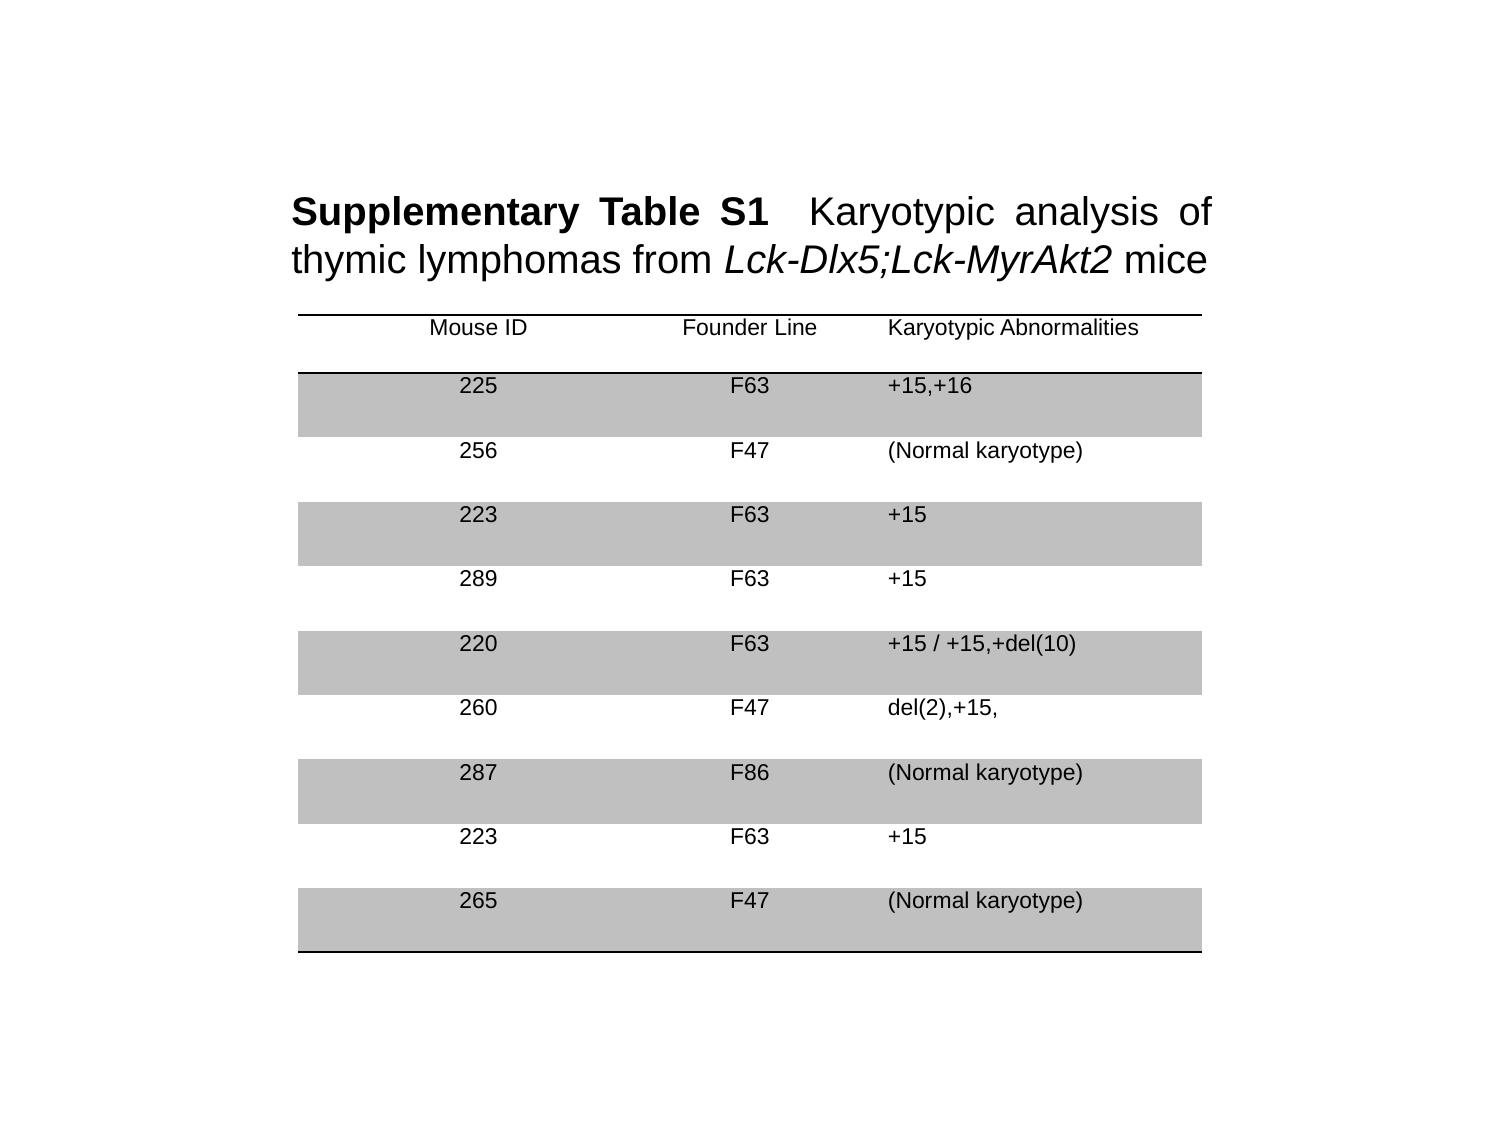

# Supplementary Table S1 Karyotypic analysis of thymic lymphomas from Lck-Dlx5;Lck-MyrAkt2 mice
| Mouse ID | Founder Line | Karyotypic Abnormalities |
| --- | --- | --- |
| 225 | F63 | +15,+16 |
| 256 | F47 | (Normal karyotype) |
| 223 | F63 | +15 |
| 289 | F63 | +15 |
| 220 | F63 | +15 / +15,+del(10) |
| 260 | F47 | del(2),+15, |
| 287 | F86 | (Normal karyotype) |
| 223 | F63 | +15 |
| 265 | F47 | (Normal karyotype) |

## Slide 21
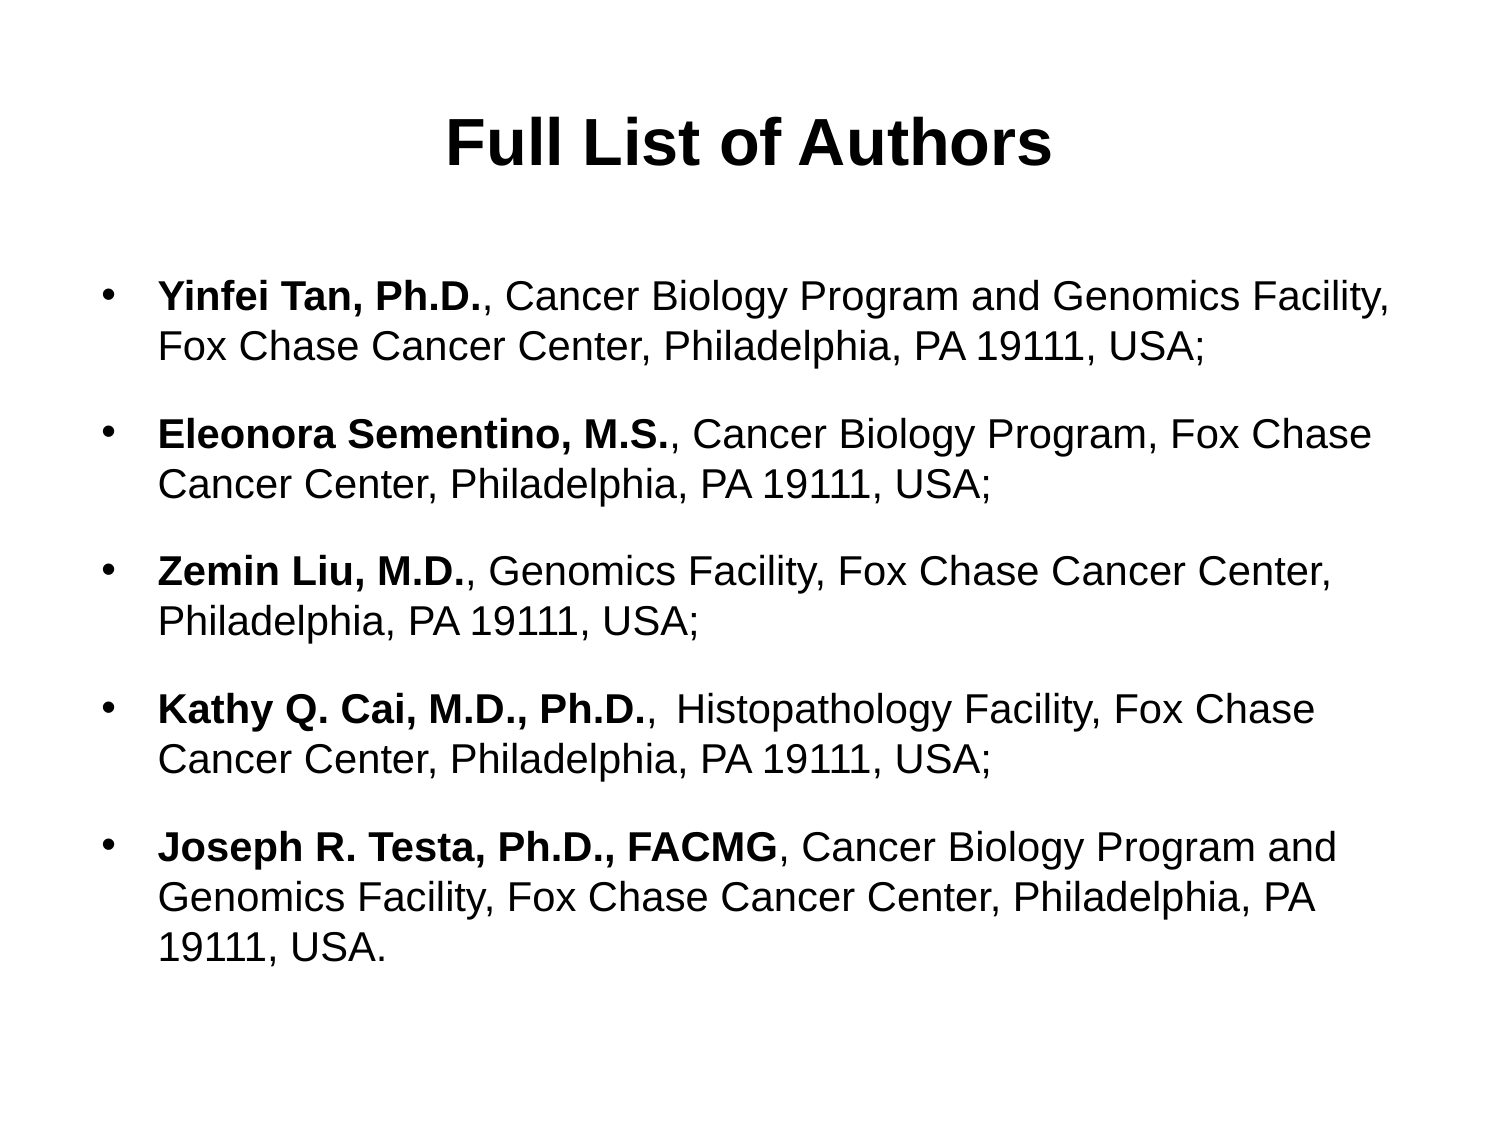

# Full List of Authors
Yinfei Tan, Ph.D., Cancer Biology Program and Genomics Facility, Fox Chase Cancer Center, Philadelphia, PA 19111, USA;
Eleonora Sementino, M.S., Cancer Biology Program, Fox Chase Cancer Center, Philadelphia, PA 19111, USA;
Zemin Liu, M.D., Genomics Facility, Fox Chase Cancer Center, Philadelphia, PA 19111, USA;
Kathy Q. Cai, M.D., Ph.D., Histopathology Facility, Fox Chase Cancer Center, Philadelphia, PA 19111, USA;
Joseph R. Testa, Ph.D., FACMG, Cancer Biology Program and Genomics Facility, Fox Chase Cancer Center, Philadelphia, PA 19111, USA.

# Supplementary material for: Wnt signaling mediates oncogenic synergy between Akt and Dlx5 in T-cell lymphomagenesis by enhancing cholesterol synthesis
**Source:** Sci Rep. 2020 Sep 28;10:15837. doi: 10.1038/s41598-020-72822-w
**Supplement:** Supplementary file 2 — Supplementary information 2.

Raw blots

Fig.1C

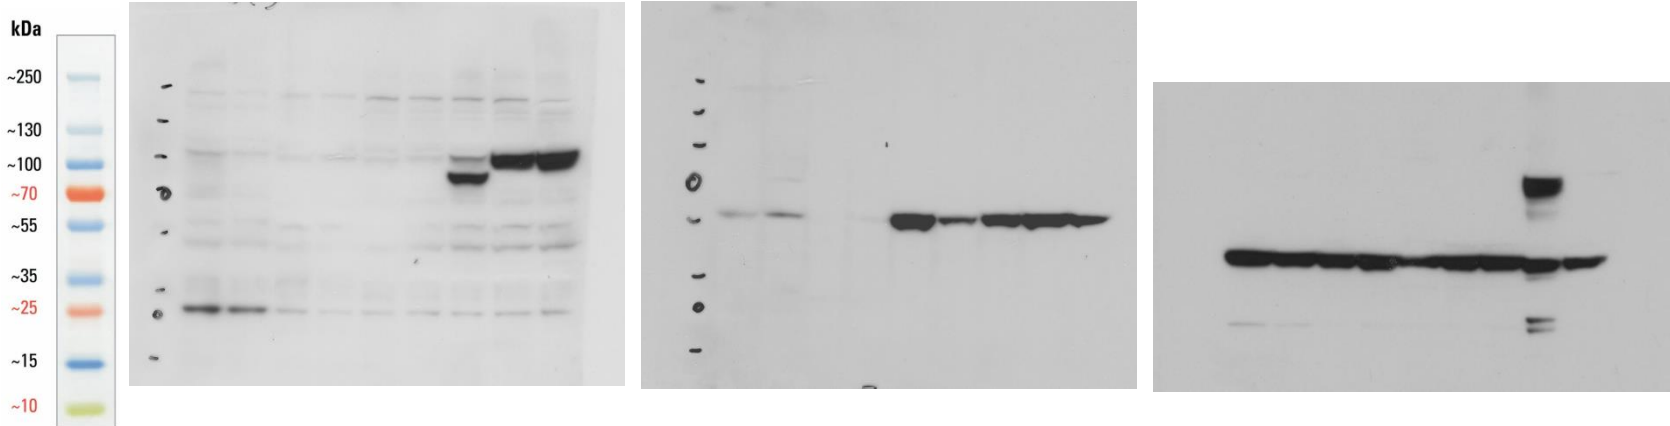

$\beta$ -Catenin

Lef1

Gsk3 $\beta$

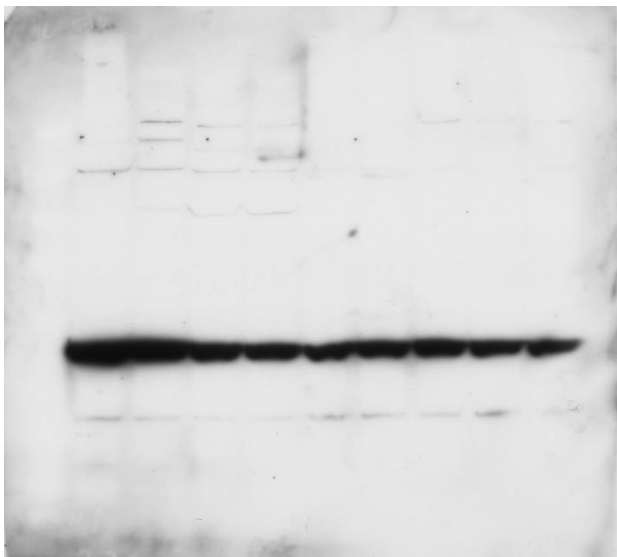

$\beta$ -Actin

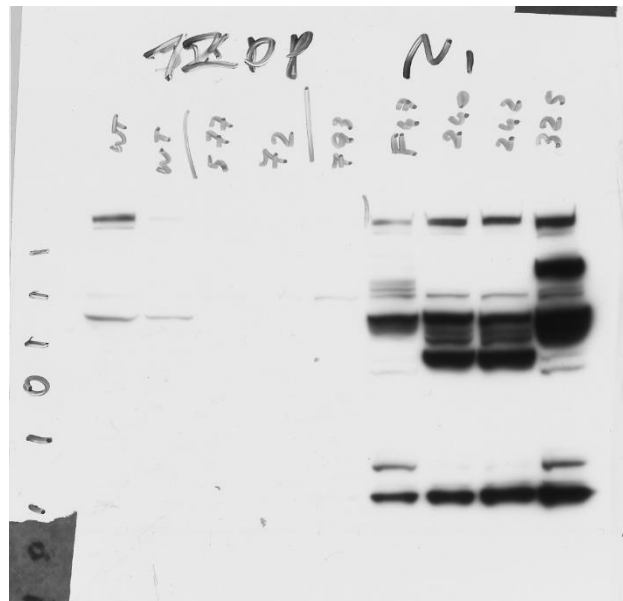

Notch1

Fig.1C- continued

Notch3

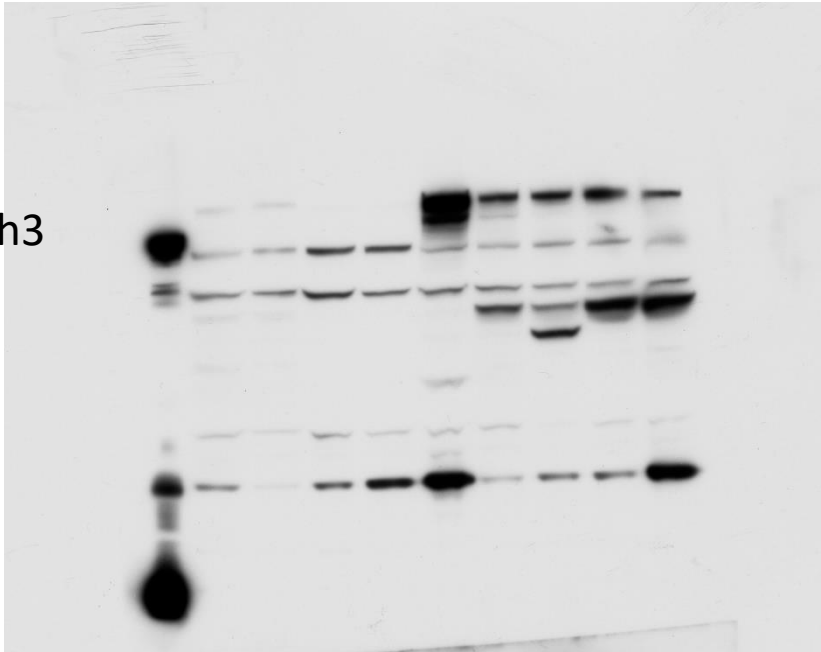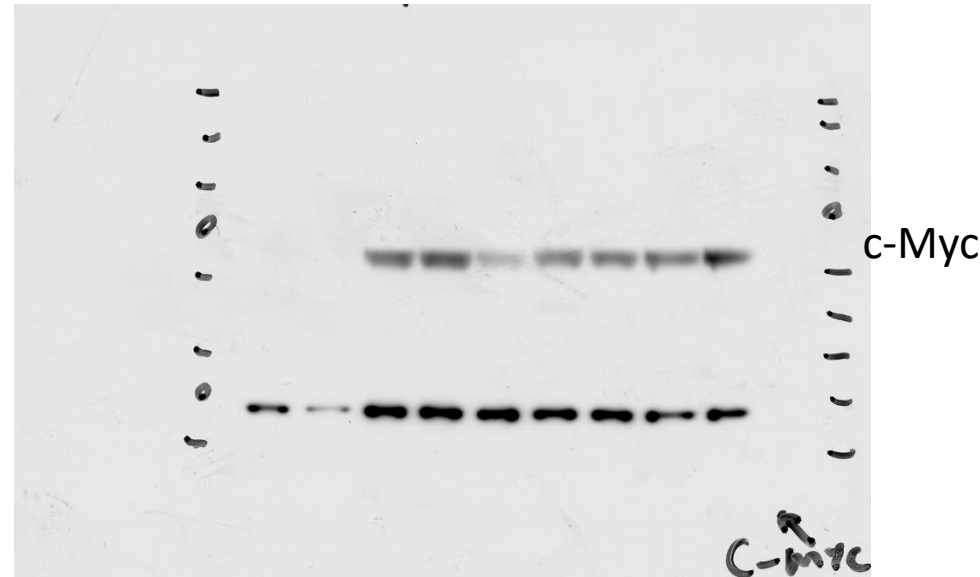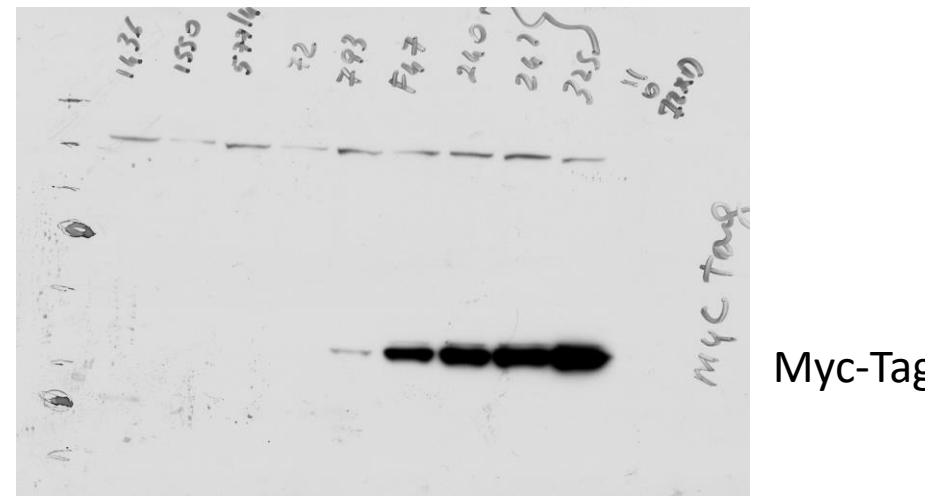

# Fig.2c

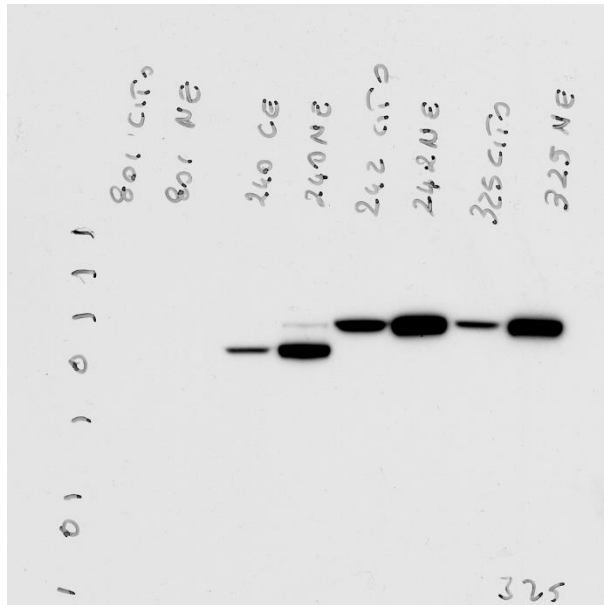

β-Catenin

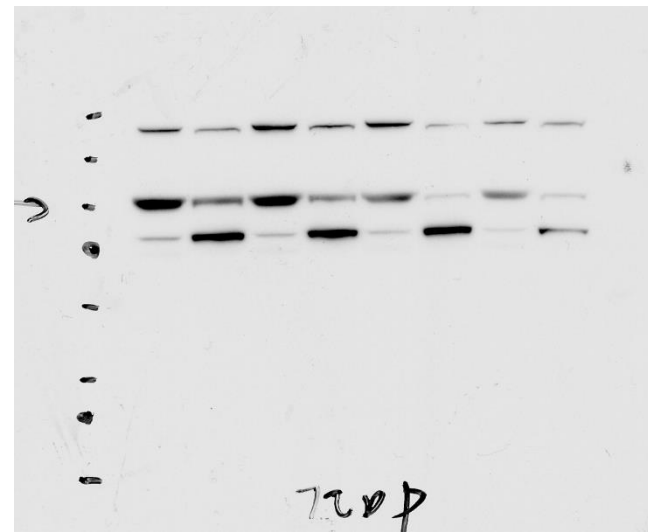

Hsp90&LaminB

Fig.3B

DP240

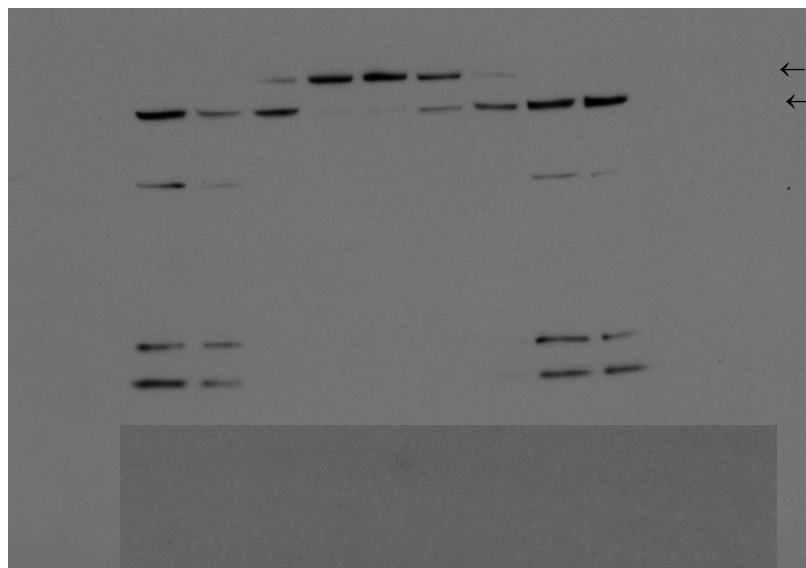

DP242

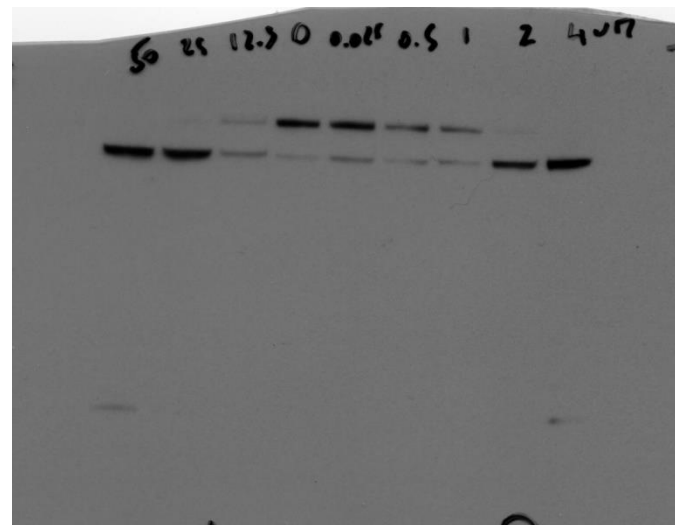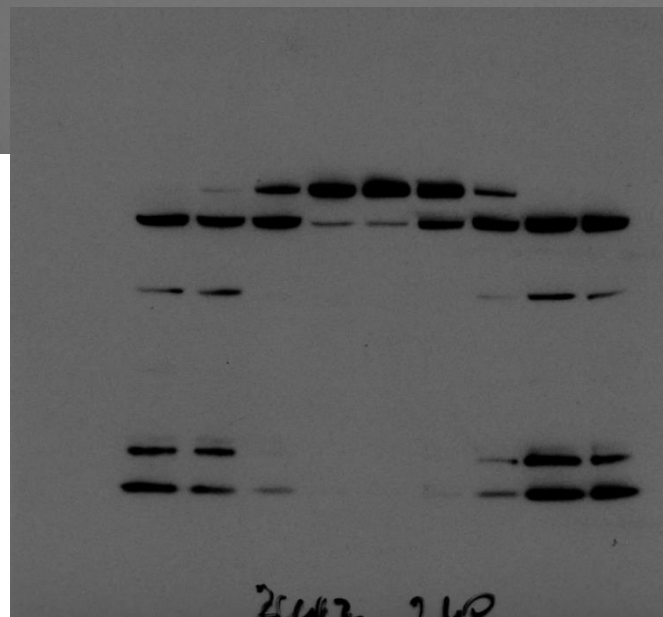

← Cleaved Caspase3

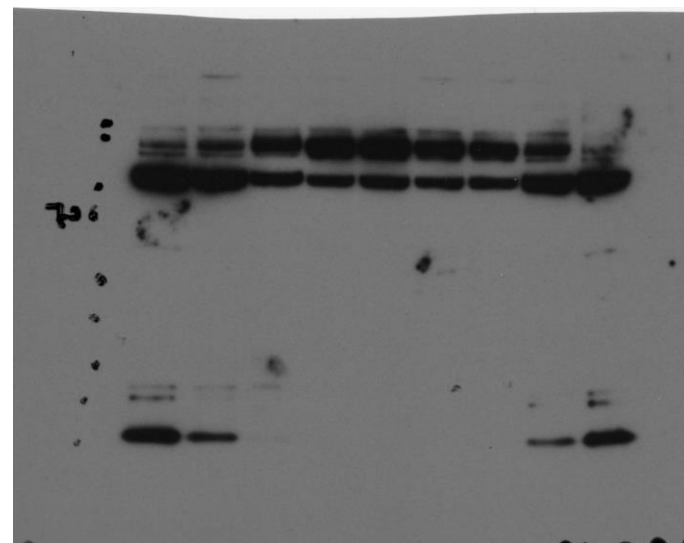

Fig.3B

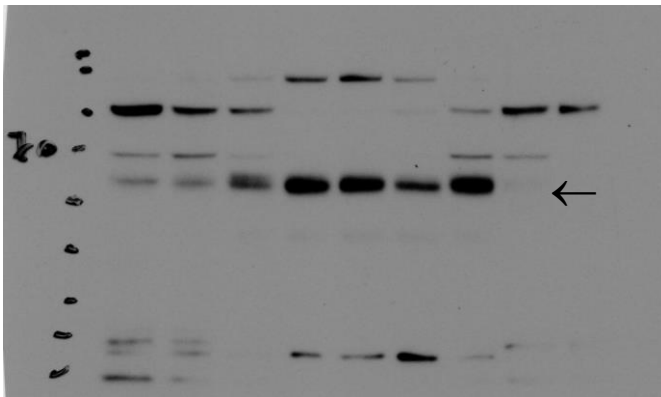

Myc

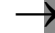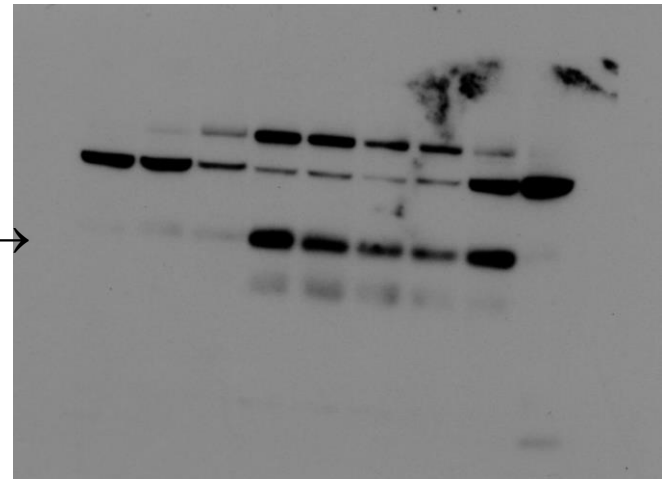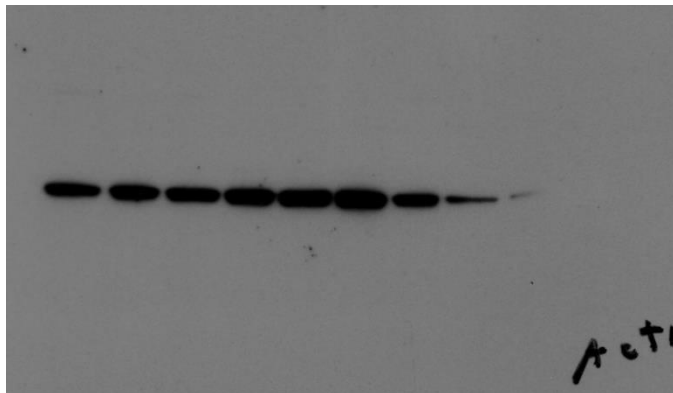

Actin

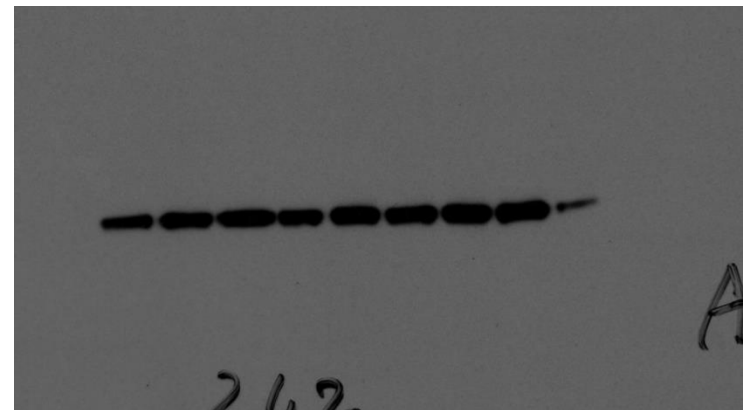

Fig5E

DP240

RO      sim

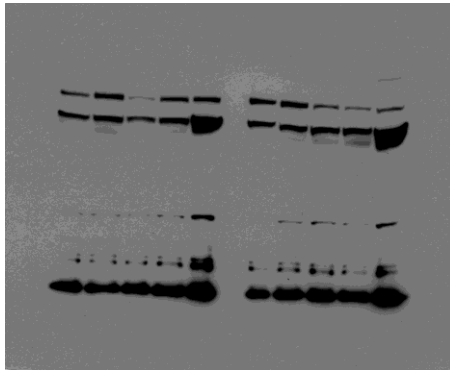

DP242

RO      sim

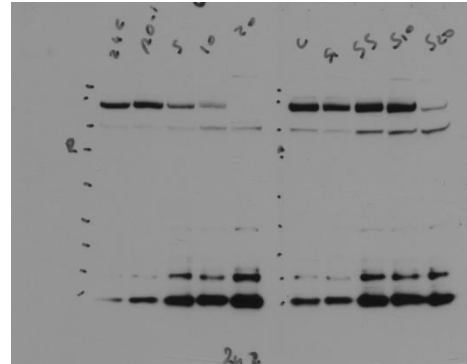

CyclinD3

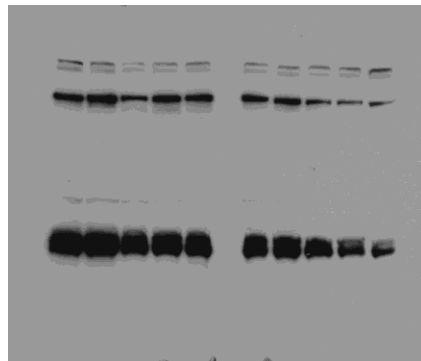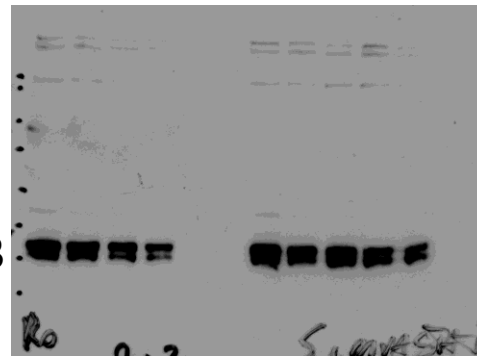

Gapdh

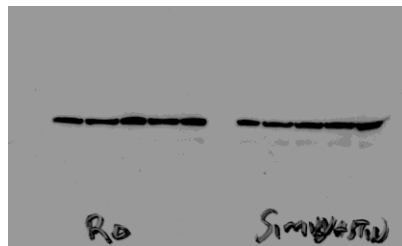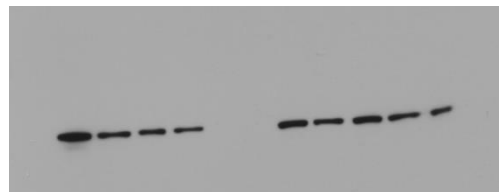

Fig.5G DP240

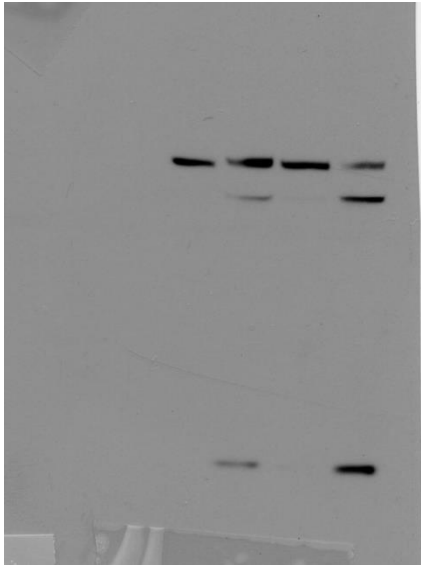

Parp + Caspase3

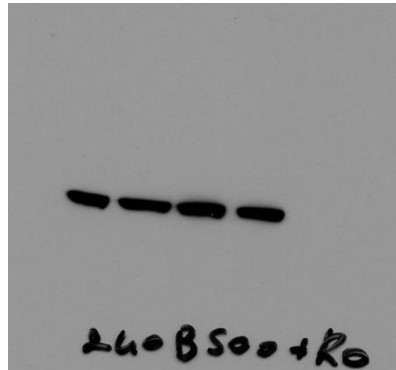

Gapdh

# Fig.5G DP242

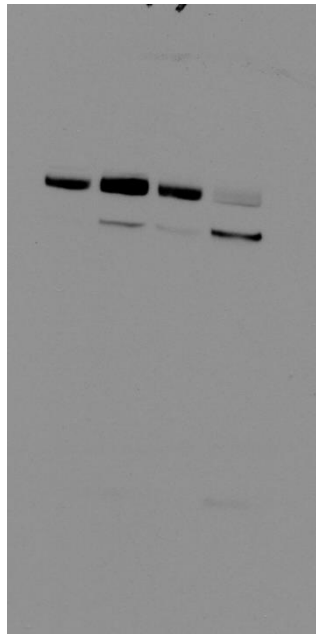

Parp

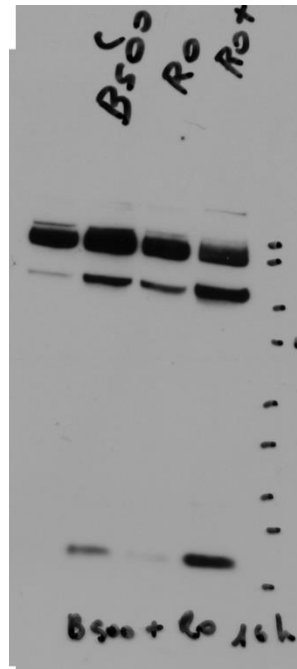

Caspase3

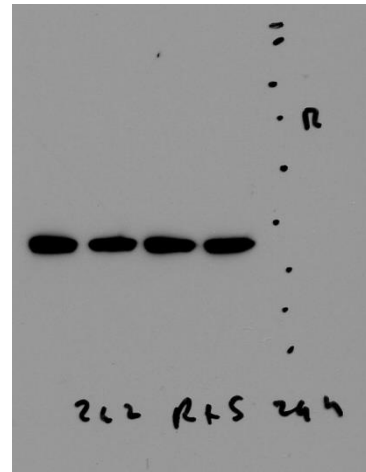

Gapdh

Fig6A

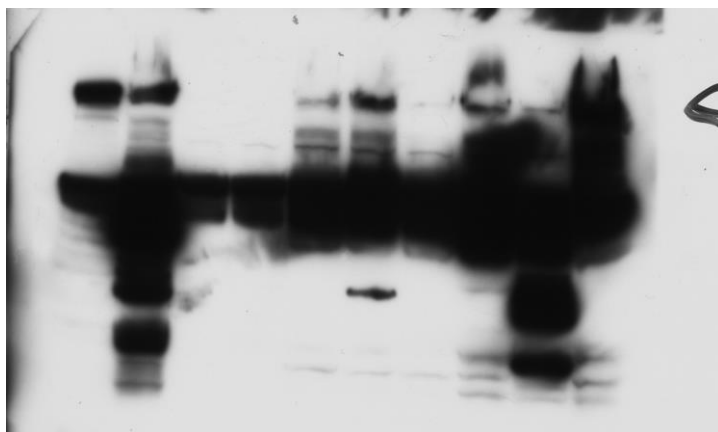

←NOTCH1→

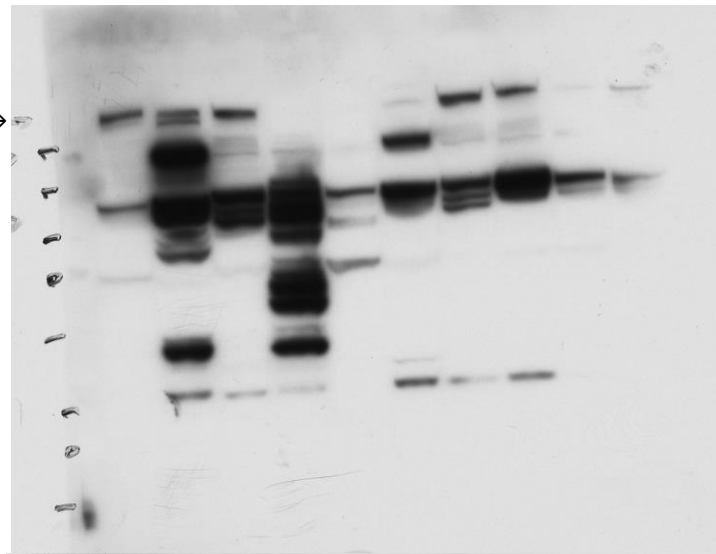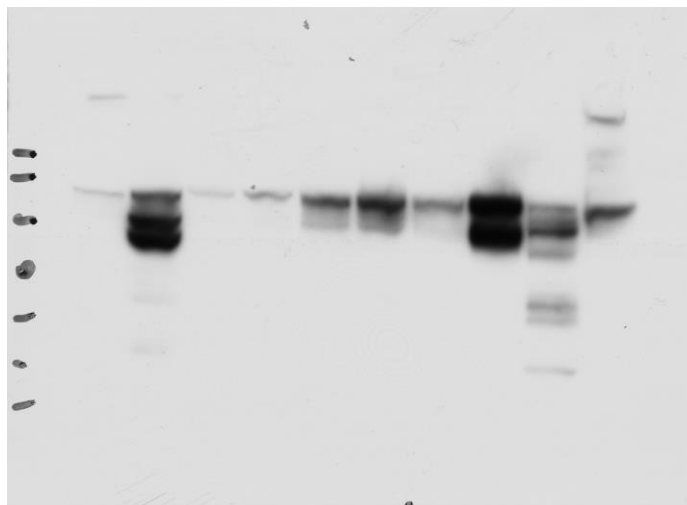

←Cleaved  
NOTCH1→

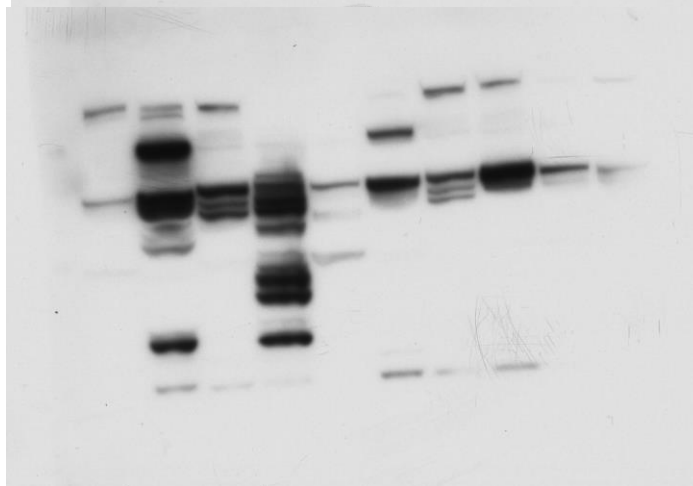

Fig6A

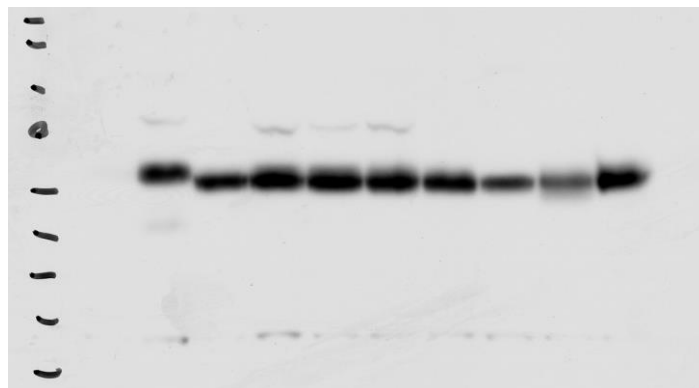

←MYC→

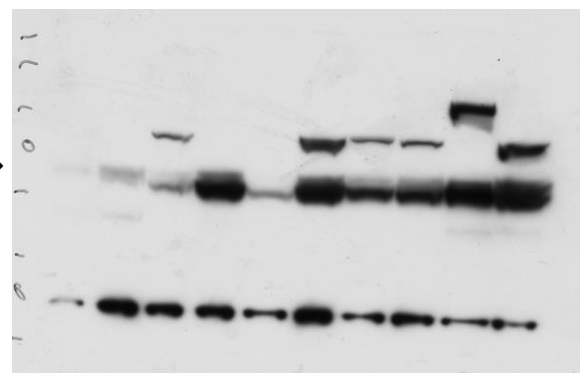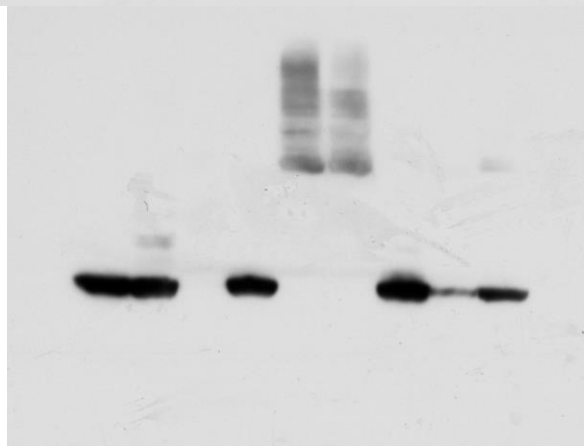

←PTEN→

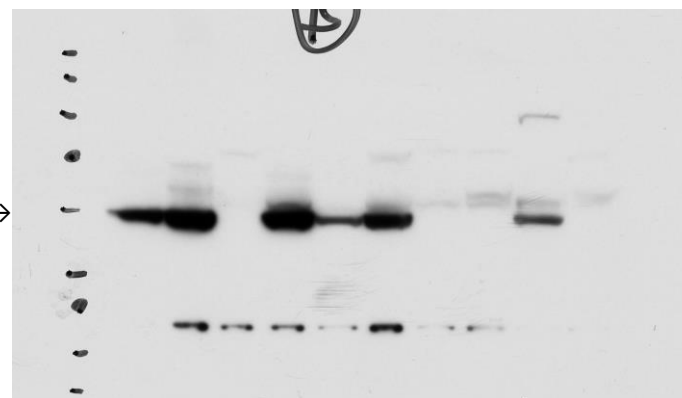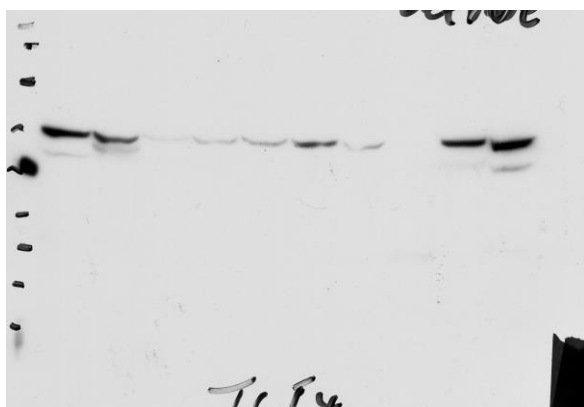

←TCF4→

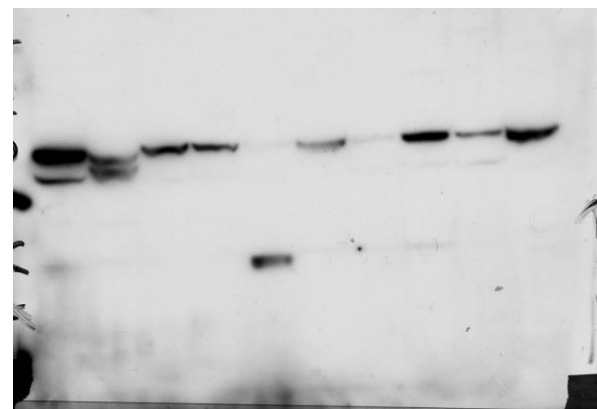

Fig6A

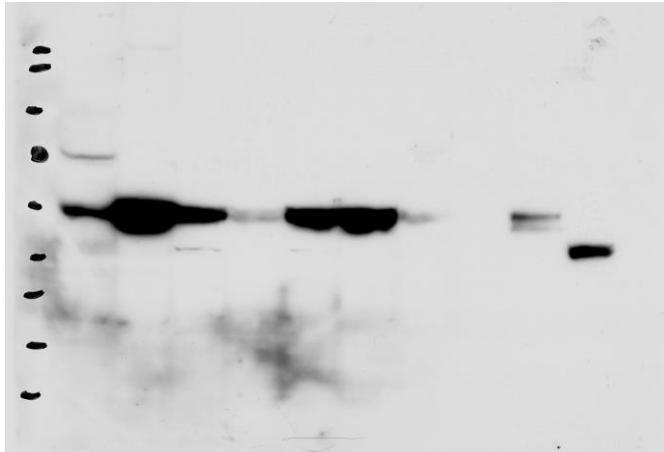

←LEF1→

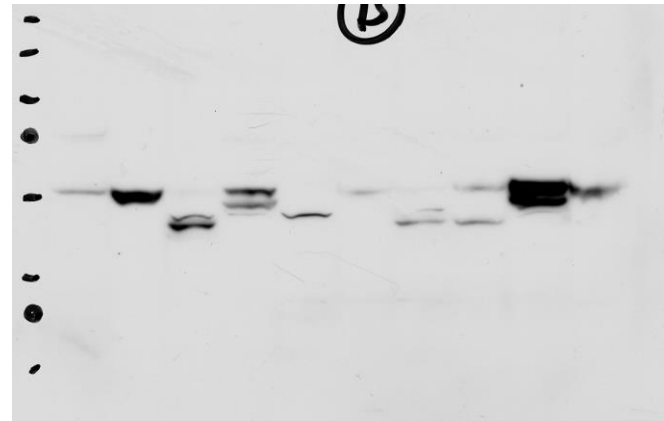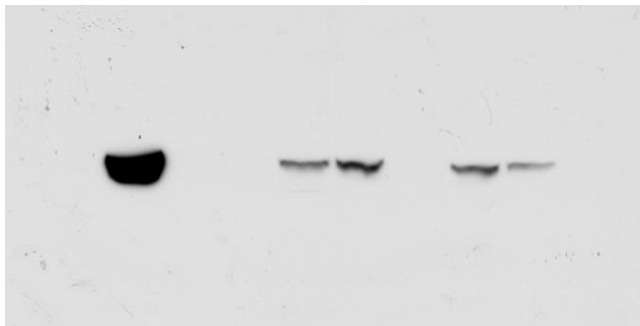

Beta-  
CATENIN

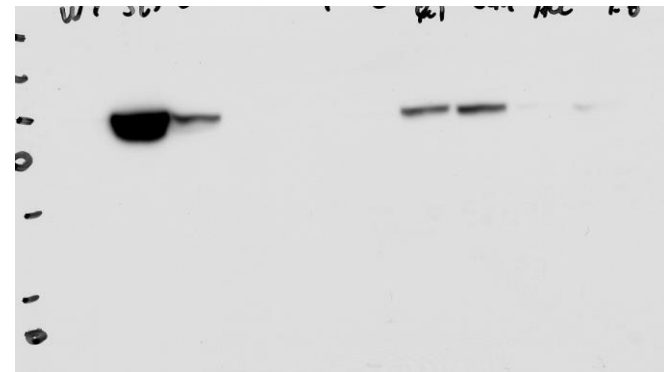

Fig6A

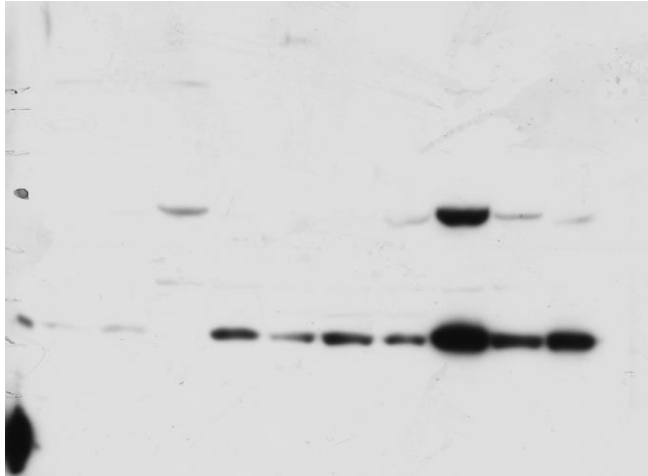

← HES1 →

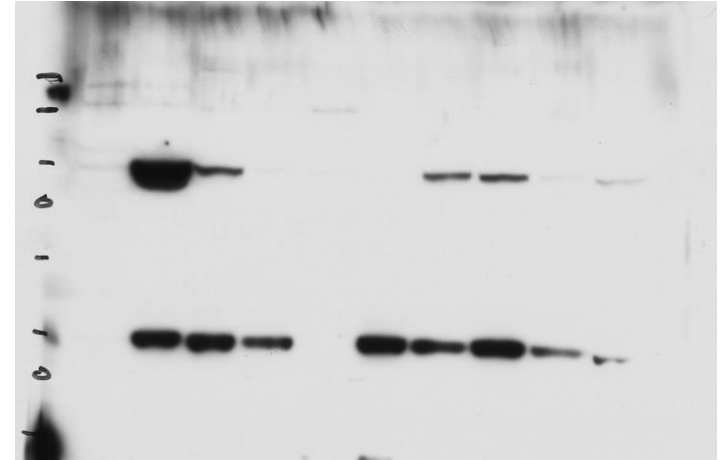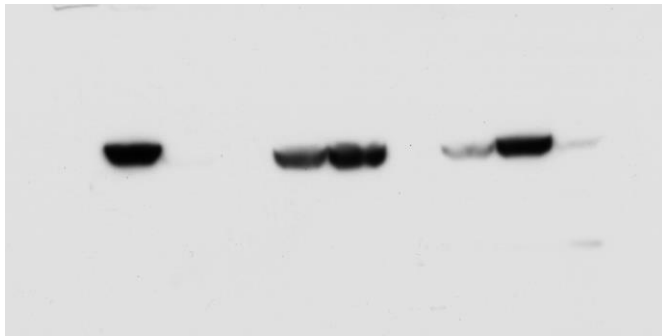

P-AKT

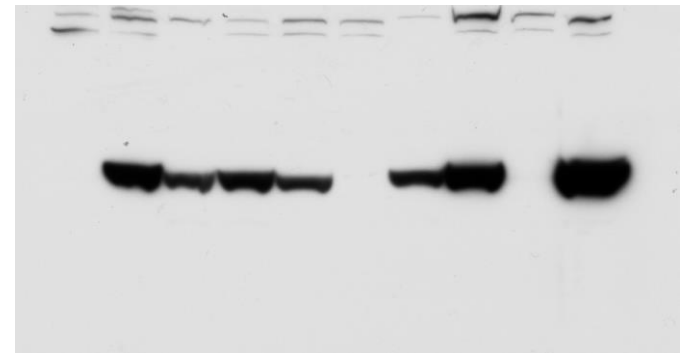

Fig6A

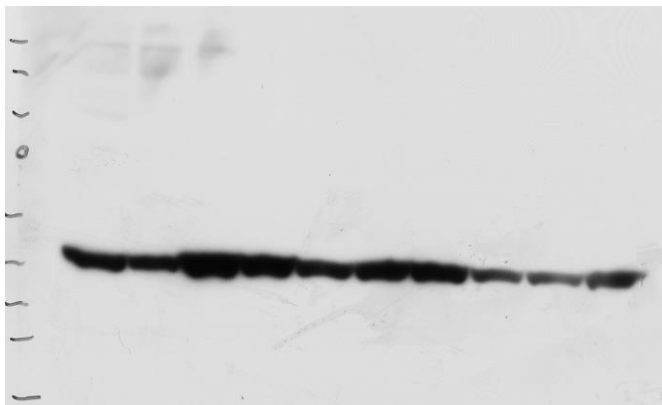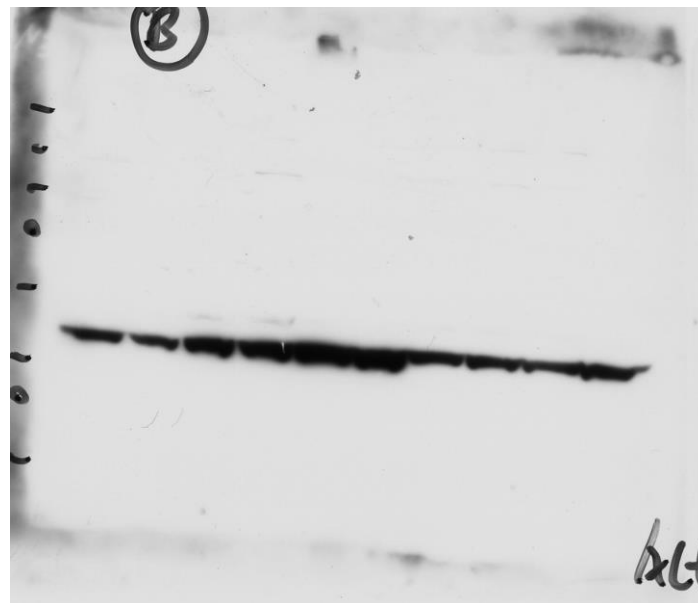

ACTIN

Fig6B

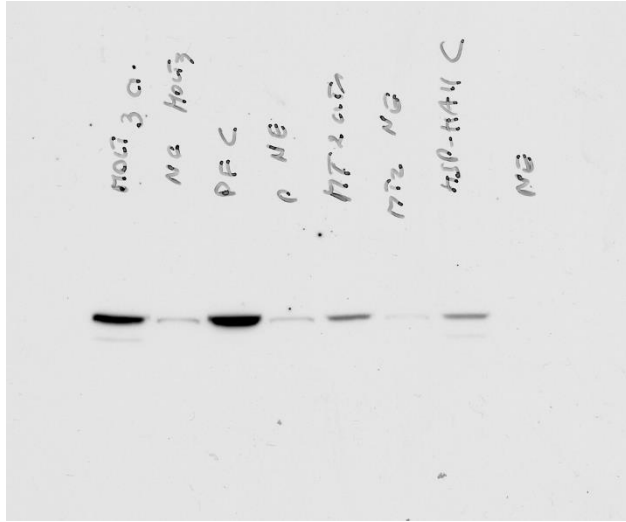

β-Catenin

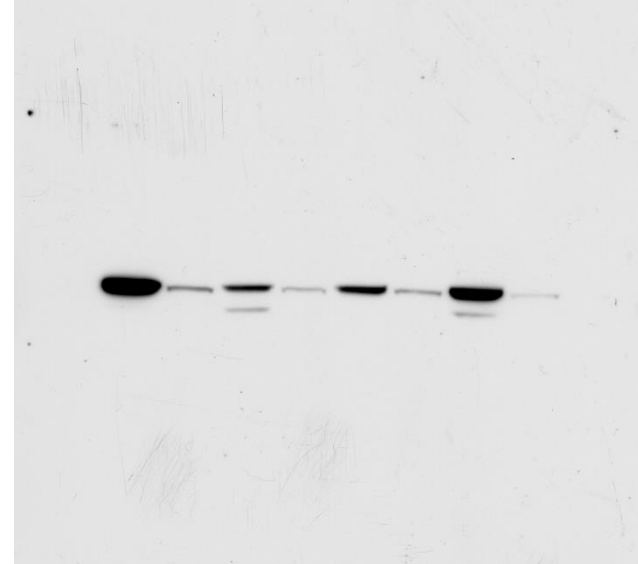

β-Catenin

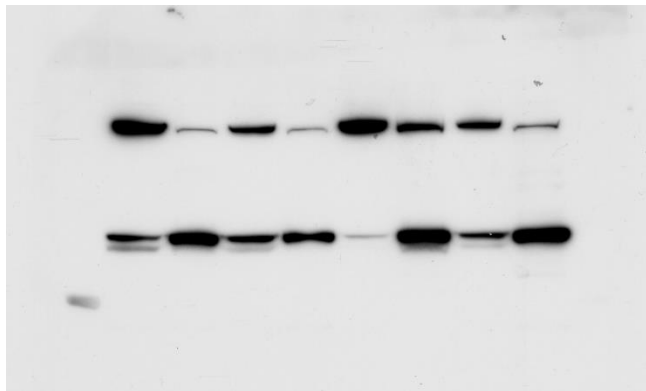

Hsp90&LaminB

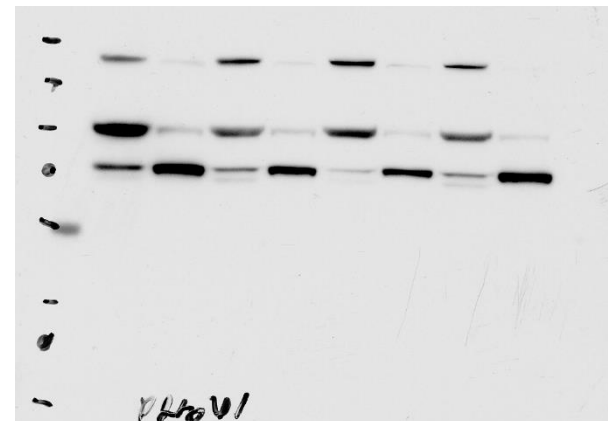

Hsp90&LaminB

Fig6E

TIB153

MOLT3

CUTTL1

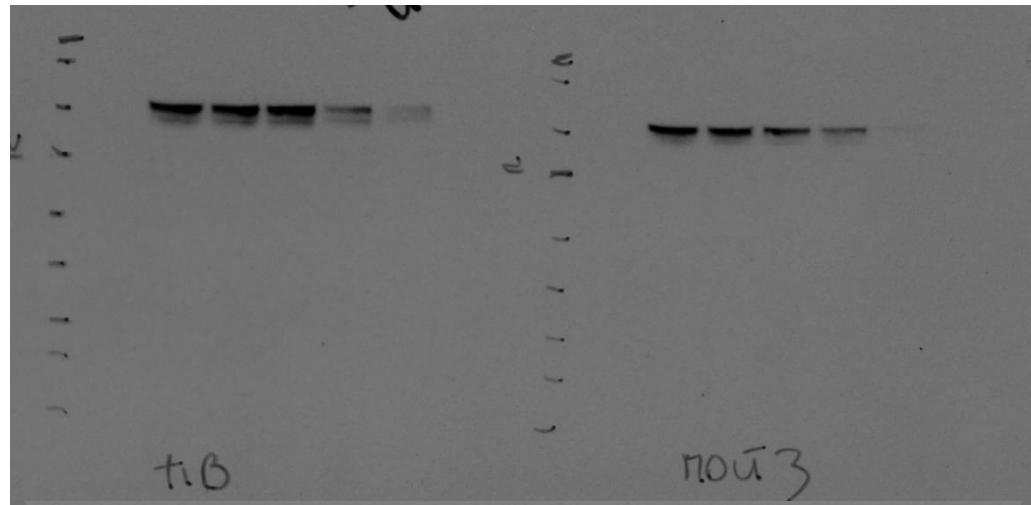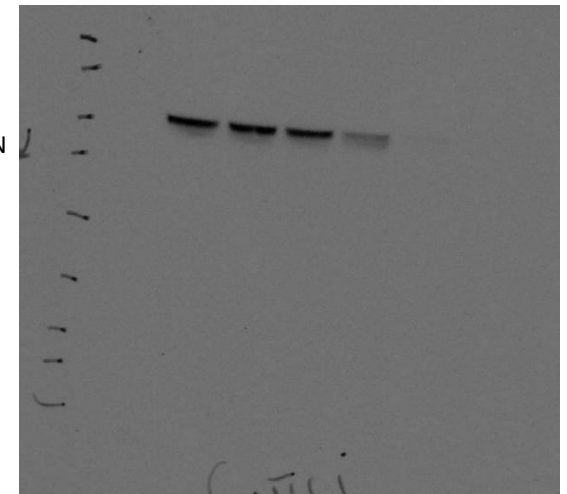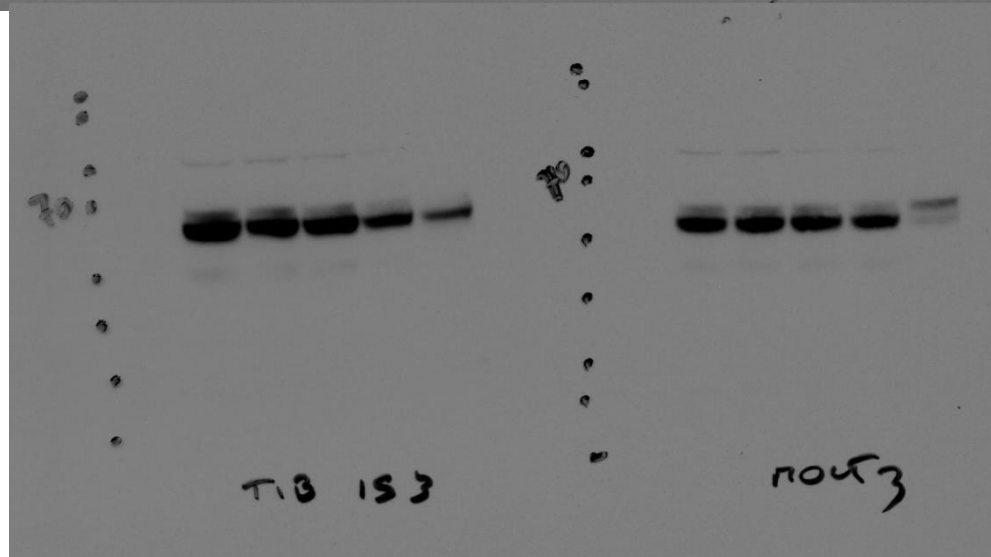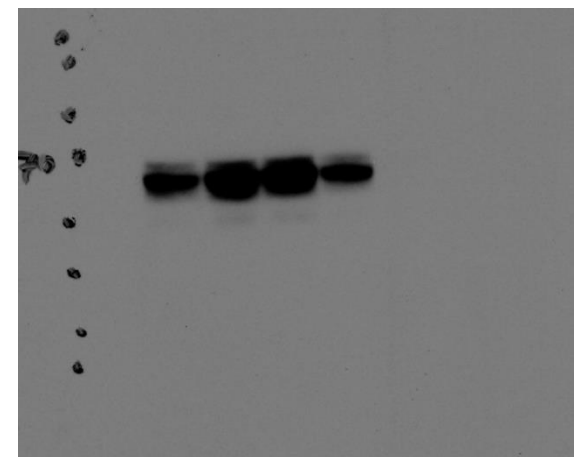

Fig6E

TIB153

MOLT3

CUTTL1

Cleaved CASPASE3

GAPDH

Parp

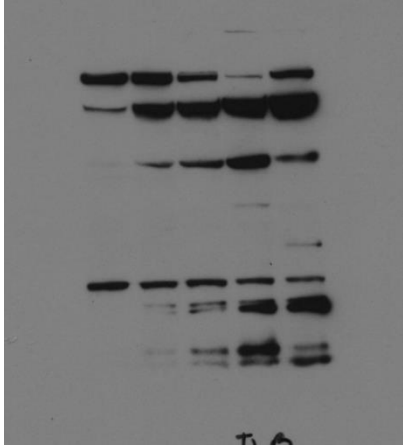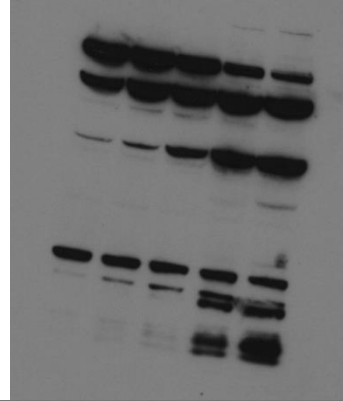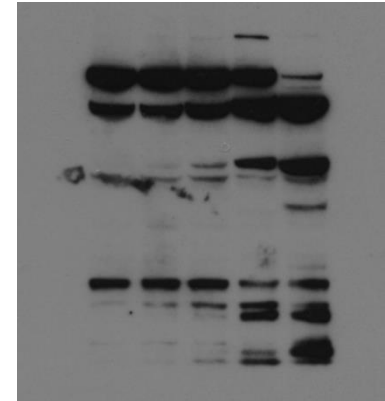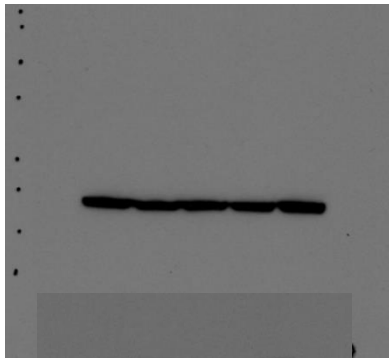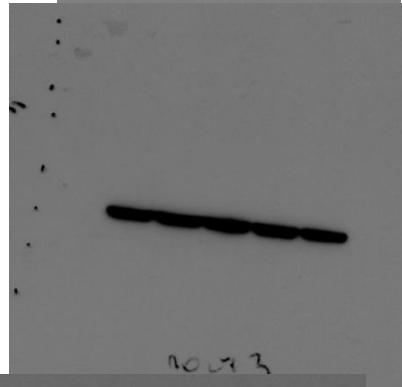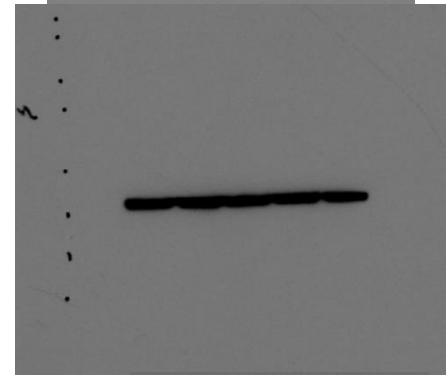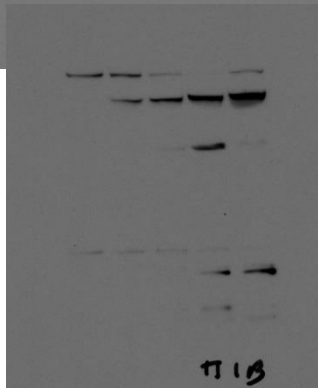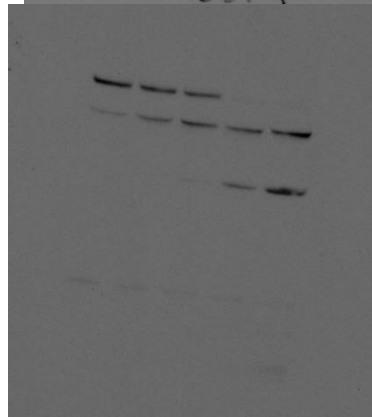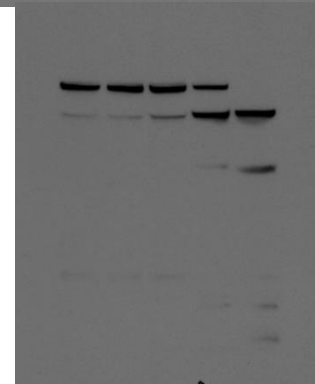

# Fig.7C-MOLT3

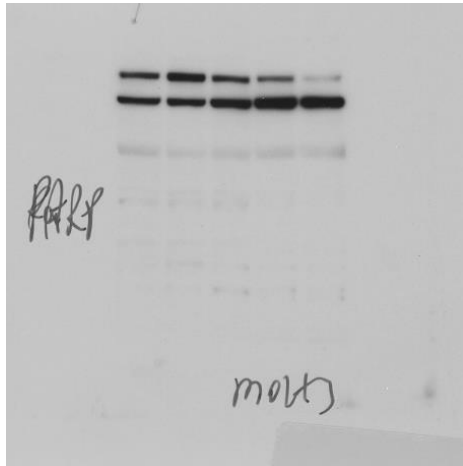

PARP

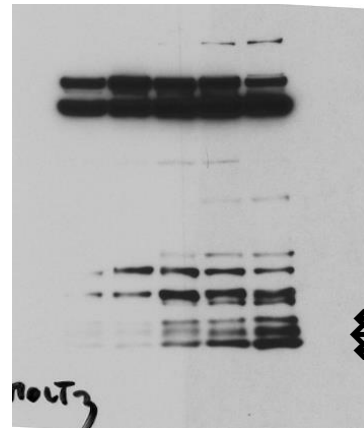

Caspase3

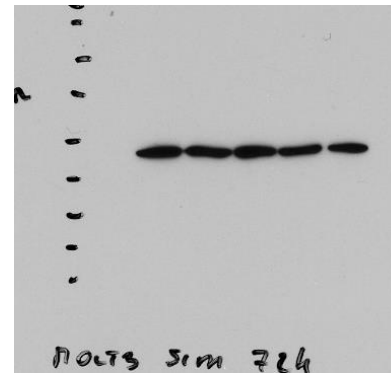

GAPDH

# Fig.7C-CUTTLL1

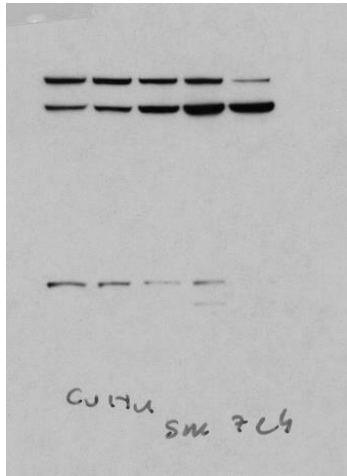

PARP

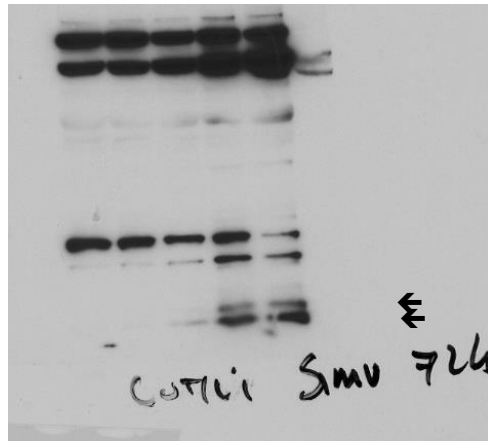

Caspase3

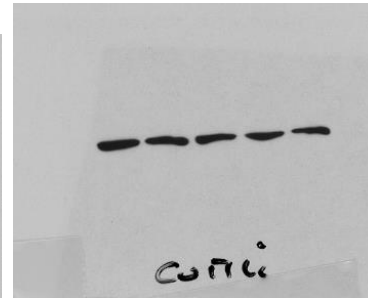

GAPDH

# Fig.7C-TIB-153

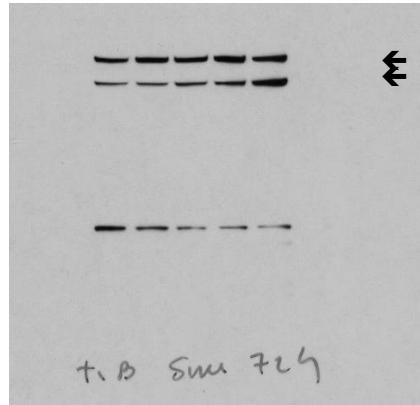

PARP

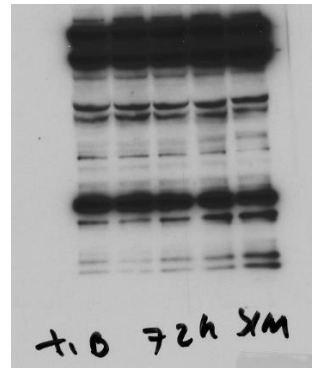

Caspase3

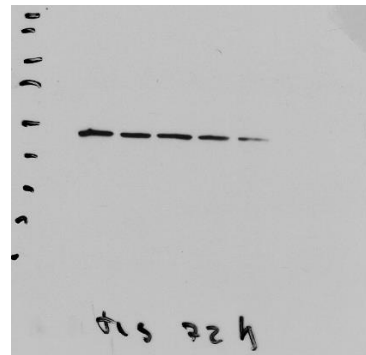

GAPDH

# Fig.7E-MOLT3

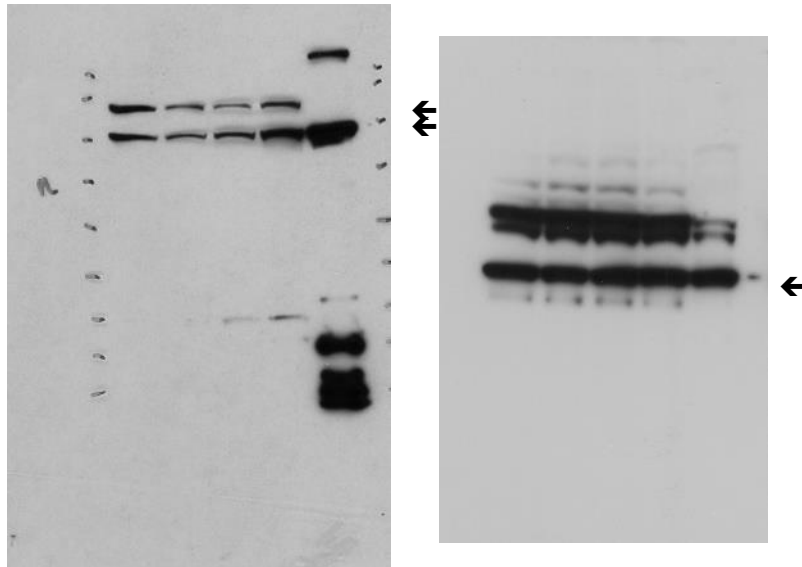

PARP+Caspase3

GAPDH

# Fig.7E-TIB-153

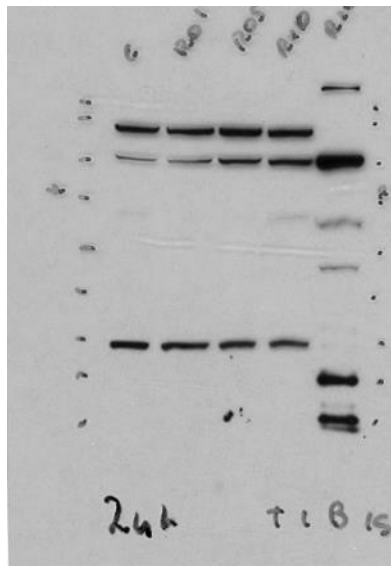

PARP+Caspase3

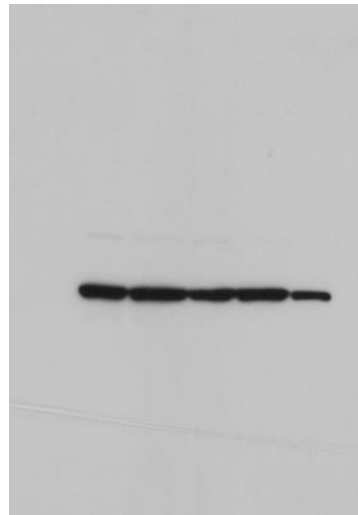

GAPDH

# Fig.7E-CUTT1

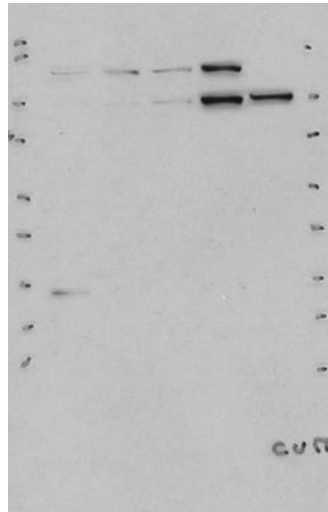

PARP+Caspase3

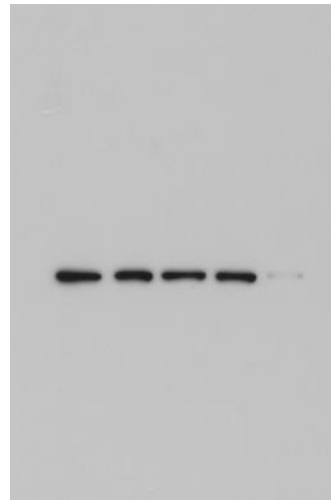

GAPDH

# Fig.7G-CUTTTL1

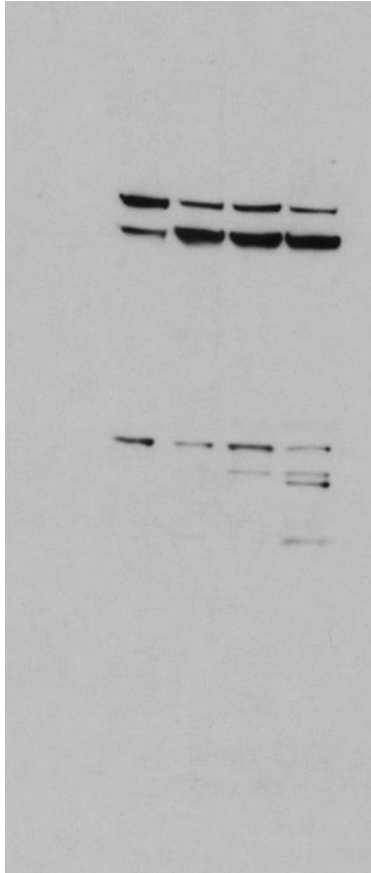

PARP

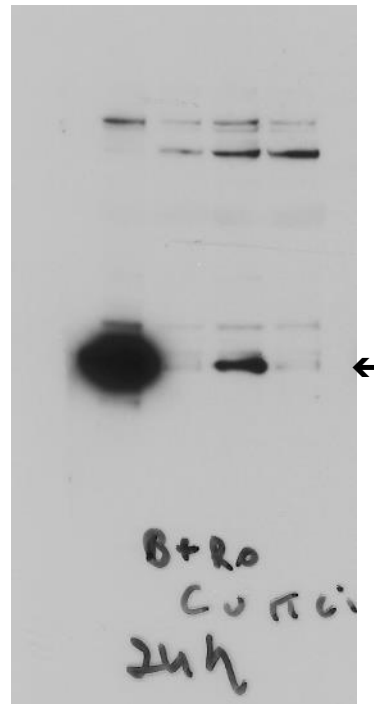

p-S6

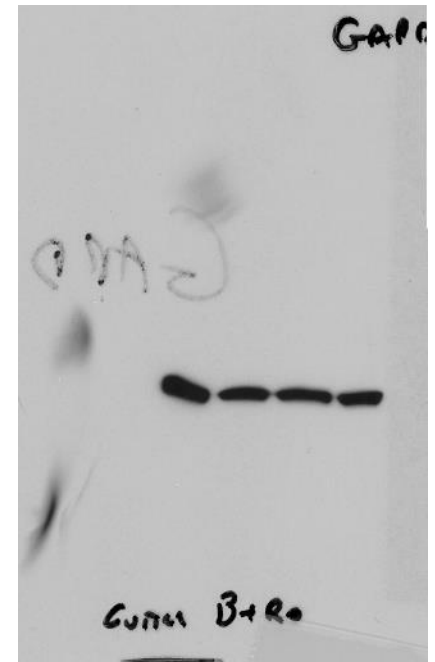

GAPDH

# Fig.7G-TIB-153

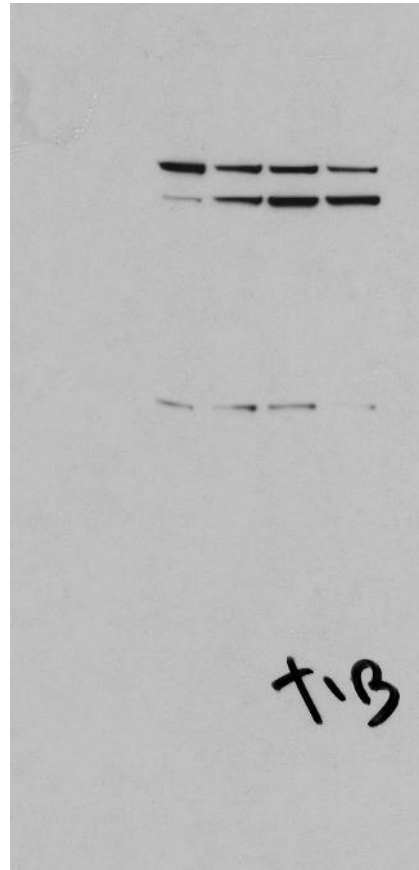

PARP

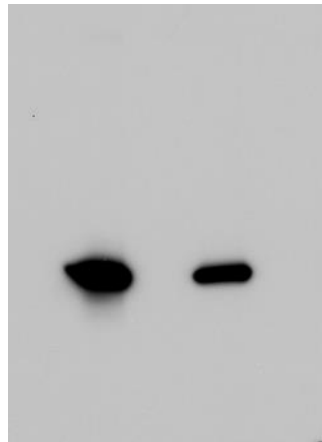

p-S6

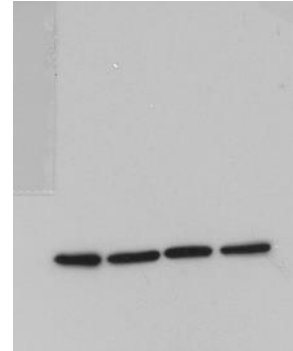

GAPDH

# Fig.7G-MOLT3

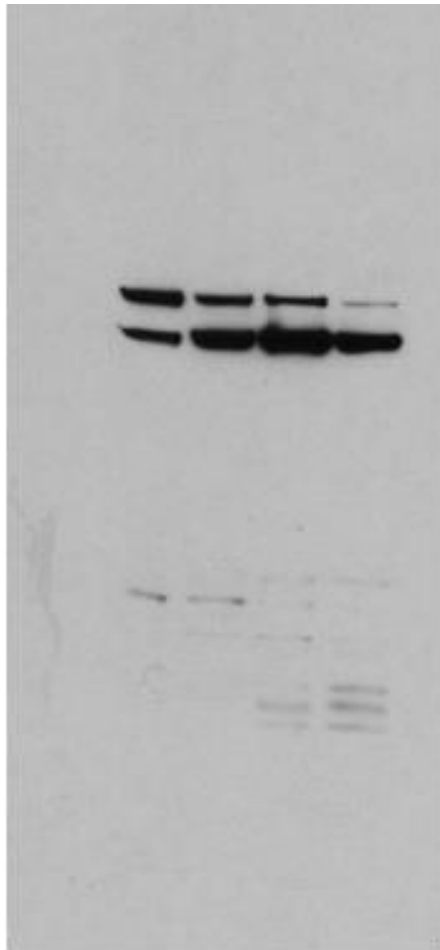

PARP

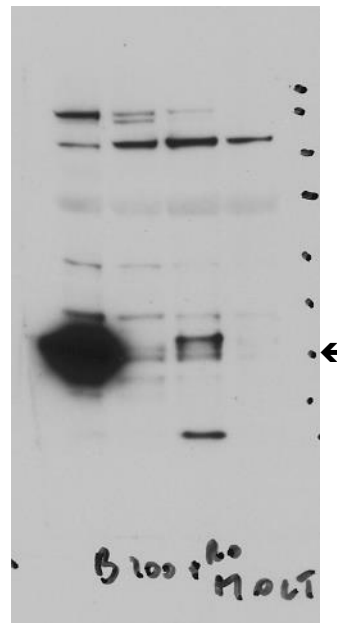

p-S6

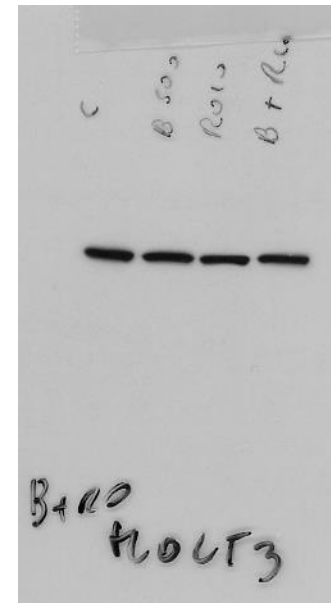

GAPDH

How the deposited data were processed for this re-analysis (not part of the article)

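The re-analysis started from the authors' deposited tables of the ChIP-seq experiment: the MACS2 peak list of 1 TCF7 ChIP library over 1 input DNA library, and a table of the nearest gene of each peak. The libraries are labelled only by genotype, and the cell line, DP352, was taken from the tracks of Supplementary Figs. S4D and S5A and from the names of the tables. The RNA-seq samples of the study were not analysed here. Per the methods and the submitters' processing notes, the authors aligned the reads to mm10 with Bowtie2 and called peaks with MACS2 in Chipster; the versions and settings are not given in the sources used here. The pileup at the summit, a coverage signal, was computed by the authors with MACS2 after scaling the ChIP library down to the input library. The fold enrichment of each peak is the authors' MACS2 ratio of the ChIP pileup to the local input background, and the p- and q-values were deposited by the authors as their -log10. All of these values are those of single peaks within 1 list; no sample was compared with another beyond the authors' peak call, and no p-value was computed with peaks as replicates of a condition. The nearest-gene table of the authors has column names that are out of step with its columns; the columns were read by their content, and its peaks were in the same order as the list.

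Positions were used as in the authors' files, on mm10 (GRCm38), and sequences were taken from the GRCm38 reference. TSS, gene types and the place of each summit came from the GENCODE vM21 annotation, with 21938 protein-coding genes. Of the gene identifiers in the authors' table, 14 had no match there. Pileups were divided by their common step to give ChIP fragments at the summit; all 779 came out whole within 0.0075. The number of fragments sets the precision of a peak, and exact Poisson intervals were computed at the 95% level; intervals of shares are Wilson intervals. Regions below the peak caller's threshold have no value in the list, so that a gene without a peak is not shown to be unbound.

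A summit counted as a promoter peak within 1000 bp of the TSS of a protein-coding gene. The share of promoter peaks was compared with 1000 random placements of the same peak widths on the same chromosomes, outside assembly gaps. Motifs were searched on both strands within 100 bp of each summit and in a control window of the same width 2000 bp downstream, or upstream for the 1 window that would have overlapped a peak, and compared by the exact two-sided McNemar test on the pairs, with Benjamini-Hochberg adjustment over 14 motifs: TCF/LEF as CTTTGWW, after the consensus the paper gives, and ETS, RUNX, NRF1, ZBTB33, YY1, NFY, SP1/KLF, SREBP, E-box, CTCF, AP1, GATA and CRE. Shuffles that keep dinucleotides were drawn 500 times. Genes in the authors' table were compared with all protein-coding genes by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 13 gene lists: cholesterol synthesis, SREBP regulation, Wnt, Notch, p53 and MAPK pathways, homeobox genes, T-cell identity, chromatin regulators, cell cycle and kinetochore, ribosomal proteins, translation factors and polymerases, and DNA repair. Lists of B-cell, myeloid, stromal and epithelial, and neuron, liver and muscle genes were looked up as controls without a test. Genes are not replicates, and these tests describe this 1 list of peaks. A threshold of 0.05 on the adjusted p was used throughout.

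The genes named in the text are every gene the paper names for the ChIP-seq, the cholesterol synthesis and SREBP genes with a peak, the 10 peaks with the highest fold enrichment, the 10 with the highest -log10 of the q-value, and up to 4 members of every other list with the highest fold enrichment; some results on single genes are left out of the text; genes named outside this rule are said to have been chosen after their values were seen, or are named only as list members with a peak. Alternatives were a -log10 of the q-value of at least 10, a fold enrichment of at least 10, promoter distances of 500 and 5000 bp, overlap of the whole peak, windows of 50 and 250 bp on each side, a stricter TCF motif (TCTTTGAW or CTTTGATS), shuffled windows as the control, genes within 1000 bp of their peak, genes assigned by their TSS, and, added after seeing the data, a division of the peaks by their distance from a TSS and a restriction to genes with a promoter GC content of at least 55%.

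The tests were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9, with fixed random seeds. They were tested on simulated data first. In 779 random windows, a RUNX motif was found in 13 with none planted and in 92 with 80 planted. Of 400 simulated summits, 8 fell within 1000 bp of a TSS with none placed there and 206 with 200 placed there. All 3 gene lists made to be enriched among 21000 genes were called, and no unchanged list was. The shuffle kept the dinucleotide counts of all 200 sequences tried.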

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

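The division of the peaks by their distance from a TSS, the permutation test of the place of the peaks, the search for CAG runs and their division by distance from a TSS were tests chosen only after the result was seen.

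The strongest peak over input, with a fold enrichment of 61.8, lies at the TSS of Timm17b and Pqbp1, genes that the paper does not discuss.

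At the 475 peaks within 1000 bp of a TSS, the TCF motif occurred in 9.89% of windows, against 19.8% of the windows 2000 bp away. The content of the promoters in G and C is a candidate explanation: in promoters without a peak, matched to 465 of the peaks by their offset from the TSS and by GC within 2 percentage points, the mean share was 8.38% (central 95% of 1000 draws 6.24 to 10.8). In shuffles of the peak windows it was 8.3% (6.11 to 10.8), so that the low share is consistent with base composition alone, and the motif was not detectably more frequent at these peaks than composition gives. Whether TCF7 is held at these promoters by other proteins, or whether they were captured for another reason, stays open. No biological explanation was tested, since the experiment has 1 condition.

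The 304 peaks farther than 1000 bp from every TSS included those assigned to Lef1, Hdac7, Dlx2 and Tbl1xr1, genes that the paper names. At these 304 peaks, a RUNX motif occurred in 7.89% of windows and in 0.987% of the windows 2000 bp away. The TCF motif occurred in 24.7% and 16.1% (adjusted p = 0.098, exact McNemar test, over 14 motifs). Base composition is argued against by shuffles of the same windows, with mean shares of 1.57% for RUNX (central 95% 0.329 to 2.96) and 14.3% for TCF (10.5 to 18.8), and a permutation p = 0.002 for each, the smallest that 500 shuffles can give. The difference between peak and control windows in the TCF motif was 18.4 percentage points higher at these peaks than at promoter peaks (permutation test, p = 1e-05, the smallest that 100000 permutations can give). That gap includes the -9.89 points at promoter peaks, which base composition alone could give, so it cannot show where TCF7 binds its motif. The excess of the TCF motif over shuffles at the 304 peaks may reflect binding of TCF7 to its own motif away from promoters. A replicate or a second antibody would test this hypothesis. Open chromatin shared with RUNX factors was not tested and stays open.

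Runs of 4 or more CAG units lay within 100 bp of the summit of 68 peaks (8.73%, Wilson interval 6.94 to 10.9), against 4 of the control windows (exact McNemar test, p = 9.7e-17), among them peaks assigned to Fbxw7, Tbl1xr1, Cd8a and Fancf. Dinucleotide composition is argued against, since the highest number in a shuffle was 20. Capture by the repeat itself is a candidate explanation: of 1907 runs of 8 or more units in the genome, 2.83% had a summit within 100 bp (Wilson interval 2.18 to 3.68), and of 16367 runs of 4 to 7 units, 0.403% (0.317 to 0.513), with 1.84% and 0.298% among runs farther than 1000 bp from a TSS. In all, 120 runs had a summit within 100 bp, against 68 peaks with a run, so some summits counted for several runs. The intervals treat runs as independent and do not allow for this. Low input coverage cannot be told apart from capture by the repeat, because the share of these peaks at the lowest implied input background, 7.35% (3.18 to 16.1), rests on few peaks and its interval overlaps that of the other peaks, 2.95% (1.94 to 4.47). How reads of repeats were aligned was not tested, and no biological explanation was tested.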

How the results depend on the processing

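The settings that divide the peaks by their place or select genes by GC content were chosen only after the results were seen; the other alternatives were set before the data were examined. The share of promoter peaks stayed above every random placement under all 5 of its alternatives, at 54.0 to 81.5%. Restricting the list to a fold enrichment of at least 10 left 351 peaks. The number of cholesterol targets of the paper with a peak was lower than in the main analysis under all 4 of its alternatives, and moved most at a fold enrichment of at least 10, where 1 was left, Pmvk, and the peak assigned to Tbl1xr1 was lost. The difference of the TCF motif between peak and control windows, -2.7 percentage points and not past the test, was -9.97 at a fold enrichment of at least 10, -7.96 within 250 bp and -9.89 at promoter peaks, all past it, and -5.12 at a -log10 of the q-value of at least 10, past it only before adjustment (exact test, p = 0.013, adjusted p = 0.056). It reversed to 5.0 against shuffles (p = 0.002), 8.55 at the other peaks (p = 0.014, not past the test after adjustment) and 0.513 with the stricter motif (p = 0.73), where the unadjusted p-values of the exact test or shuffles ranged from 2.3e-05 to 0.73 over all alternatives. Of the 13 other motifs, 2 passed; 2 did under each of the stricter q-value and fold enrichment, 0 within 50 bp, 10 within 250 bp, 9 against shuffles, 3 at promoter peaks and 1 at the peaks away from promoters. The RUNX difference reversed to -0.301 and -1.42 percentage points under the stricter q-value and fold enrichment and to -2.53 at promoter peaks, and the SREBP difference to 0.987 away from promoters. Of 13 gene lists, 5 passed; 7 did at a -log10 of the q-value of at least 10, 4 at a fold enrichment of at least 10, 5 with genes within 1000 bp of their peak, 3 with genes assigned by their TSS and 0 among genes of high promoter GC, a smaller set. The Wnt list passed in 1 of its 5 alternatives, and the translation list, which did not pass in the main test, in 4 of 5. The odds ratio of cholesterol synthesis was 2.0 under the stricter q-value, 3.55 under the stricter fold enrichment and 6.14 with assignment by TSS, each no longer past the exact test; at high promoter GC it fell to 0, but only 4 of its 22 genes remained, too few for a test; with genes within 1000 bp of their peak it was 7.26 and still past it. With assignment by TSS, the odds ratios of SREBP regulation and Notch reversed to 0.944 and 0.879, that of p53 reversed to 1.62 under the stricter fold enrichment and that of DNA repair to 0.662 with genes within 1000 bp of their peak. Beyond the smaller sets that some settings leave, the cause was not tested. Stability under the alternatives was counted over 95 values. These were values of the ETS, SP1/KLF, RUNX, SREBP and CRE motifs and of every gene list except cholesterol synthesis. Of the 95, 65 kept their direction and side of the threshold. Motifs other than these and TCF were left out of the count. The TCF motif and the cholesterol synthesis list were less stable. The TCF motif kept 1 of 8 values, by its unadjusted p, and cholesterol synthesis 1 of 4, leaving out high promoter GC. The lack of a replicate limits every value, and at the lowest depth, 28 fragments, a peak is known only to within its counting interval. No paired analysis was possible because each condition has 1 library.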

Differences from the paper's values

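The assignment of peaks to genes within 1000 bp of a TSS for single genes was looked at only after the result was seen; the alternatives named below were set before the data were examined.

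The number of genes with a Tcf7 peak is about 1900 in Fig. 4B, read by eye as the sum of the parts of its circle, and 754 in the authors' deposited table of nearest genes. None of the alternatives reached the figure's number: 654 genes with a -log10 of the q-value of at least 10, 349 with a fold enrichment of at least 10, 506 with a peak within 1000 bp of the gene and 553 with a TSS within 1000 bp of a summit. The paper's text states no threshold for the peaks behind the figure.

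The paper places peaks at the promoters of most of 9 cholesterol pathway genes. Pmvk had a called peak within 1000 bp of a TSS, Cyp51, Sp1, Srebf1 and Tbl1x had none, and that assigned to Tbl1xr1 was 406 kb away. Srebf2, with weak binding at its promoter and first intron in the paper, and Ncoa2, with weak binding in Supplementary Fig. S5A, had no called peak within 5000 bp of a TSS under any setting. The paper calls binding at the other genes of the pathway robust, and Pmvk ranked 132 of 779 by fold enrichment.

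The paper names Dlx1 and Cdk12 as targets, and the nearest summits were 35877 bp from Dlx1 and 176 kb from Cdk12. For Lef1 the paper gives a promoter, and the summit was 4445 bp upstream of the TSS; for Axin2 it was 117 bp from the TSS. Ezh1 and Polr1a, which the paper names, are not in the authors' deposited table, and have a peak when any peak within 5000 bp of a TSS is counted. The paper's other genes of Fig. 4D and Supplementary Fig. S4D, Trp53, Fbxw7, Bcl6, Cdk16, Cenpe, Smc1a, Nf1, Hdac1, Hdac7 and Ptcd3, all had a called peak. A track of Fig. 4D is labelled Hdac2 where the legend names Hdac1, and both genes had a peak. Among the pathways the paper names, MAPK and cholesterol synthesis passed the exact test (adjusted p = 0.012 and 0.049), while Notch (0.058), p53 (1.0) and SREBP regulation (0.40) did not; Notch passed at a -log10 of the q-value of at least 10 (odds ratio 4.12, adjusted p = 0.043). The lists are not the Reactome sets of the paper. The test also took all 579 protein-coding genes nearest to a peak, without a filter by RNA-seq. The paper gives its pathways after overlapping ChIP-seq genes with RNA-seq genes, so this test cannot decide them.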

Other observations

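The genes and peaks in this part were chosen only after their values were seen, and no test was run on them.

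Among the transgenes and drivers of these lymphomas, Akt2 had a strong TCF7 peak, on chromosome 7 from 27591643 to 27592654, with the summit in an intron 252 bp downstream of a TSS, 507 fragments (exact Poisson interval 464 to 553) and a fold enrichment of 33.2, rank 47 of 779. The nearest summits were 963 kb from Dlx5, 936 kb from Ctnnb1, which encodes β-catenin, 1350 kb from Myc and 237 kb from Notch1. A 16.2-fold peak with 95 fragments (76.9 to 116) lay on chromosome 6 from 41532932 to 41533173, upstream of Trbd1, a D segment of the T-cell receptor β locus. The summit nearest to Lck, 12.9 kb away, was that of the Hdac1 promoter.

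The strongest peaks farther than 1000 bp from the TSS of a protein-coding gene were assigned to Psmd6, 53.0 kb away and in an intron, at 37.0-fold, to Bicral, whose peak held a run of CAG units, at 29.9-fold, and to Maoa, 1.54 kb upstream of the gene, at 28.6-fold. A peak 76.3 kb inside Ldlrad4, a regulator of TGF-β signaling, was 25.9-fold enriched.

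The share of peaks with a TCF motif within 100 bp of the summit was higher among weak peaks than among strong ones. It was 26.7% (Wilson interval 21.1 to 33.1) of the 206 peaks below 6-fold and 16.5% of their control windows, and 10.5% (6.72 to 15.9) of the 172 peaks at 20-fold and above and 19.8% of their control windows. RUNX motifs were in 6.31% (3.72 to 10.5) and 1.74% (0.595 to 5.00) of the same peaks, and in 1.46% and 4.65% of their control windows, so that in the strong peaks both motifs were less frequent than in the control windows. The median GC content was 58.7% in windows of promoter peaks and 49.3% in the other peaks, and promoter peaks make up most of the strong ones.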
